# Transcriptional profiling of *Zygosaccharomyces bailii* early response to acetic acid or copper stress mediated by ZbHaa1

**DOI:** 10.1038/s41598-018-32266-9

**Published:** 2018-09-20

**Authors:** Miguel Antunes, Margarida Palma, Isabel Sá-Correia

## Abstract

The non-conventional yeast species *Zygosaccharomyces bailii* is remarkably tolerant to acetic acid, a highly important microbial inhibitory compound in Food Industry and Biotechnology. ZbHaa1 is the functional homologue of *S. cerevisiae* Haa1 and a bifunctional transcription factor able to modulate *Z. bailii* adaptive response to acetic acid and copper stress. In this study, RNA-Seq was used to investigate genomic transcription changes in *Z. bailii* during early response to sublethal concentrations of acetic acid (140 mM, pH 4.0) or copper (0.08 mM) and uncover the regulatory network activated by these stresses under ZbHaa1 control. Differentially expressed genes in response to acetic acid exposure (297) are mainly related with the tricarboxylic acid cycle, protein folding and stabilization and modulation of plasma membrane composition and cell wall architecture, 17 of which, directly or indirectly, ZbHaa1-dependent. Copper stress induced the differential expression of 190 genes mainly involved in the response to oxidative stress, 15 ZbHaa1-dependent. This study provides valuable mechanistic insights regarding *Z. bailii* adaptation to acetic acid or copper stress, as well as useful information on transcription regulatory networks in pre-whole genome duplication (WGD) (*Z. bailii*) and post-WGD (*S. cerevisiae*) yeast species, contributing to the understanding of transcriptional networks’ evolution in yeasts.

## Introduction

*Zygosaccharomyces bailii* is described as the most problematic food spoilage yeast due to its remarkable high tolerance to weak acids, namely acetic acid^1^. Compared to *Saccharomyces cerevisiae*, *Z. bailii* displays a three-fold higher tolerance to this acid^2^. This marked difference has brought much interest in uncovering the molecular mechanisms underlying *Z. bailii* tolerance to acetic acid stress, compared with the model yeast *S. cerevisiae* (a topic recently reviewed by Palma *et al*.^3^). A large part of what is currently known regarding the global molecular mechanisms underlying *S. cerevisiae* response and tolerance to sub-lethal or lethal concentrations of acetic acid comes from the consolidation and exploitation of diverse functional genomic approaches employed throughout the last two decades^3^. However, the utilization of this kind of approaches in a non-conventional yeast species such as *Z. bailii* is still scarce, partially due to the fact that only recently the annotated genome sequences of *Z. bailii* strains^4,5^ or *Z. bailii*-derived hybrid strains^6,7^ were released. This genomic data, not only provided new insights into the genetic and physiological traits of *Z. bailii sensu lato* clade, but also rendered available fundamental genomic information for the elucidation of tolerance mechanisms to acetic acid at a genome-wide scale^3^.

Different functional genomic-based approaches have been conducted to examine the biological processes involved in *Z. bailii* adaptation and tolerance to acetic and lactic acids, specifically, two-dimensional gel electrophoresis (2DE)-based expression proteomics^8,9^, metabolomics^10^, plasma membrane lipidomics^11^ and transcriptomics^7^. However, the genome-wide regulation of transcriptional alterations occurring in *Z. bailii* in response to acetic acid-induced stress is still unexplored. To date, only two transcription factors were demonstrated as being involved in *Z. bailii* tolerance to acetic acid, specifically, ZbMsn4^12^, the single homologue of *S. cerevisiae* Msn4 and Msn2 general stress response activators^13^, and ZbHaa1^14^, the homologue of *S. cerevisiae* transcription factor Haa1, the master regulator required for the direct or indirect activation of 80% of the acetic acid-responsive genes in *S. cerevisiae*^15–17^. Haa1 was first identified as a Cup2 (alias Ace1) paralogue based on sequence homology to the Cu-activated DNA binding domain and N-terminal Zn module^18^. However, contrarily to what the sequence homology to Cup2 would indicate, the function of Haa1 is not affected by the copper status of the cell^18^. Haa1-mediated transcriptional activation requires its interaction with the DNA binding sequence 5′-(G/C)(A/C)GG(G/C)G-3′, designated Haa1 responsive element (HRE), present in the promoter region of acetic-acid-responsive genes^17^. ZbHaa1 was found to be required for the adaptive response and tolerance to both acetic acid and copper stress by *Z. bailii*, activating the transcription of genes homologous to *S. cerevisiae* Haa1 and Cup2 targets, under acetic acid- or copper-induced stress, respectively^14^. Therefore, ZbHaa1 was proposed as a bifunctional transcription factor, assuming the functions of *S. cerevisiae* paralogues Haa1 and Cup2 originated after the whole genome duplication (WGD) event^14^.

The aim of the present study is to examine the alterations occurring in the transcriptome profile of *Z. bailii* IST302 cells during early response to acetic acid- or copper- induced stress mediated by ZbHaa1. The strain IST302 was used herein since its annotated genome was recently released, is haploid, and much more amenable to genetic manipulation and physiological studies than other studied strains^5^. This study allowed the identification of ZbHaa1-dependent regulons active during the early adaptive response to acetic acid- or copper- induced stress. It also provides useful information to allow the comparison of regulatory networks in a pre-WGD yeast species (*Z. bailii*) and a post-WGD species (*S. cerevisiae*) and to gain insights into the evolution of transcriptional networks in yeasts.

## Results

### Effect of acetic acid or copper stress in the growth of *Z. bailii* IST302 and derived mutant with the *ZbHAA1* gene deleted

In order to evaluate the genome-wide transcriptional changes occurring during early response of *Z. bailii* IST302 and of the derived deletion mutant *Zbhaa1***∆** to acetic acid (140 mM, pH 4.0) or CuSO_4_ (hereafter designated as copper) (0.08 mM, pH 4.0) stress, unadapted exponentially growing cells of the two strains were inoculated under standardized conditions (Fig. 1a,b). 

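The mRNA of 18 cultures was sequenced with a 3' tag method, with 3 libraries for each of 6 groups. The groups were the parental strain and the Zbhaa1 deletion mutant, each unstressed, after 1 hour with 140 mM acetic acid, or after 1 hour with 0.08 mM copper, at pH 4.0. Unstressed cells were collected when the stress was added, 1 hour before the stressed cells. Each comparison with unstressed cells thus also holds 1 hour of growth, which cannot be separated from the stress. The authors aligned the reads with STAR, counted them per gene with HTSeq and compared groups with edgeR after TMM scaling, as the Methods state. The values used here are the 6 tables of those comparisons, which hold a log2 fold change, an average log2 CPM and an FDR for each listed gene. Every listed gene has an FDR below 0.05 and a fold change of at least 1.5. No values per library were used here, so no replicate error can be given, and the depth behind each value is known only from the library sizes in the Methods. ZbHAA1 itself (ZBIST_2620) was listed in 0 of the 6 tables, so they hold no check of the mutant's libraries through the deleted gene. A gene absent from a table did not pass the authors' thresholds or filter, and its level there is unknown. The number of genes tested was recovered from the relation of p to FDR for the first 3 genes with distinct FDR, and came to 4920 for the parental strain in acetic acid and 4935 in copper. For the mutant against the parental strain it came to 4899 in acetic acid and 4927 in copper. Gene names are those of S. cerevisiae homologues in the paper's tables, which name a homologue for 1297 of 1607 ORFs. The members of a gene list are ORFs named there, each of which was listed in at least 1 comparison, so a share of them is not a share of all such genes in the genome. The comparison of acid-treated with unstressed mutant cells is known by its table's name alone, with the levels given below. Counts of genes per list, overlaps, sums of log2 fold changes and levels per group were computed from these tables. The 27 gene lists come from general knowledge of S. cerevisiae genes without a database release, 2 of them from the paper's results. They were typed before the deposited tables were examined, but with the same values at hand in the supplementary tables. Direction was tested among the listed genes with a two-sided Fisher's exact test where a list had at least 5 of them, with Benjamini-Hochberg adjusted p over 54 tests. The lists compare higher with lower genes among those listed, not with unlisted genes, and genes are not independent replicates.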

After 1 hour of cultivation, acetic acid (Fig. 1c,d) or copper (Fig. 1e,f) were added to the culture medium and the cells collected after 1 hour of exposure to the respective stress. The effects of these stressing conditions in the growth curves of the strains under study were characterized in detail.

**Figure 1:**
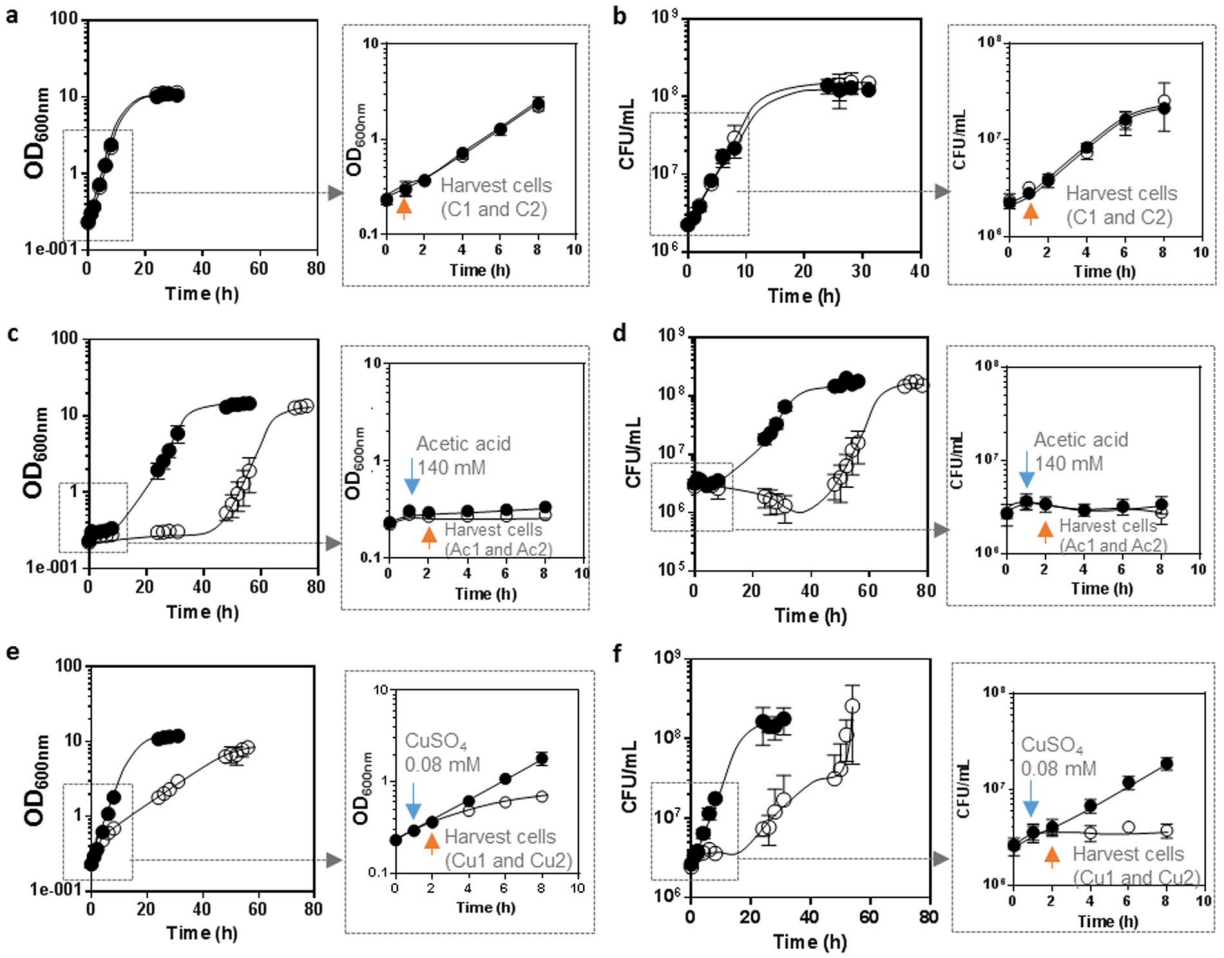
Growth curves of *Z*. *bailii* IST302 (●) and derived deletion mutant *Zbhaa1*∆ (○) based on culture optical density (OD 600 nm) (**a**,**c** and **e**) and on the viable cell concentration (CFU/mL) (**b**,**d** and **f**). Yeast cells were cultivated in MM medium at pH 4.0 (**a** and **b**) or in the same medium supplemented with acetic acid (**c** and **d**) or CuSO_4_ (**e** and **f**). Acetic acid or CuSO_4_ were added after 1 hour of cultivation of exponential cells grown under standardized conditions in MM medium to a final concentration of 140 mM or 0.08 mM, respectively. A detailed view of the first eight hours of cultivation is shown on the right of each graph. Cells were harvested for mRNA-Seq analysis before acetic acid or copper supplementation and 1 hour after acetic acid or copper addition.

The latency periods for the two strains examined when exposed to acetic acid were very distinct, with the parental strain displaying a latency period of about 10 hours while the mutant *Zbhaa1***∆** showed a latency period of approximately 40 hours (Fig. 1c,d). During this period of adaptation, while the concentration of viable cells did not change significantly immediately after acetic acid supplementation of the parental strain culture medium (Fig. 1d), the mutant *Zbhaa1***∆** cell population gradually lost viability until growth resumption after 40 hours of cultivation with acetic acid (Fig. 1d). The differences observed in the more rapid resumption of the exponential growth under acetic acid stress in the parental strain is an indication that, as previously described for Haa1 in *S. cerevisiae*^15^, ZbHaa1 plays an essential role during the period of adaptation to this stress.

Upon exposure to copper stress, in both the parental and derived mutant strains, no apparent latency phase was observed based on culture optical density (Fig. 1e), but the maximum specific growth rate of both strains decreased. Furthermore, based on the growth curves assessed by the concentration of viable cells, a latency period was identified for the mutant strain after copper supplementation, characterized by the maintenance of the concentration of viable cells (Fig. 1f). It should be noted the aggregation of cells from both strains upon copper exposure was registered by microscopic observation and this factor might have interfered with the assessment of culture optical density and colony forming units (Supplementary Fig. S1). When cultivated in either minimal or rich media, *Z. bailii* IST302 does not form cellular aggregates as it was previously reported^5^. Nevertheless, the difference in the growth curves of both strains is remarkable and an indication that ZbHaa1 also plays an essential role in adaptation and tolerance to copper stress, as observed for acetic acid-induced stress and as previously reported^14^.

### Transcriptional profiling of the early response of *Z. bailii* IST302 to acetic acid- or copper- induced stress

The analysis of the changes occurring in the transcriptome of the parental strain when exposed to acetic acid or copper stress, compared with the control condition, led to the identification of the differently expressed genes (DEGs), using as cut-off values a Fold change > 1.50 and an FDR < 0.05. The identified genes were submitted to a Gene Ontology (GO) term enrichment analysis by running a Fisher Exact Test with Blast2GO^19^.

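Of 42 ORFs named as chaperones and heat shock proteins, 7 were higher in the parental strain after 1 hour of acetic acid, 0 were lower and 35 were not listed (adjusted p = 1.24e-04, Fisher's exact test on direction). The authors' deposited table gives the largest increase to the small heat shock protein gene HSP26, with log2 fold changes of 8.73 for ZBIST_3442 and 3.31 for ZBIST_0079. ZBIST_3442 had an implied level of -4.71 log2 CPM in unstressed parental cells, so its fold change depends on the prior count and is no bound. Other increases in the authors' deposited table included SSA3 at 1.20, HSP42 at 1.18, HSP104 at 1.16 and LAT1, a subunit of pyruvate dehydrogenase, at 1.12. The largest decreases in the authors' deposited table were -5.37 for ZBIST_3145 and -5.21 for ZBIST_4788, neither with a named homologue. Among genes with named homologues, CSI1 at -2.98 and STN1 at -2.97 fell most in the authors' deposited table. Their implied levels in acetic acid were -1.44 and -1.09 log2 CPM, so these fold changes depend on the prior count. Next, the ammonium and acetate transporter gene ATO2 (ZBIST_3419) fell by 2.67 on the log2 scale in the authors' deposited table. The glucanosyltransferase gene GAS3 fell by 2.45 and the drug transporter gene QDR2 by 2.40 there.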

For the concentration of acetic acid tested (140 mM at pH 4.0), 297 genes were found to exhibit significant changes in the transcription levels when compared to the unstressed condition. From these genes, 66 were found to have increased mRNA levels (presumably upregulated) while 231 genes were identified as exhibiting lower mRNA levels (presumably downregulated) than the unstressed cells (Supplementary Tables S1 and S2). 

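Among the listed genes, those that fell did so by more than those that rose. The median log2 fold change was 0.77 among the higher genes and -1.09 among the lower ones, and 22.2% of the listed genes were higher. Of the lower genes, 137 fell by over 2-fold, against 17 of the higher genes that rose by as much. An average log2 CPM of at least 4 kept 144 of 231 lower genes but 60 of 66 higher ones. The lower list thus holds more genes of low level, and sizes were not compared at equal level. The FDR values of both directions also do not rank as 1 list, as described in the closing observations. Among drug transporters, 1 of 21 ORFs was higher and 13 were lower, which did not differ from the direction of the other listed genes (adjusted p = 0.453, Fisher's exact test). Lower members in the authors' deposited table included FLR1 (ZBIST_3173) at -1.78 and TPO3, a polyamine exporter gene, at -1.64. The list for hexose and polyol transport, which also holds sensor and regulator genes, had 0 higher and 5 lower of 6 ORFs (adjusted p = 0.698, Fisher's exact test). The lowest value was that of STL1, a glycerol symporter gene, at -1.88 in the authors' deposited table. The glucose sensor gene SNF3 (ZBIST_2659) stood at -1.34 and the regulator gene MTH1 at -0.63, so the count is not one of transporters alone.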

Regarding the parental strain, during the early adaptive response to copper stress (0.08 mM), 190 genes were identified as producing different mRNA levels when compared to the control condition. Among these, 121 genes were found to be upregulated while 69 genes were downregulated (Supplementary Tables S3 and S4).

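Genes of the core proteasome rose in the parental strain after 1 hour of copper. The authors' deposited table gives the largest increases to HSP26 (ZBIST_3442) at 7.82, ZBIST_1696 at 4.50, ZBIST_4636 at 4.31 and ZBIST_3714 at 4.13. ZBIST_3442 and ZBIST_3714 had implied levels of -4.62 and -0.05 log2 CPM in unstressed parental cells, so their fold changes depend on the prior count. The metallothionein gene CRS5 at 2.80 and the zinc transporter gene ZRT1 (ZBIST_4639) at 2.67 followed in the authors' deposited table. Among the lower genes of the authors' deposited table were ROX1, a repressor gene of the response to low oxygen, at -2.49, the mannoprotein gene CWP1 at -1.54 and the phosphate transporter gene PHO84 at -1.19. In contrast to acetic acid, 63.7% of the listed genes were higher, with a median log2 fold change of 0.81 among the higher and -0.73 among the lower genes. Only 26 of the higher and 12 of the lower genes changed by over 2-fold.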

The most prominent enriched GO terms associated with the upregulated genes during *Z. bailii* exposure to acetic acid stress included the “Aerobic respiration” term, which includes genes related with the “Tricarboxylic acid cycle” (homologous to *S. cerevisiae ACO1*, *CIT1*, *LAT1*, *MDH1*, *SDH2* and *SHH3*); “Protein unfolding” (includes genes homologues of *S. cerevisiae HSP26*, *HSP42*, *HSP78*, *HSP104* and *SSA3*); and “Cell wall” (includes genes homologues of *S. cerevisiae ECM33* and *HSP150*) (Fig. 2a).

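Of 12 named TCA cycle ORFs, 6 were higher, 1 was lower and 5 were not listed (adjusted p = 0.00260, Fisher's exact test on direction). Against equal numbers of higher and lower genes this did not pass (adjusted p = 0.173, exact binomial test), and with a fold change above 2 too few were listed for a test. Their log2 fold changes in the authors' deposited table were 0.82 for SDH2, 0.76 for MDH1, 0.74 for ACO1 (ZBIST_1711) and 0.74 for CIT1. All 6 homologues that the paper places under aerobic respiration were listed as higher. Of 13 ORFs of the respiratory chain and ATP synthase, 3 were higher, 0 were lower and 10 were not listed, too few for a test. All 5 homologues under protein unfolding were listed, with HSP78 at 0.83 in the authors' deposited table. The 42 chaperone ORFs had a median log2 fold change of 1.18 among their listed members. Of 22 cell wall ORFs, 3 were higher and 4 were lower (adjusted p = 0.287, Fisher's exact test). ECM33, a gene of cell wall integrity, stood at 0.63 in the authors' deposited table, and no ORF named HSP150 was listed.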

**Figure 2:**
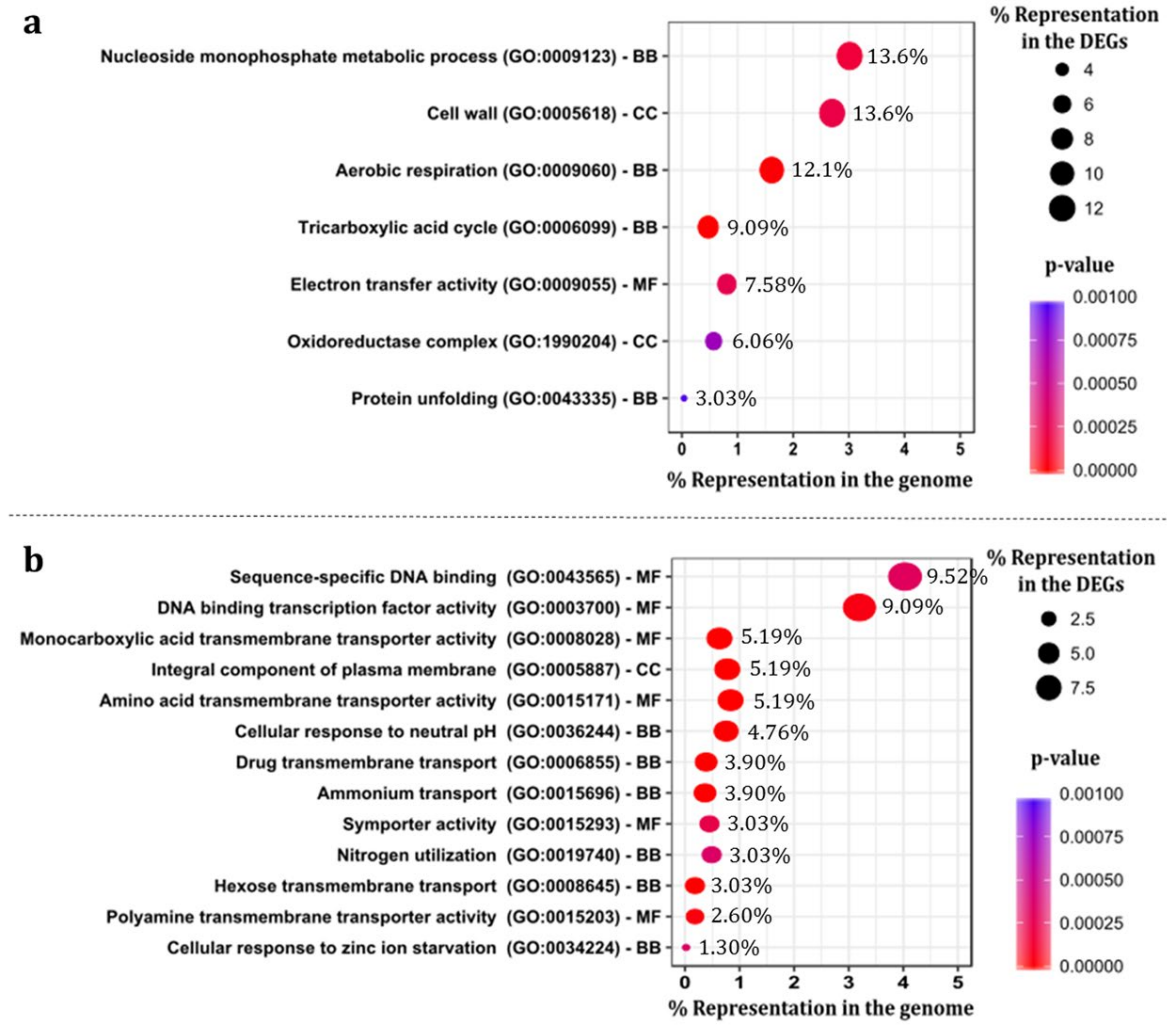
Enriched GO terms associated with the differently expressed genes in the early response to acetic acid stress. Dot plots displaying the percentage of differently expressed genes (DEGs) attributed to a GO term. (**a**) Upregulated genes in *Z. bailii* IST302 during exposure to acetic acid stress. (**b**) Downregulated genes in *Z. bailii* IST302 during exposure to acetic acid stress. The GO terms are sorted by molecular function (MF), cellular component (CC) and biological process (BP). The numeral percentages of DEGs assigned to each GO term were calculated based on the total number of upregulated (66) or downregulated (231) genes during exposure to acetic acid stress.

The GO term enrichment analysis regarding the downregulated genes during *Z. bailii* IST302 exposure to acetic acid stress revealed that the highest number of genes are associated with sequence-specific DNA binding, having several genes in common with the “DNA binding transcription factor activity” term, and including 15 transcription factors (homologous to *S. cerevisiae ADR1*, *CAT8*, *CST6*, *GAT1*, *GSM1*, *MET32*, *MIG2*, *NDT80*, *NRG2*, *ROX1*, *SFL1*, *SOK2*, *YRM1*, and *ZAP1*) (Fig. 2b). 

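All 14 transcription factor homologues that the paper names were listed as lower in acetic acid. The paper chose this list on the same libraries, so its direction is not independent evidence, and it did not differ from that of the other listed genes (adjusted p = 0.0975, Fisher's exact test). Their median log2 fold change was -0.99, between -1.87 and -0.70. The largest decreases in the authors' deposited table were those of NDT80, a regulator of meiosis, at -1.87, the glucose repressor gene MIG2 at -1.63 and SFL1 at -1.59. CAT8, an activator of gluconeogenic genes, stood at -1.49 and ADR1 (ZBIST_1388) at -1.16 in the authors' deposited table. The list for gluconeogenesis and the glyoxylate cycle, which also holds regulators, had 0 higher and 7 lower of 10 ORFs (adjusted p = 0.479, Fisher's exact test). Its lowest, median and highest values, -1.51, -1.17 and -0.69, are those of UCC1, PFK27 and PFK26. These do not encode enzymes of the 2 pathways. FBP1, an enzyme gene of gluconeogenesis, was also lower, at -1.23 in the authors' deposited table. The count thus mixes enzyme genes with regulators and does not show that the pathways fell as a whole.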

Other prominent enriched GO terms comprise plasma and mitochondrial membrane components, for example, the GO terms “Monocarboxylic acid transmembrane transporter activity” (includes homologues of *S. cerevisiae CRC1, MCH4* and *YHL008C*) and “Amino acid transmembrane transporter activity” (includes homologues of *S. cerevisiae BAP3*, *CAN1*, *GAP1* and *OPT1*).

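Of 33 nutrient permease ORFs, 0 were higher, 19 were lower and 14 were not listed (adjusted p = 0.0263, Fisher's exact test on direction), with a median log2 fold change of -1.06. The call was lost with a fold change above 2 or an FDR below 0.01 (adjusted p = 0.904 and 0.208, the same exact test). The proline permease gene PUT4 at -2.40 and the general amino acid permease gene GAP1 at -1.08 were among them in the authors' deposited table. BAP3 stood at -0.91, CAN1 at -0.81 and the oligopeptide transporter gene OPT1 at -1.06 in the authors' deposited table. All 3 homologues named under monocarboxylic acid transport were listed as lower, with YHL008C at -1.60, CRC1 at -1.38 and MCH4 (ZBIST_2077) at -1.29 in the authors' deposited table.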

The GO term associated with the highest number of genes found to be upregulated during *Z. bailii* IST302 exposure to copper stress is “Oxidation-reduction process”. 

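Of 26 oxidative stress ORFs, 8 were higher in copper, 1 was lower and 17 were not listed, which did not differ from the direction of the other listed genes (adjusted p = 0.255, Fisher's exact test). SOD1, the copper and zinc superoxide dismutase gene, stood at 1.01, FRM2 at 1.07 and ZWF1, the first enzyme gene of the pentose phosphate pathway, at 0.86 in the authors' deposited table. GRX2 at 0.72, TRX3 at 0.68 and TSA1 at 0.62 were also higher in the authors' deposited table. Of 11 ORFs of glycolysis and alcoholic fermentation, 3 were higher and 0 were lower, with ADH3 at 0.82 and ADH1 (ZBIST_0943) at 0.81 in the authors' deposited table.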

Among the 33 genes related with this GO term, are the homologues of *S. cerevisiae* genes involved in processes such as the detoxification of oxygen radicals (*GRX2*, *HMX1, SOD1, TRX3* and *TSA1*), the transport of heavy metals (*FET3* and *FRE3*), and alcoholic fermentation enzymes (*ADH1* and *ADH3*). Furthermore, the GO term corresponding to “Proteasome-mediated ubiquitin-dependent protein catabolic process” was associated with 18 genes, most of them also associated with the “Regulation of mitotic cycle term”. Among these, genes homologous to *S. cerevisiae* genes coding for subunits of the 20 S proteasome (*PRE2–10*, *PUP1–3*, and *SCL1*) were identified which suggests degradation of proteins resulting from copper-induced oxidative damage (Fig. 3a).

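Nearly the whole core proteasome rose in copper, by a small and even amount. Of 14 core particle ORFs, 13 were higher, 0 were lower and 1 was not listed (adjusted p = 0.0142, Fisher's exact test on direction). Their log2 fold changes ran from 0.61 to 0.90 with a median of 0.70. PUP1 at 0.90 and PRE7 at 0.83 were the largest in the authors' deposited table. With a fold change above 2 or an FDR below 0.01, too few core particle ORFs were listed for a test. Of 20 regulatory particle ORFs, 4 were higher, 0 were lower and 16 were not listed. From the rise of these subunit genes, the paper proposes that proteins damaged by copper-induced oxidation were degraded.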

**Figure 3:**
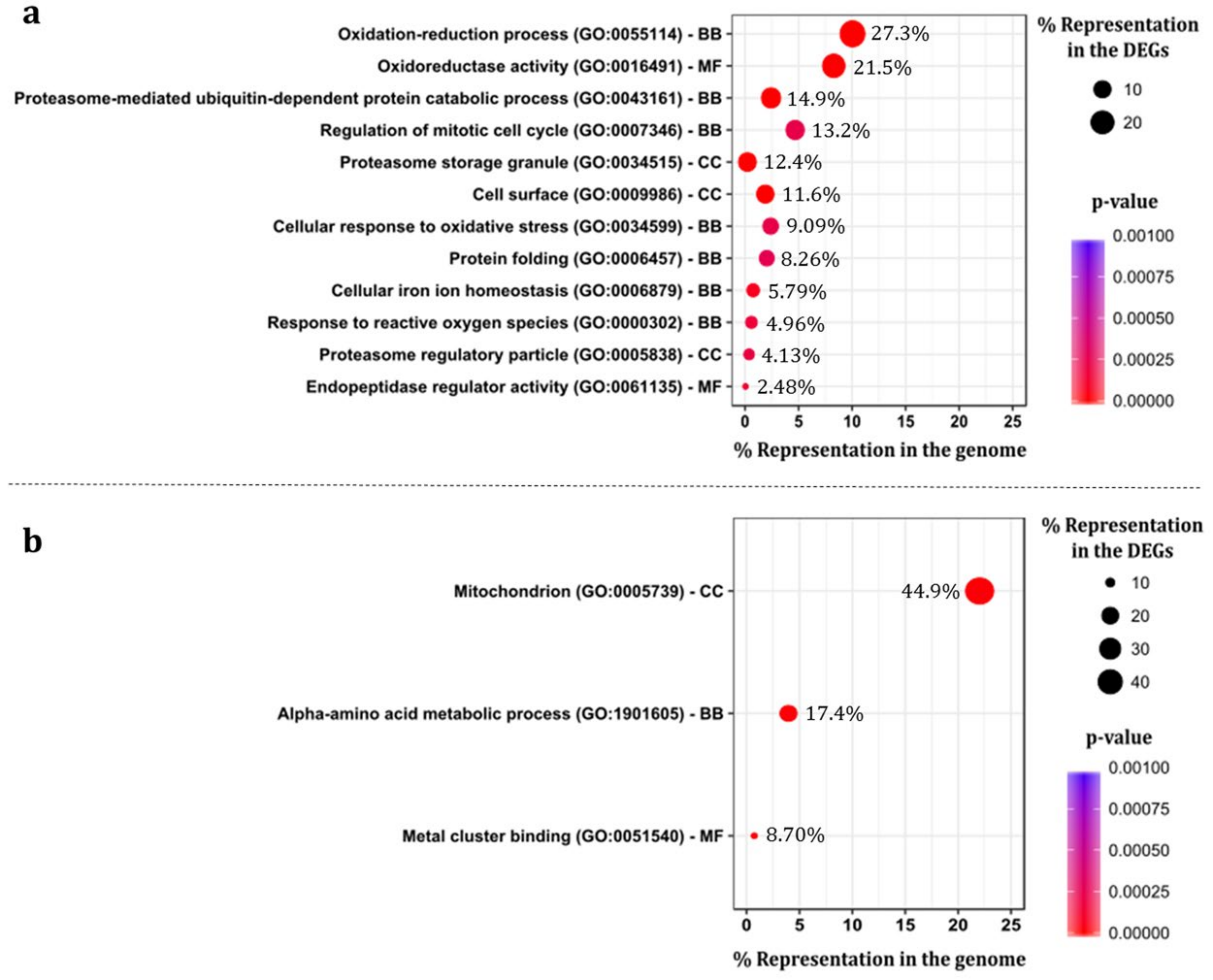
Enriched GO terms associated with the differently expressed genes in the early response to copper stress. Dot plots displaying the percentage of differently expressed genes (DEGs) attributed to a GO term. (**a**) Upregulated genes in *Z. bailii* IST302 during exposure to copper stress. (**b**) Downregulated genes in *Z. bailii* IST302 during exposure to copper stress. The GO terms are sorted by molecular function (MF), cellular component (CC) and biological process (BP). The numeral percentages of DEGs assigned to each GO were calculated based on the total number of upregulated (121) or downregulated (69) genes during exposure to copper stress.

The most prominent GO term associated with the downregulated genes identified from *Z. bailii* IST302 exposure to copper stress is “Mitochondrion”. This term is associated with 31 genes, including 8 genes also related to the metabolism of amino acids and genes encoding mitochondrial ribosomal proteins (homologous to *S. cerevisiae MRP13, MRPL23, RSM26, SWS2* and *YML6*) (Fig. 3b).

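Of 27 ORFs of the mitochondrial ribosome and mitochondrial translation, 0 were higher in copper, 7 were lower and 20 were not listed (adjusted p = 0.00283, Fisher's exact test on direction). MRPL23 at -0.98, SWS2 at -0.72 and MRP13 at -0.65 were among them in the authors' deposited table. Of 130 ribosome biogenesis ORFs, 0 were higher, 8 were lower and 122 were not listed (adjusted p = 0.00113, Fisher's exact test). With a fold change above 2 or an FDR below 0.01, too few ORFs of either list were listed for a test. Amino acid biosynthesis had 3 higher and 7 lower of 35 ORFs (adjusted p = 0.0909, Fisher's exact test). Its lower members in the authors' deposited table included the sulfite reductase gene MET5 at -0.79 and the glycine cleavage gene GCV2 at -0.74.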

### Transcriptional profiling of the early response of the deletion mutant *Zbhaa1*∆ to acetic acid- or copper- induced stress

Sudden exposure of the *Zbhaa1***∆** deletion mutant to acetic acid stress, compared with unstressed cells, led to the identification of alterations in the transcription levels of 56 genes, one of which found to be upregulated while 55 were downregulated (Supplementary Table S5). Some of these genes have putative *S. cerevisiae* homologues previously described as having a role in acetic acid tolerance mechanisms and regulated by Haa1^16^. These include *HSP26*, *HSP30, HSP42, HSP78, HSP104, YGP1, HRK1 and YRO2*^16^. 

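The levels implied by the tables identify the libraries behind these 56 genes. For 19 genes listed also for the parental strain in acetic acid, the reference level differed from that of acid-treated parental cells by a median of -0.05 on the log2 scale (SD across genes 0.017). Against the unstressed parental level, the median difference was 0.99 with an SD of 1.99. For 8 genes listed also for the mutant in acetic acid against unstressed mutant cells, the reference level lay a median absolute 0.61 from the unstressed mutant level. The levels are those of a comparison of the mutant with the parental strain, both in acetic acid. Another table of the authors, named as acid-treated against unstressed mutant cells, lists 268 genes, 63 of them higher and 205 lower. The level of the mutant here differed by a median of -0.14 (SD across 8 genes 0.041) from that of acid-treated mutant cells there. The 55 lower genes had a median log2 fold change of -1.16. The authors' deposited table gives -7.99 for ZBIST_5080, -3.26 for HSP26 (ZBIST_3442), -2.48 for the lipid translocation gene RSB1 and -2.47 for the choline transporter gene HNM1. ZBIST_5080 had an implied level of -4.73 log2 CPM in the acid-treated mutant, so its fold change depends on the prior count and is no exact size. The 1 higher gene, ZBIST_0204, stood at 1.48 in the authors' deposited table. Of 11 ORFs of glycolysis and alcoholic fermentation, 4 were lower in the mutant and 0 were higher, with TPI1 at -1.08 in the authors' deposited table.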

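All 8 homologues named were listed as lower in the mutant than in the parental strain, both in acetic acid. They correspond to 10 ORFs, of which 9 were lower, 0 were higher and 1 was not listed, with a median log2 fold change of -1.16. The paper chose the list on these libraries, and since 55 of 56 genes were lower, direction cannot set it apart (adjusted p = 1.0, Fisher's exact test). YGP1, a gene for a secreted cell wall glycoprotein, stood at -2.46, HSP30 at -1.16, the kinase gene HRK1 at -0.98 and YRO2 at -0.81 in the authors' deposited table. Of 42 chaperone ORFs, 7 were lower and 35 were not listed.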

Under the selected conditions, exposure of the *Zbhaa1***∆** deletion mutant to copper stress led to the identification of changes in the mRNA levels from a much larger number of genes (1301), when compared with the unstressed cells. Among these, 663 were found to have increased mRNA levels, while 638 exhibited decreased mRNA levels (Supplementary Tables S6 and S7). 

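The mRNA of ribosome genes was lower and that of chaperone and proteasome genes higher in the mutant than in the parental strain after 1 hour of copper. Of 76 cytosolic ribosomal protein ORFs named in the paper's tables, 76 were lower and 0 were higher (adjusted p = 7.27e-24, Fisher's exact test on direction), with a median log2 fold change of -1.25. Of 130 ribosome biogenesis ORFs, 126 were lower and 1 was higher (adjusted p = 3.67e-39), and RPF1 and RPF2 stood at -2.12 and -2.10 in the authors' deposited table. Chaperones had 36 higher and 5 lower of 42 ORFs (adjusted p = 6.94e-06), with SSA3 at 4.50, HSP42 at 3.83 and HSP104 at 3.40 in the authors' deposited table. The regulatory particle of the proteasome had 19 higher and 0 lower of 20 ORFs (adjusted p = 2.74e-05, exact test), and the core particle 11 higher and 0 lower of 14 (adjusted p = 0.00368, exact test). The list for ubiquitin and Cdc48 had 32 higher and 0 lower of 34 ORFs (adjusted p = 5.09e-09), with the polyubiquitin gene UBI4 at 2.12 in the authors' deposited table. Oxidative stress genes had 20 higher and 0 lower of 26 ORFs (adjusted p = 1.59e-05), among them the NADPH oxidoreductase gene OYE2 (ZBIST_0711) at 2.81 in the authors' deposited table. Storage carbohydrate genes had 10 higher and 0 lower of 11 ORFs (adjusted p = 0.00609, exact test). Lower lists were mitochondrial ribosome and translation with 19 of 27 ORFs and amino acid biosynthesis with 24 of 35 (adjusted p = 9.21e-05 and 0.00541, exact test). The respiratory chain and ATP synthase had 9 lower of 13 ORFs and the TCA cycle 7 of 12 (adjusted p = 0.00541 and 0.0191, exact test). With an FDR below 0.01, the calls for the respiratory chain and ATP synthase, the TCA cycle and storage carbohydrates were lost (adjusted p = 0.0694, 0.122 and 0.0616, exact test). With a fold change above 2, that for mitochondrial ribosome and translation was lost (adjusted p = 0.146, exact test). The core particle, the respiratory chain and ATP synthase, and the TCA cycle then had too few listed ORFs for a test. For 105 genes listed also for the parental strain in copper, the reference level differed from that of copper-treated parental cells by a median of 0.03 (SD across genes 0.025), against 0.73 (SD 1.32) from unstressed parental cells.

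**Figure D1:**
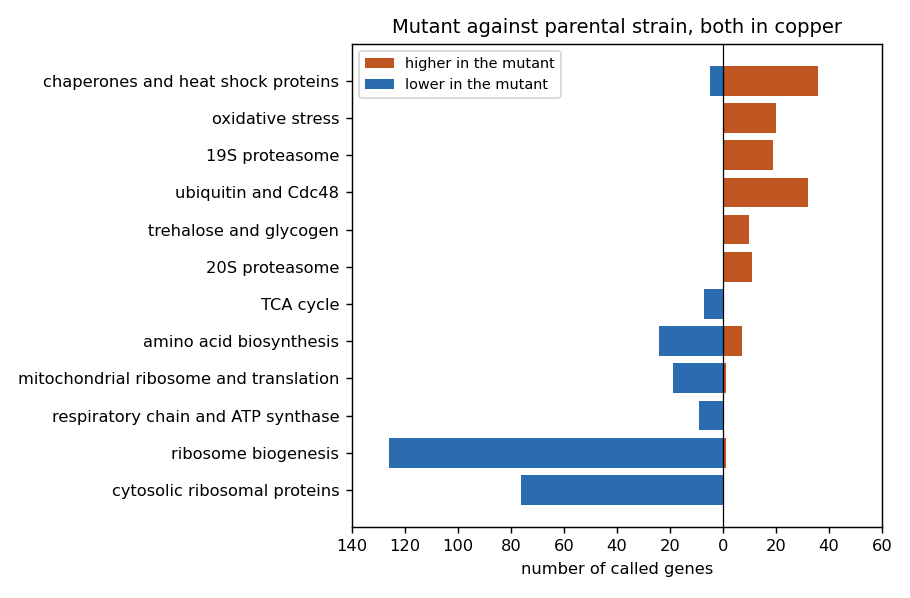
Number of called genes that were higher (right) or lower (left) in the mutant than in the parental strain, both in copper, for the 12 gene lists whose direction differed from the other called genes. Ribosome biogenesis has 126 lower genes, and chaperones have 36 higher ones.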

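Of 3 ORFs named as copper homeostasis genes, 1 was lower and 1 was higher in the mutant than in the parental strain, both in copper. CRS5, a metallothionein gene, was lower, at -1.22 in the authors' deposited table. The median over the 2 listed members was -0.22.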

The *CRS5* homologue is the sole gene from the DEGs whose homologue was previously described as being regulated by Cup2 upon copper stress^20^.

### Identification of the ZbHaa1-dependent genes transcriptionally activated upon acetic acid or copper exposure

The next step in the dataset analysis was the identification of the genes whose regulation is dependent on the expression of the ZbHaa1 transcription regulator, homologue of *S. cerevisiae* Haa1 transcription activator. These were selected based on the upregulated genes in the parental strain upon exposure to each stress relative to the control condition and, among these, the genes that were downregulated in the *Zbhaa1***∆** deletion mutant upon stress exposure relative to the parental strain exposed to the same stress (Fig. 4). Genes fulfilling these conditions are listed in Tables 1 and 2 for acetic acid or copper stress exposure, respectively.

**Figure 4:**
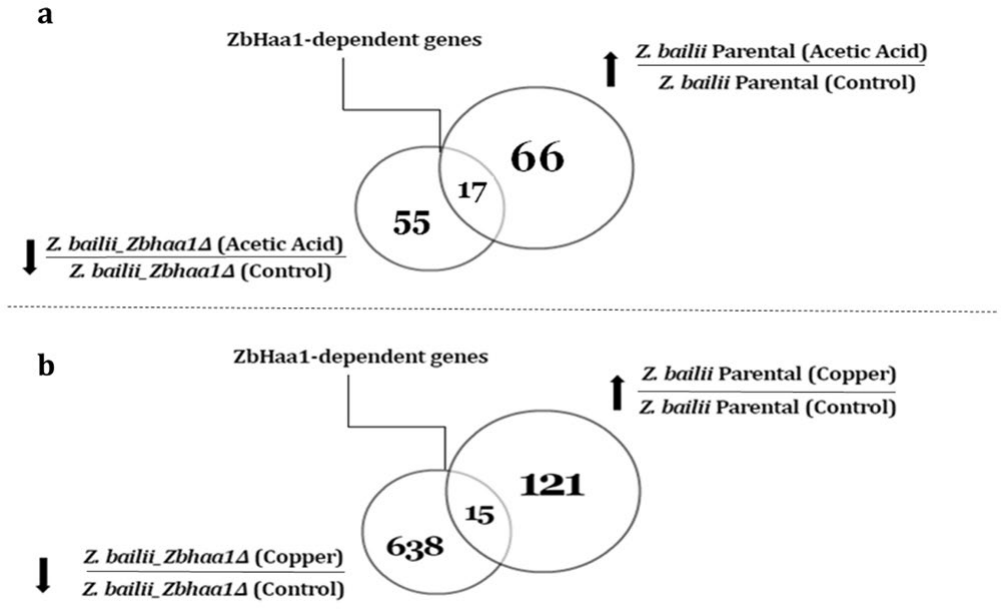
Number of ZbHaa1-dependent genes activated in *Z. bailii* IST302 during exposure to acetic acid or copper stress. (**a**) Venn diagram depicting the number of upregulated genes (up arrow) in the parental strain, downregulated genes (down arrow) in the deletion mutant *Zbhaa1***∆** during exposure to acetic acid stress, and the common differently expressed genes (DEGs) between them (ZbHaa1-dependent genes). (**b**) Venn diagram depicting the number of upregulated genes (up arrow) in the parental strain, downregulated genes (down arrow) in the deletion mutant *Zbhaa1***∆** during exposure to copper stress, and the common DEGs between them (ZbHaa1-dependent genes).

**Table 1:** ZbHaa1 regulon in *Z. bailii* IST302 response to acetic acid stress.

ORF	*S. cerevisiae* Homologue	$$\frac{{\boldsymbol{(}}{\bf{mRNA}}\,{\bf{Wt}}{\boldsymbol{)}}{\bf{Control}}}{{\boldsymbol{(}}{\bf{mRNA}}\,{\bf{Wt}}{\boldsymbol{)}}{{\bf{AA}}}^{{\boldsymbol{(}}{\bf{1}}{\boldsymbol{)}}}}$$	$$\frac{{\boldsymbol{(}}{\bf{mRNA}}\,{\bf{Z}}{\bf{b}}{\bf{h}}{\bf{a}}{\bf{a}}{\bf{1}}{\boldsymbol{)}}{\bf{Control}}}{{\boldsymbol{(}}{\bf{mRNA}}\,{\bf{Z}}{\bf{b}}{\bf{h}}{\bf{a}}{\bf{a}}{\bf{1}}{\boldsymbol{)}}{{\bf{AA}}}^{{\boldsymbol{(}}{\bf{1}}{\boldsymbol{)}}}}$$	Description
ZBIST_3442	*HSP26*	8.74	−3.21	Small heat shock protein (sHSP) with chaperone activity
ZBIST_0079	*HSP26*	3.33	−2.81	Small heat shock protein (sHSP) with chaperone activity
ZBIST_5024	N/A	1.69	−1.09	Related to mitochondrial outer membrane protein *OM45*
ZBIST_4572	N/A	1.24	−1.48	Related to altered inheritance of mitochondria protein 19 (*AIM19*), mitochondrial
ZBIST 3873	N/A	1.22	−1.47	Related to sorbose reductase homolog *SOU2*
ZBIST_2207	*SSA3*	1.22	−1.18	ATPase involved in protein folding and the response to stress
ZBIST_4116	*HSP42*	1.20	−1.16	Small heat shock protein (sHSP) with chaperone activity
ZBIST_1688	*HSP104*	1.18	−1.07	Disaggregase; heat shock protein that cooperates with Ydj1 (Hsp40) and Ssa1 (Hsp70) to refold and reactivate previously denatured, aggregated proteins
ZBIST_0509	*YGP1*	1.17	−2.38	Cell wall-related secretory glycoprotein; induced by nutrient deprivation-associated growth arrest and upon entry into stationary phase
ZBIST_0021	*MMF1*	1.07	−1.65	Mitochondrial protein required for transamination of isoleucine
ZBIST_5112	*ARR3*	0.96	−2.27	Plasma membrane metalloid/H^ +^ antiporter
ZBIST_3490	N/A	0.85	−1.13	Related to protein *FMP16*, mitochondrial
ZBIST_4760	*HSP78*	0.85	−0.80	Oligomeric mitochondrial matrix chaperone; cooperates with Ssc1 in mitochondrial thermotolerance after heat shock; able to prevent the aggregation of misfolded proteins as well as resolubilize protein aggregates
ZBIST_0039	N/A	0.83	−1.90	Uncharacterized protein
ZBIST_2306	*MCR1*	0.81	−0.70	Mitochondrial NADH-cytochrome b5 reductase; involved in ergosterol biosynthesis
ZBIST_5070	N/A	0.78	−2.10	Uncharacterized protein
ZBIST_4902	*MDH1*	0.78	−0.78	Mitochondrial malate dehydrogenase; catalyzes interconversion of malate and oxaloacetate; involved in the tricarboxylic acid (TCA) cycle; phosphorylated

^(1)^AA- Acetic Acid stress

ZbHaa1-dependent genes in *Z. bailii* IST302 response to acetic acid stress. Expression values are represented as log_2_-fold change. Gene function descriptions were taken from *Saccharomyces* Genome Database (SGD).

**Table 2:** ZbHaa1 regulon in *Z. bailii* IST302 response to copper stress.

ORF	*S. cerevisiae* Homologue	$$\frac{{\boldsymbol{(}}{\bf{mRNA}}\,{\bf{Wt}}){\bf{Control}}}{{\boldsymbol{(}}{\bf{mRNA}}\,{\bf{Wt}}{\boldsymbol{)}}{{\bf{Cu}}}^{{\boldsymbol{(}}{\bf{1}}{\boldsymbol{)}}}}$$	$$\frac{{\boldsymbol{(}}{\bf{mRNA}}\,{\bf{Z}}{\bf{b}}{\bf{h}}{\bf{a}}{\bf{a}}{\bf{1}}{\boldsymbol{)}}{\bf{Control}}}{{\boldsymbol{(}}{\bf{mRNA}}\,{\bf{Z}}{\bf{b}}{\bf{h}}{\bf{a}}{\bf{a}}{\bf{1}}{\boldsymbol{)}}{{\bf{Cu}}}^{{\boldsymbol{(}}{\bf{1}}{\boldsymbol{)}}}}$$	Description
ZBIST_1696	N/A	4.50	−3.09	Related to cation transport ATPase
ZBIST_3714	N/A	4.13	−2.36	Uncharacterized protein
ZBIST_3713	*CRS5*	2.80	−1.22	Copper-binding metallothionein; required for wild-type copper resistance
ZBIST_4639	*ZRT1*	2.67	−5.16	High-affinity zinc transporter of the plasma membrane; responsible for the majority of zinc uptake;
ZBIST_1985	*TMT1*	2.09	−1.11	Trans-aconitate methyltransferase; cytosolic enzyme that catalyzes the methyl esterification of 3-isopropylmalate
ZBIST_4824	N/A	1.19	−0.89	Uncharacterized protein
ZBIST_3873	N/A	1.07	−0.60	Related to sorbose reductase homolog SOU2
ZBIST_2268	*CLB5*	0.92	−1.10	B-type cyclin involved in DNA replication during S phase; activates Cdc28 to promote initiation of DNA synthesis;
ZBIST_1594	*GDH3*	0.83	−0.77	NADP(+)-dependent glutamate dehydrogenase; synthesizes glutamate from ammonia and alpha-ketoglutarate;
ZBIST_0903	*ADH3*	0.82	−1.55	Mitochondrial alcohol dehydrogenase isozyme III; involved in the shuttling of mitochondrial NADH to the cytosol under anaerobic conditions and ethanol production
ZBIST_2835	N/A	0.81	−1.36	Uncharacterized protein
ZBIST_4280	*GOR1*	0.81	−1.33	Glyoxylate reductase; null mutation results in increased biomass after diauxic shift;
ZBIST_4165	*FRE3*	0.75	−0.70	Ferric reductase; reduces siderophore-bound iron prior to uptake by transporters; expression induced by low iron levels
ZBIST_1042	*MDH2*	0.64	−1.50	Cytoplasmic malate dehydrogenase; one of three isozymes that catalyze interconversion of malate and oxaloacetate;
ZBIST_1788	*SFC1*	0.63	−0.65	Mitochondrial succinate-fumarate transporter; transports succinate into and fumarate out of the mitochondrion; required for ethanol and acetate utilization

^(1)^Cu- Copper stress

ZbHaa1-dependent genes in *Z. bailii* IST302 adaptation to copper stress. Expression values are represented as log_2_-fold change. Gene function descriptions were taken from *Saccharomyces* Genome Database (SGD).

#### Genes activated by ZbHaa1 under acetic acid stress

The elimination of *ZbHAA1* gene led to a reduction in the transcription levels from 17 out of the 66 genes that were activated in the early response to acetic acid exposure in the parental strain (Fig. 4, Supplementary Tables S1 and S5). This set of 17 genes are presumably regulated by the transcription factor ZbHaa1 either as direct or indirect targets (Table 1). Among these genes, three have sequence homology to *S. cerevisiae* genes reported to be directly activated by Haa1: *HSP26* (ORFs ZBIST_0079 and ZBIST_3442) and *YGP1* (ORF ZBIST_0509)^16^. 

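Heat shock genes HSP26, HSP42, HSP78, HSP104 and SSA3 and the cell wall gene YGP1 (ZBIST_0509) are among the 17. The 66 genes higher in the parental strain and the 55 lower in the mutant than in the parental strain shared 17, where 0.74 would be shared by chance (p = 8.10e-20, one-sided Fisher's exact test, adjusted p = 3.39e-19 over 11 overlaps). Both lists share the acid-treated parental libraries, and noise in them alone gave 8.3 shared genes in simulation with no effect (95% of 1000 simulations from 4 to 13). With a fold change above 2 the lists shared 10 genes, against 2.2 in the simulation (0 to 5), and with an FDR below 0.01 they shared 14, against 4.8 (1 to 9). The simulation takes every listed gene as noise, though an FDR below 0.05 allows few such genes, and so leaves out real effects. The chance value leaves out the shared libraries, so neither gives the size of a shared effect.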

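The 17 genes had a median log2 fold change of 1.15 in acid-treated parental cells and -1.54 in the mutant against the parental strain. Adding both values gives the mutant in acetic acid against unstressed parental cells. The sums had a median of -0.08, with 11 genes within 1.5-fold of the unstressed level, 5 below it and 1 above it. The gene above was HSP26 (ZBIST_3442), with a sum of 5.47 that rests on a level near 0 in unstressed cells, and ZBIST_0079 had a sum of 0.44. The largest negative sums were -1.42 for ZBIST_5070, -1.39 for ARR3 and -1.31 for YGP1. None of the 17 was listed for the mutant in acetic acid against unstressed mutant cells, and 2, YGP1 and ARR3, were already lower in the unstressed mutant. From the lower levels without ZbHAA1, the paper proposes that the 17 genes are direct or indirect targets of ZbHaa1.

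**Figure D2:**
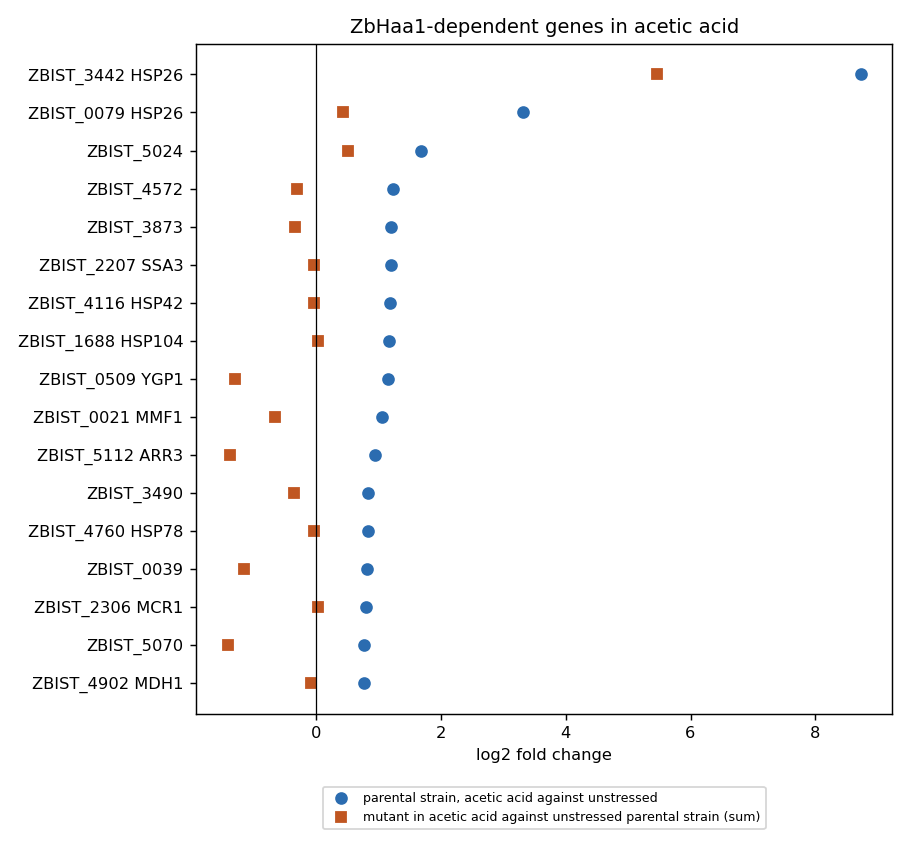
Log2 fold change of the 17 genes in the parental strain in acetic acid against unstressed cells (circles) and the sum that gives the mutant in acetic acid against unstressed parental cells (squares). The squares have a median of -0.08, and HSP26 (ZBIST_3442) stands apart at 5.47.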

Differently from *S. cerevisiae*, *Z. bailii* has four copies of *HSP26* homologues (ORFs ZBIST_0079, ZBIST_3334, ZBIST_3442 and ZBIST_4487). However, only the two aforementioned *HSP26* homologues (ORFs ZBIST_0079 and ZBIST_3442) were found to be transcriptionally activated and displayed the highest fold-change registered (Supplementary Table S1). 

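Of the 4 ORFs named as HSP26 copies, ZBIST_3334 and ZBIST_4487 were not listed for the parental strain in either stress. ZBIST_3334 was higher in the mutant than in the parental strain in copper, by 3.10 in the authors' deposited table, and ZBIST_4487 was in none of the 6 tables. The implied levels of ZBIST_0079 were 0.72 log2 CPM in unstressed parental cells, 4.02 in acetic acid and 1.11 in the acid-treated mutant. Copies that are alike may share reads, which was not tested here, and ZBIST_3442 also reached 4.02 in acid-treated parental cells and 0.72 in the acid-treated mutant. In other groups the copies differed. ZBIST_3442 stood at -4.71 in unstressed parental cells and at 7.68 in the copper-treated mutant, where ZBIST_0079 stood at 5.79. In copper, both genes were higher in the mutant than in the parental strain, and for ZBIST_0079 the authors' deposited table gives 2.63.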

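YGP1 (ZBIST_0509) had an implied level of 6.18 log2 CPM in unstressed and 7.33 in acid-treated parental cells, against 4.83 in the acid-treated mutant. The mutant was lower than the parental strain without stress also, by -1.16 in the authors' deposited table. The value in acetic acid minus that without stress is -1.30, the difference of the strains' log2 fold changes.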

The *Z. bailii YGP1* homologue, putatively encoding a cell-wall related secretory glycoprotein expressed in response to nutrient limitation^21^, may play a role in the remodeling of the cell wall structure and contribute to *Z. bailii* tolerance to acetic acid. This gene was shown to be activated by ZbHaa1 through Real Time Reverse Transcription-Polymerase Chain Reaction (RT-PCR) in a previous study, corroborating the obtained result^14^. 

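Of the 17 genes, 6 are named as chaperones or heat shock proteins: HSP26 at ZBIST_0079 and ZBIST_3442, HSP42, HSP78, HSP104 and SSA3. All 6 were higher in the mutant than in the parental strain in copper, and 0 of the 15 genes selected in copper are chaperones. The change between acetic acid and copper in the mutant's difference from the parental strain was 5.74 for SSA3, 5.06 for HSP42 and 4.54 for HSP104 on the log2 scale. In acid-treated mutant cells, the implied levels of HSP104, SSA3 and HSP42 were 6.18, 5.51 and 4.52 log2 CPM, against 6.21, 5.61 and 4.61 in unstressed parental cells.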

Most of the genes considered here to be ZbHaa1-dependent in the early response of *Z. bailii* IST302 to sudden acetic acid exposure are homologous to genes encoding chaperones or co-chaperones involved in protein folding and stabilization. 

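The other named genes of this set encode mitochondrial and transport proteins. MMF1 (ZBIST_0021), MCR1 and MDH1 had sums of -0.66, 0.03 and -0.08, so the acid-treated mutant stood near or below unstressed parental cells. For MMF1 the authors' deposited table gives 1.06 in the parental strain in acetic acid and -1.71 in the mutant against it. ARR3 (ZBIST_5112), an arsenite transporter gene, was lower in the mutant without stress, by -1.31, and in acetic acid, by -2.33, in the authors' deposited table. The value in acetic acid minus that without stress is -1.02.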

Other genes include the following: *MMF1*, encoding a mitochondrial matrix factor, having a possible role in mtDNA maintenance, since the deletion of this gene results in the loss of mtDNA and a decreased growth rate^22^; *ARR3*, encoding a metalloid/H^+^ antiporter, which is mainly involved in arsenite and antimonite detoxification^23^; *MCR1*, which codes for a mitochondrial NADH cytochrome b5 reductase, having an important role in the defense against oxidative stress, as it functions as a NADH-D-erythroascorbyl free radical reductase^24^; and *MDH1*, coding for the mitochondrial malate dehydrogenase, which converts malate to oxaloacetate in the TCA cycle^25^.

#### Genes activated by ZbHaa1 under copper stress

The genes whose transcriptional regulation upon copper stress is dependent on ZbHaa1 transcription factor were identified as described for acetic acid stress. Elimination of the *ZbHAA1* gene led to a reduction in the mRNA levels from 15 out of the 121 genes that were activated in the parental strain exposed to copper stress (Fig. 4, Supplementary Tables S3 and S7). These genes were classified as ZbHaa1-dependent, that is, activated either directly or indirectly by this transcription factor (Table 2). 

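The metallothionein gene CRS5, the zinc transporter gene ZRT1 and the dehydrogenase genes ADH3 and MDH2 are among the 15. Of 121 genes higher in copper in the parental strain and 638 lower in the mutant than in the parental strain, 15 were shared, where 15.7 would be shared by chance (p = 0.614, one-sided Fisher's exact test, adjusted p = 0.845 over 11 overlaps). Noise in the copper-treated parental libraries, which both lists share, gave 62.6 shared genes in simulation with no effect (52 to 73). Of the 121 genes, 57 were higher still in the mutant, where 16.3 would be by chance (p = 9.25e-20, the same exact test), and 49 were not listed for it. With a fold change above 2, 5 genes were shared, against 1.79 by chance (p = 0.0297, the same exact test) and 12.4 in the simulation (8 to 17). With an FDR below 0.01, 9 were shared, against 4.24 by chance (p = 0.0229, exact test) and 23.9 in the simulation (17 to 31). The chance values leave out the shared libraries. The simulation takes every listed gene as noise, though an FDR below 0.05 allows few such genes, and so leaves out real effects. It gave 0.6 genes (0 to 2) higher in both lists at the main thresholds, where 57 were. Neither thus decides whether the overlap is real. The 15 genes had a median log2 fold change of 0.92 in copper-treated parental cells and -1.22 in the mutant against the parental strain. Their sums, the mutant in copper against unstressed parental cells, had a median of 0.05, with 8 genes within 1.5-fold of the unstressed level, 3 below it and 4 above it. The genes above were ZBIST_3714 at 1.77, CRS5 at 1.58, ZBIST_1696 at 1.41 and the methyltransferase gene TMT1 at 0.98. ZRT1 (ZBIST_4639) had the lowest sum, -2.49, with a value of -5.16 for the mutant against the parental strain in the authors' deposited table. MDH2 and ADH3 had sums of -0.86 and -0.72.

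**Figure D3:**
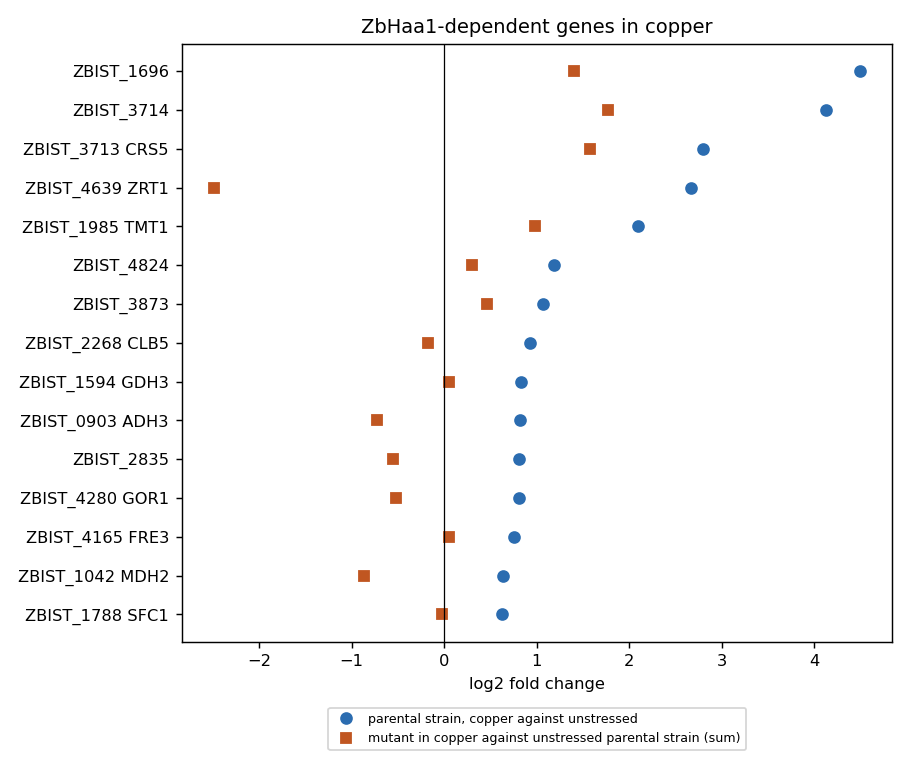
Log2 fold change of the 15 genes in the parental strain in copper against unstressed cells (circles) and the sum that gives the mutant in copper against unstressed parental cells (squares). The squares run from -2.49 for ZRT1 to 1.77 for ZBIST_3714.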

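CRS5 (ZBIST_3713), a metallothionein gene that binds copper, had an implied level of 11.91 log2 CPM in unstressed and 14.71 in copper-treated parental cells, and 13.51 in the copper-treated mutant. Among the 15 genes, CRS5 had the highest level in each of these groups.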

The already reported ZbHaa1 activation of the homologue of the copper-binding metallothionein encoding gene *CRS5* (ORF ZBIST_3713) in *Z. bailii*^14^ was herein confirmed. Among the identified ZbHaa1-dependent genes in the early response to copper (Table 2) is the ORF ZBIST_1696, putatively encoding a cation transport ATPase and the glutamate dehydrogenase Gdh3 encoding gene homologue (ZBIST_1594), important for the biosynthesis of glutathione, a hydroxyl radical scavenger^26^.

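ZBIST_1696 had an implied level of 3.56 log2 CPM in unstressed parental cells, 8.05 in copper and 5.01 in the copper-treated mutant. GDH3 stood at 10.61, 11.44 and 10.70 in the same groups, a sum of 0.05. For GDH3 the authors' deposited table gives 0.83 in the parental strain in copper and -0.77 in the mutant against it. For ZBIST_1696 the value of the mutant against the parental strain was -3.09 in the authors' deposited table.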

### Genes activated by copper and acetic acid stress

The comparison of genes that were upregulated in the parental strain during the early response to acetic acid or copper stress (Supplementary Tables S1 and S3) allowed the identification of 13 genes common to these two yeast responses. Most of these genes are homologous to *S. cerevisiae* genes that code for chaperones or co-chaperones (*HSP26, SSA3, HSP42*, and *HSP104*) necessary for protein folding and stabilization. 

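The 66 genes higher in acetic acid and the 121 higher in copper shared 13, where 1.62 would be shared by chance (p = 4.28e-09, one-sided Fisher's exact test, adjusted p = 9.42e-09 over 11 overlaps). Both comparisons use the same unstressed parental libraries, and noise in them alone gave 14.4 shared genes in simulation with no effect (95% of simulations from 8 to 21). The lists of lower genes shared 16, where 3.24 would be by chance (p = 6.87e-08, the same exact test) and 22.5 in the simulation (15 to 31). The simulation takes every listed gene as noise, though an FDR below 0.05 allows few such genes, and so leaves out real effects. The chance value leaves out the shared libraries, so neither gives the size of a shared response. Both comparisons also span the hour of growth between the harvests, which was not separated from the stresses. Of the 13 genes, 6 were lower in the mutant in acetic acid, and 6 were higher and 2 lower in the mutant in copper. CLB5, a cyclin gene, stood at 1.03 in acetic acid and 0.92 in copper in the authors' deposited tables.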

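Of the 13 genes, 6 are named as chaperones: HSP26 at ZBIST_0079 and ZBIST_3442, SSA3, HSP42, HSP104 and BTN2. BTN2, a gene of protein sorting and folding, stood at 1.04 in acetic acid and 0.98 in copper in the authors' deposited tables. In copper the implied level of BTN2 was 6.24 log2 CPM in the parental strain and 9.49 in the mutant.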

Other genes are the homologues of (i) *TFS1*, presumably encoding an anionic phospholipid binding protein, which influences the regulation of the protein kinase A (PKA) signaling pathway, being responsible for the inhibition of the vacuolar protease CPY (carboxypeptidase Y)^27^. 

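TFS1 stood at 0.63 in acetic acid and 0.72 in copper, and ARN2 (ZBIST_2552) at 0.64 and 1.02, in the authors' deposited tables. Among 16 ORFs of iron uptake, 1 was higher and 4 were lower in acetic acid, against 7 higher and 0 lower in copper (adjusted p = 1.0 and 0.103, Fisher's exact test on direction). For CIT1 in copper the authors' deposited table gives 0.61, where TCA cycle genes had 1 higher and 4 lower of 12 ORFs (adjusted p = 0.114).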

Expression of *TFS1* in *S. cerevisiae* is described to be elevated in response to oxidative stress^28^; (ii) *ARN2*, encoding an *S. cerevisiae* transporter required for the uptake of iron carried by the siderophore triacetylfusarinine C^29^; (iii) *BTN2*, required in *S. cerevisiae* for protein transport, regulation of pH and protein folding^30–32^; iv) *CIT1*, encoding in *S. cerevisiae* a citrate synthase, the rate-limiting enzyme of the TCA cycle^33^. Furthermore, the set of genes considered to be modulated by ZbHaa1 under acetic acid or copper stress in *Z. bailii* were also compared. 

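The 17 and 15 genes shared 1, where 0.0521 would be shared by chance (p = 0.0509, one-sided Fisher's exact test). ZBIST_3873 had implied levels of 6.31 log2 CPM in unstressed, 7.52 in acid-treated and 7.37 in copper-treated parental cells. In the mutant these were 5.92 in acetic acid and 6.81 in copper, sums of -0.33 and 0.47 against unstressed parental cells. For the mutant against the parental strain the authors' deposited tables give -1.54 in acetic acid and -0.60 in copper.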

From the 17 and 15 genes found to be ZbHaa1-dependent for acetic acid and copper stress, respectively, the ORF ZBIST_3873 was the only one in common. The function of this putative gene is unknown, and there is no *S. cerevisiae* homologue. However, based on its sequence similarity to *Candida albicans SOU2*, it can be hypothesized that it is related to an oxidoreductase which utilizes NADP(H) as a co-factor, although its function is still unknown^34^.

### *In silico* search for a putative ZbHaa1 DNA-binding motif

Taking into account the promoter sequences of *Z. bailii* genes homologous to *S. cerevisiae* genes considered to be directly activated by Haa1^16^ or Cup2^35^, that is, 4 from the 32 genes found in this work to be ZbHaa1-dependent (ORFs ZBIST_0079, ZBIST_3442, homologues of *S. cerevisiae HSP26*, ZBIST_0509, homologue of *S. cerevisiae YGP1*, and ZBIST_3713, homologue of *S. cerevisiae CRS5*), a putative ZbHaa1 DNA-binding motif was predicted using the Improbizer algorithm. Since only 4 genes are described to be regulated by Cup2 in *S. cerevisiae*, and only a few genes were found in common in the *S. cerevisiae* Haa1 and Cup2 regulons and dependent on ZbHaa1, the final number of promoters considered for the analysis was necessarily low in order to increase the confidence in the *in silico* predicted motif. Among the obtained motifs (data not shown), the one with the highest score (10.742) was 5′-(A/C)GGG(A/C)G(A/G)(C/T)(G/T)-3′ (Supplementary Fig. S2a). This motif was confirmed to be present in the promoter regions of seven genes found in this study to be ZbHaa1-dependent (ORFs ZBIST_0079, ZBIST_0509, ZBIST_2207, ZBIST_3442, ZBIST_3490, ZBIST_3713 and ZBIST_5024) (p-value ≤ 0.0001) (Supplementary Fig. S2b). Four of these genes’ promoters were those used for the *in silico* motif prediction. 

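The paper searched only ZbHaa1-dependent genes, so that 6 of these 7 were lower in the mutant in acetic acid and 1, CRS5, in copper follows from their selection. In copper, 4 of the 7 were higher in the mutant than in the parental strain. Those higher were both HSP26 genes, SSA3 and ZBIST_5024, which stood at 2.13 in the authors' deposited table. The mutant's difference from the parental strain in copper minus that in acetic acid was 3.30 for ZBIST_5024.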

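In the acid-treated mutant, the sums against unstressed parental cells were -0.04 for SSA3, -0.36 for ZBIST_3490 and 0.51 for ZBIST_5024. ZBIST_3490 stood at 0.83 in the parental strain in acetic acid and ZBIST_5024 at 1.68 in the authors' deposited table.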

The three additional genes (ORFs ZBIST_2207, ZBIST_3490 and ZBIST_5024) that emerged from this subsequent analysis are homologues of *S. cerevisiae SSA3*, related to *FMP16*, and related to *OM45*, respectively. However, none of them is documented as directly activated by Haa1 or Cup2 in *S. cerevisiae*. Remarkably, the identified motif for ZbHaa1 was found to contain within the DNA binding sequence motif of *S. cerevisiae* Haa1 (5′-(G/C)(A/C)GG(G/C)G-3′)^17^ from position 4 to 9 (Supplementary Fig. S2a).

## Discussion

*Z. bailii* is remarkably tolerant to the yeast growth inhibitor acetic acid. The manipulation of regulatory gene networks that govern acetic acid stress tolerance in this species is essential to control acetic acid tolerance. However, this regulatory information is currently very poorly described. Herein is reported for the first time the identification of transcriptional alterations occurring during the early response of *Z. bailii* IST302 to acetic acid or copper stress and the elucidation of the regulatory network controlled by the transcription factor ZbHaa1 (homologous to *S. cerevisiae* Haa1 and Cup2 paralogues).

The mRNA levels from *Z. bailii* genes homologous to *S. cerevisiae* genes involved in the tricarboxylic-acid pathway (*MDH1, ACO1, CIT1, SHH3*, and *SDH2*), energy production (*COR1, CYC1*, and *ATP16*), protein folding and stabilization (*HSP26, HSP42, HSP78, HSP104, SSA3*, and *BTN2*), biosynthesis of ergosterol (*ERG11* and *MCR1*), detoxification (*ARN2*, *SPE2*, and *ARR3*) and cell wall modulation (*YGP1, ANP1, ECM33*, and *HSP150*) were found to increase under sudden exposure to acetic acid. 

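All 3 homologues named under energy production were listed as higher in acetic acid, with CYC1, the cytochrome c gene, at 1.00, COR1 at 0.63 and ATP16 at 0.60 in the authors' deposited table. The log2 fold changes of the 3 listed ORFs of the respiratory chain and ATP synthase had a median of 0.63. Of 8 ergosterol ORFs, 2 were higher and 0 were lower, with ERG11, the lanosterol demethylase gene, at 0.98 and MCR1 at 0.80 in the authors' deposited table.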

Taking into account the results derived from the RNA-Seq analysis, a schematic model representing the candidate processes leading to the adaptive response of *Z. bailii* IST302 to acetic acid stress is proposed (Fig. 5). Increased transcription levels from genes of the tricarboxylic acid pathway is most likely an indication of acetic acid metabolization in the presence of glucose, as previously reported^8,36^. This is considered a mechanism that can alleviate the stress caused by acetic acid by contributing to decreased acetic acid levels and increased energy production required for energy-dependent acetic acid stress detoxification mechanisms. The upregulation of genes coding for proteins involved in protein folding and stabilization, such as heat shock proteins, is an evidence of protein denaturation and misfolding, possibly as a result of intracellular acidification^37^ and oxidative stress^38,39^ induced upon acetic acid stress, likely contributing to the alleviation of the stress by refolding and reactivating the function of denatured proteins. Remarkably, four copies of *HSP26* homologues are present in *Z. bailii* IST302 genome. This high number of copies together with the registered strong increase in the transcription levels of two of them upon acetic acid stress suggest that these chaperone proteins might be relevant in *Z. bailii* tolerance to acetic acid. Significant alterations were also observed in the transcription levels from genes involved in iron metabolism (*ARN2, FET4, FRE2*, and *FRE3*) during the early adaptation of *Z. bailii* IST302 to acetic acid stress. 

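Iron genes moved both ways in acetic acid, with a median log2 fold change of -0.95 over the listed members. FRE2, a metalloreductase gene, stood at -1.30, the low-affinity transporter gene FET4 at -1.09 and FRE3 (ZBIST_4167) at -0.95 in the authors' deposited table. All 4 homologues that the paper names were listed.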

The alteration in the expression of genes involved in iron metabolism also occurs upon weak acid stress in *S. cerevisiae* and *Z. parabailii*^7,40,41^; however, further studies are still required to understand the underlying mechanism and contribution to *Z. bailii* tolerance to acetic acid.

**Figure 5:**
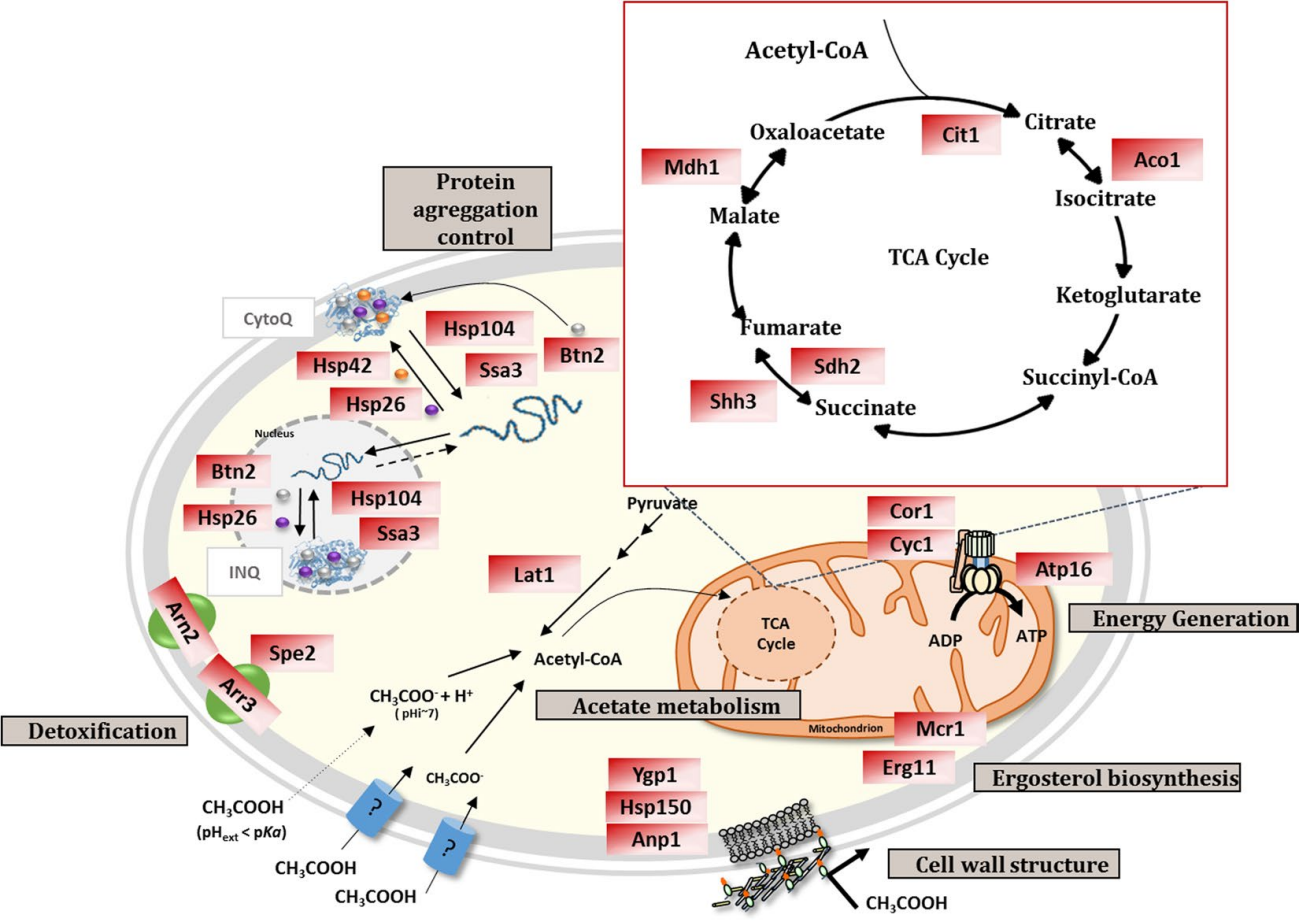
Model representing the mechanisms proposed to underlie *Z. bailii* IST302 response to acetic acid in a growth medium with glucose and acetic acid. The suggested *Z. bailii* response mechanisms to acetic acid stress include the metabolization of acetate in the presence of glucose through the TCA cycle, energy generation mechanisms, control of protein folding and stabilization and modulation of the cell wall architecture. Red boxes indicate the proteins whose encoding genes were found in this study to be upregulated in *Z. bailii* cells grown in a glucose medium supplemented with acetic acid. Details on the proteins’ function and their putative involvement in the adaptive process are described in the text.

Among the *Z. bailii* upregulated genes upon sudden exposure to acetic acid stress is *HAL5*, encoding a putative protein kinase involved in sodium and lithium tolerance. 

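HAL5, a gene for a protein kinase of ion tolerance, stood at 0.61 in acetic acid in the authors' deposited table. By size of change it was number 62 of the 66 higher genes.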

Disruption of this gene in *S. cerevisiae* leads to increased sensitivity to cations and low pH, and impairs K^+^ uptake, having a possible role in the regulation of the K^+^ transporters Trk1 and Trk2^42^. Furthermore, the downregulation of the outward-rectifier potassium channel encoding gene homologue *TOK1* was observed in this work. This gene is described to presumably allow outward current to flow more easily than an inward current in *S. cerevisiae*^43^. 

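TOK1, a potassium channel gene, stood at -0.96 in the authors' deposited table. It was number 153 of the 231 lower genes by size of change.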

A study conducted in *S. cerevisiae* has reported the positive influence of K^+^ availability in yeast tolerance to acetic acid, since cells display an increased tolerance when increasing concentrations of K^+^ are present in the growth medium^41^. Altogether, this study suggests that *Z. bailii* tolerance to acetic acid may also be improved by increasing K^+^ in the growth medium. Another interesting observation is the downregulation of several genes related to the biodegradation of fatty acids, such as the transcription factor *ADR1*, genes involved in their transport (*ANT1, PXA1, CRC1* and *AGP2*), peroxisomal matrix protein import (*PEX4, PEX12* and *PEX21*), and in β-oxidation (*POT1* and *POX1*)^44^. 

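Of 19 ORFs of fatty acid oxidation and the peroxisome, 0 were higher, 10 were lower and 9 were not listed, which did not differ from the direction of the other listed genes (adjusted p = 0.210, Fisher's exact test). Their median log2 fold change was -1.37. POT1, the thiolase gene of beta-oxidation, stood at -2.34, PEX21 at -2.19, AGP2 at -1.83 and PEX4 at -1.65 in the authors' deposited table. In the mutant in acetic acid, 4 of the 19 were lower and 0 were higher. POT1 stood at -1.21 there in the authors' deposited table.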

A possible physiological reason for this downregulation can be attributed to a higher need of fatty acids availability for sphingolipids biosynthesis, found to be increased in *Z. bailii* upon acetic acid stress exposure and having an impact in acetic acid tolerance^11^.

The rapid response of *Z. bailii* to acetic acid also suggests the reduction of mRNA levels from genes involved in cellular transport of nutrients and metals, such as phosphate (*PHO84*), zinc (*ZAP1, ZRT1* and *IZH1*), ammonium (*MEP3*, *ATO2* and *ATO3*), purines (*FCY2*), oligo-peptides (*PTR2* and *OPT1*) and amino acids (*GAP1, GAT1, STP3, BAP3, PUT4, UGA4, SHH4, BUL1, CAN1* and *VBA1*). This is indicative of the occurrence of substantial alterations in the plasma membrane transport function. In addition, acetic acid also appears to induce genes influencing cell wall architecture in *Z. bailii* such as *ANP1, ECM33*, *HSP150*, and *YGP1*. 

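All 4 zinc homeostasis ORFs were lower in acetic acid, with a median log2 fold change of -0.98. ZRT1 at ZBIST_4639 stood at -1.04, ZRT1 at ZBIST_3520 at -0.94, IZH1 at -1.02 and the regulator gene ZAP1 at -0.80 in the authors' deposited table. The phosphate transporter gene PHO84 stood at -0.93, MEP3 at -1.06 and the purine permease gene FCY2 (ZBIST_2477) at -0.68 in the authors' deposited table. In the mutant in acetic acid, 13 of 33 nutrient permease ORFs were lower and 0 were higher (adjusted p = 0.0967, Fisher's exact test on direction).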

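Of the 4 homologues named, 3 were listed as higher in acetic acid. ANP1, a mannosyltransferase subunit gene, stood at 0.77 and YGP1 at 1.15 in the authors' deposited table. The listed cell wall ORFs ran from -2.45 to 1.15 with a median of -0.88. The ORFs named HSP150 were listed for the mutant against the parental strain in copper, at 1.11 for ZBIST_1823 and 0.79 for ZBIST_1824 in the authors' deposited table.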

Changes in expression of genes involved in cell wall modulation upon acetic acid stress or low pH conditions (in particular *YGP1* and *HSP150*) have been reported in several studies in *S. cerevisiae*^16,40,45,46^ and more recently in the *Z. parabailii* response to lactic acid stress^7^.

Regarding the adaptive response of *Z. bailii* to copper stress, taking into account the results derived from the RNA-Seq analysis, a schematic model, representing the possible processes leading to this response, is proposed in Fig. 6. The association of 18 genes to the proteasome mediated ubiquitin-dependent catabolic processes indicates the occurrence of protein denaturation derived from copper toxicity. 

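Of 34 ORFs in the list for ubiquitin and Cdc48, 5 were higher in copper, 0 were lower and 29 were not listed (adjusted p = 0.255, Fisher's exact test on direction). SHP1, a Cdc48 adaptor gene, stood at 1.06 and the polyubiquitin gene UBI4 at 0.78 in the authors' deposited table.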

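Of 42 chaperone ORFs, 10 were higher in copper, 0 were lower and 32 were not listed (adjusted p = 0.0377, Fisher's exact test on direction). The call was lost with an FDR below 0.01 or an average log2 CPM of at least 4 (adjusted p = 0.166 and 0.104, the same exact test), and with a fold change above 2 too few were listed for a test. Their median log2 fold change was 0.88. SSA3 stood at 1.37, HSP42 at 0.94, HCH1 at 0.82, SBA1 at 0.74 and AHA1 at 0.68 in the authors' deposited table.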

Consistent with this idea is the increased expression of 10 genes involved in protein folding and stabilization, including chaperones and co-chaperones, such as *AHA1*, *HCH1*, *HSP26, HSP42, HSP104, SBA1*, and *SSA3*. Copper is described to be able to induce the formation of reactive oxygen species (ROS), which damage cellular components, such as proteins, nucleic acids, and membrane lipids, and the related cellular processes^47^. Some of the upregulated genes found in *Z. bailii* upon sudden copper exposure are related to the transport of heavy metal ions (*ARN2, FET3, FRE3, SIT1, SOD1*, and *ZRT1*). 

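All 6 homologues named were listed as higher in copper, and the listed iron uptake ORFs had a median log2 fold change of 0.85. FRE3 stood at 1.61 for ZBIST_2107 and 0.75 for ZBIST_4165, and the multicopper oxidase gene FET3 at 1.23, in the authors' deposited table. Of 4 zinc homeostasis ORFs, 1 was higher in copper and 3 were not listed. In the mutant against the parental strain in copper, ZAP1 was also lower, at -0.97 in the authors' deposited table.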

Fet3 is described to confer copper tolerance in *S. cerevisiae* since it is able to oxidize Cu^+^ into Cu^2+^, consequently limiting copper uptake through the Ctr1 transporter, since copper transport by this high-affinity copper transporter in *S. cerevisiae* is dependent on the previous reduction of the extracellular copper by the metalloreductases Fre1 and Fre2^48^. In *S. cerevisiae*, Fre3 is described to reduce siderophore-bound iron, whose uptake can be made by transporters such as Arn2 and Sit1^49^. Oxidative stress is documented in *S. cerevisiae* to result in the oxidation of [4Fe-4S] enzymes leading to their inactivation and the displacement of iron causing further oxidative damage. The superoxide dismutase encoded by *SOD1* has a protective role on these enzymes and prevents the accumulation of iron intracellularly^49,50^. The activation of iron transport system components suggested in the present work could, to a certain extent, allow the reconstitution of [4Fe-4S]-enzymes inactivated by oxidative stress and hindrance of copper uptake.

**Figure 6:**
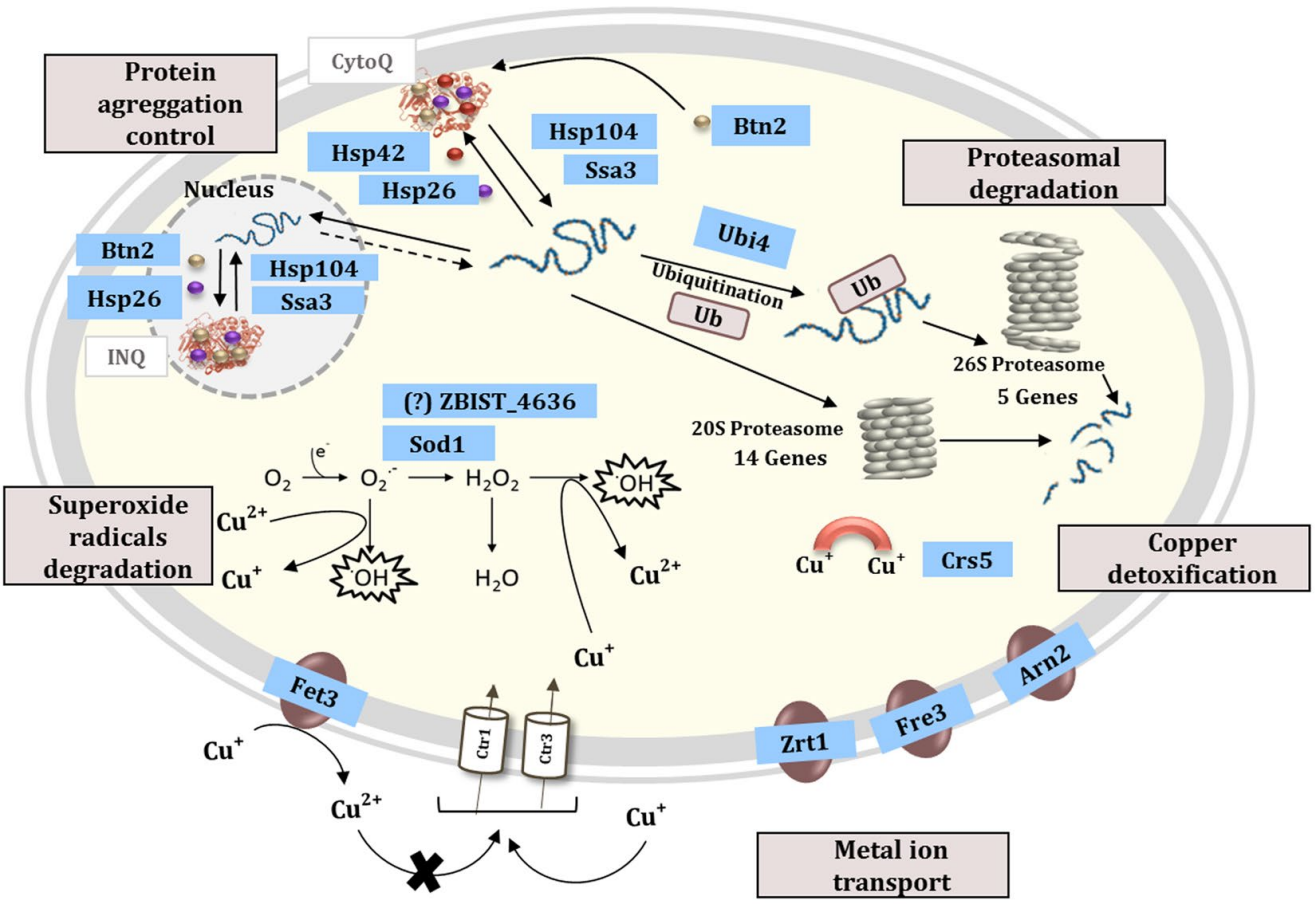
Model representing the mechanisms proposed to underlie *Z. bailii* IST302 response to copper. The suggested *Z. bailii* response mechanisms to copper stress include mechanisms of detoxification from superoxide radicals, scavenging of copper ions, control of the protein folding and stabilization and proteasomal proteolysis in response to oxidative stress. Blue boxes indicate the proteins whose encoding genes were found in this study to be upregulated in *Z. bailii* cells grown in a glucose medium supplemented with copper. Details on the proteins’ function and their putative involvement in the adaptive process are described in the text.

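Of 12 TCA cycle ORFs in copper, those listed had a median log2 fold change of -0.77, among them ACO1 at -0.77 for ZBIST_1711 and -0.72 for ZBIST_3766 in the authors' deposited table. The list for the respiratory chain and ATP synthase had 1 higher and 2 lower of 13 ORFs. The higher value, 0.62, is that of INH1, an inhibitor gene of ATP synthase, so the count is not one of subunits alone. The ORFs of amino acid biosynthesis that were listed had a median of -0.68.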

Copper stress induced the decrease in the mRNA levels from genes involved in the metabolism of amino acids, as well as genes associated with mitochondrial translation and respiration process. Previous studies have shown a decrease in the expression of genes related to the respiratory function and amino acids metabolic processes in *S. cerevisiae*, as a consequence of copper-induced oxidative stress^51^.

It is interesting to take notice of the different number of differently expressed genes that was found to be much higher in the mutant strain during copper stress (1301) when compared with the parental (190), or during exposure to acetic acid stress (56). These differences cannot, however, be easily explained or compared, considering that, even though we tried to use concentrations that produced an equivalent toxic effect, these stresses are inherently different and lead to significantly distinct responses in *Z. bailii*. This is evident by looking at the growth curves (based on medium turbidity and CFU/mL) of the mutant strain exposed to acetic acid or copper stress (Fig. 1b,f). Moreover, the effect of copper at the genomic expression level is apparently less specific than the effect of acetic acid, presumably due to its marked effect as a ROS inducer and the unspecific oxidation of DNA, proteins, and lipids by ROS.

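The 1301 genes compare the mutant with the parental strain, both in copper, while the 190 compare copper with no stress in the parental strain. Of 105 genes in both tables, 86 had the same sign and 19 the opposite sign, so 81.9% moved further in the mutant. Across these genes the correlation of log2 fold changes was 0.31 (Pearson) and 0.41 (Spearman), and genes are not independent replicates. Genes higher in both had sums between 1.24 and 12.36 with a median of 1.97, and the highest is that of HSP26 (ZBIST_3442), whose level in unstressed cells was near 0. BUL1, a ubiquitin ligase adaptor gene, stood at 3.79 in the mutant against the parental strain in the authors' deposited table, with a sum of 4.71.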

A putative regulatory network dependent on the transcription factor ZbHaa1, presumably involved in the activation of genes responsible for the early transcriptional response to acetic acid or copper, is proposed in Fig. 7a. The hypothesized regulatory network was based on the results from the present study, on previously described transcriptional alterations of specific ZbHaa1-dependent genes in *Z. bailii* exposed to acetic acid stress^14^, and the information available for *S. cerevisiae* gene and genomic transcriptional regulation in the YEASTRACT database^52^. These putative regulatory associations reveal genes described to be regulated by the *S. cerevisiae* transcription factors Haa1 and Msn4 during weak acid stress, suggesting similarities in *S. cerevisiae* and *Z. bailii* adaptive responses (Fig. 7). From these networks it is also possible to find the ZbHaa1-dependent activation of the *CRS5* homologue, a gene described to be activated by Cup2 in *S. cerevisiae* in response to copper stress. This gene, together with the *YGP1* homologue (also found in this work to be ZbHaa1-dependent), is documented to have significant alterations in the mRNA levels in *Z. bailii* under copper or acetic acid stress, respectively^14^. This is consistent with the results herein presented reinforcing the previously reported bifunctionality of ZbHaa1^14^ since this transcription factor was shown to be required and have regulatory functions in the adaptive response of *Z. bailii* to acetic acid and copper stress. In *S. cerevisiae*, Haa1 and Cup2 are described as having distinct and independent functions, not showing cross-regulation^17,18^. The bifunctionality of ZbHaa1 could possibly be related to some traits of the protein. Specifically, ZbHaa1 has the same protein sequence length as Haa1 sharing 50% sequence identity, and displays the last Cys residue (residue 101) in the copper regulatory domain (CuRD), which is absent in Haa1, presumably allowing the formation of the polycopper cluster demonstrated to be required for Cup2 function^18^.

**Figure 7:**
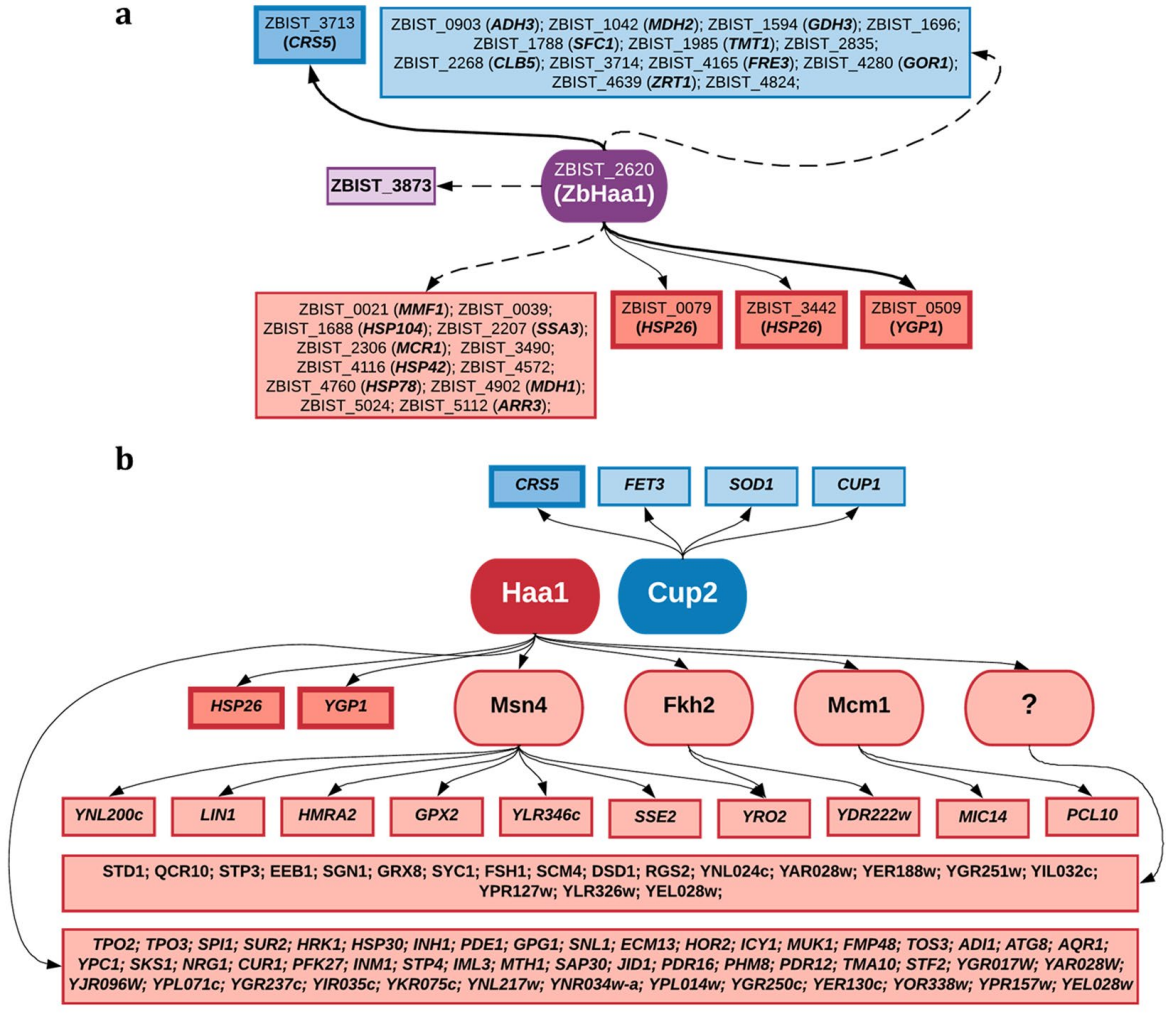
Putative regulatory networks underlying ZbHaa1-dependent gene activation in response to acetic acid or copper stress in *Z bailii*, and Haa1 and Cup2 gene activation in *S. cerevisiae* during acetic acid or copper stress, respectively. (**a**) ZbHaa1-dependent putative regulatory network. The model was assembled based on the RNA-Seq results obtained in this study and previous gene transcription studies in *Z. bailii*^14^. The displayed regulatory associations are based on the described regulatory networks of *S. cerevisiae* transcription factors Haa1 and Cup2 activated during acetic acid and copper stress responses, respectively. Represented inside boxes are the genes found to be activated in response to acetic acid (red) or copper (blue) stress in a ZbHaa1-dependent manner. *S. cerevisiae* homologous genes are shown inside brackets. Genes proposed to be transcriptionally activated under the dependence of ZbHaa1 and whose homologue in *S. cerevisiae* was described to be directly activated by Haa1 are represented inside darker boxes surrounded by thicker lines. Genes considered to be activated in a ZbHaa1-dependent manner in response to both stresses are represented inside purple boxes. Previously described regulatory associations in *S. cerevisiae* are represented by an arrow (→). *Z bailii* genes found to have stress-induced-altered transcription levels herein and in previous studies are represented by a bold arrow (→). Novel transcriptional associations are represented by a dashed arrow (→). (**b**) Haa1 and Cup2 putative regulatory networks. These networks were assembled based on documented proposed associations of Haa1 under acetic acid stress in *S. cerevisiae* (represented in red)^17^ and known targets of Cup2 under copper stress in *S. cerevisiae* (represented in blue)^35^. Genes proposed to be transcriptionally activated under the dependence of ZbHaa1 and whose homologue in *S. cerevisiae* was described to be directly activated by Haa1 are represented inside darker boxes surrounded by thicker lines. Other transcription factors presumably regulated by Haa1 and documented to regulate acetic acid-induced genes are represented inside rounded boxes. Genes identified as putative Haa1 indirect targets and whose activation is presumably dependent on unidentified transcription factors are shown associated with the transcription factor designated “?”.

The in silico search for the predicted ZbHaa1 DNA-binding motif sequence, led to the identification of the sequence 5′-(A/C)GGG(A/C)G(A/G)(C/T)(G/T)-3′with the DNA binding sequence documented for *S. cerevisiae* Haa1 (5′-(G/C)(A/C)GG(G/C)G-3′)^17^ contained within. Since three of the four *Z. bailii* promoter sequences in the motif analysis used were from the list of genes activated under acetic acid stress, this could have biased the results and the reduced number of sequences used to identify *in silico* the motif also limits the value of the prediction. However, both of the aforementioned decision criteria were paramount in order to increase the confidence in the results, and reflect the reduced number of genes described to be regulated by Cup2 and the similarities among the genes proposed to be directly activated by Haa1 in *S. cerevisiae* and the genes considered herein to be ZbHaa1-dependent. Overall, independently of the obtained results, further studies are required to experimentally confirm the ZbHaa1 DNA binding sequence and thus allow a better understanding of the evolutionary changes that took place in the ancestral *HAA1/CUP2* orthologue following the WGD event.

In this study, it was possible to provide novel transcriptomic information regarding the genome-wide transcriptional changes occurring in the highly acetic acid resistant *Z. bailii* IST302 early response to acetic acid or copper stress. Furthermore, the ZbHaa1-dependent regulons active under acetic acid or copper stress conditions were proposed. The information gathered in this work provides new insights regarding the mechanisms underlying ZbHaa1-dependent acetic acid response, which will be useful to guide genome manipulation to develop more robust industrial strains, potentiating *Z. bailii* as a cell factory, or to guide the rational improvement of actions involving weak acid preservatives to be taken for spoilage prevention in the food industry. This study also provides interesting information deserving further analysis regarding the evolution of transcription factors and regulatory networks in pre-WGD and post-WGD yeast species.

## Materials and Methods

### Yeast strains and growth conditions

The prototrophic parental strain *Zygosaccharomyces bailii* IST302 and derived deletion mutant *Zbhaa1***∆**^14^ were used. Both strains were maintained at −80 °C in appropriate media supplemented with 15% (v/v) glycerol. Prior to use, the strains were transferred onto agar plates (2% (w/v) agar) with YPD medium (1% (w/v) yeast extract (Difco), 2% (w/v) peptone (Difco), 2% (w/v) glucose (Merck)) and grown for 24 h at 30 °C to prepare the inocula. Yeast strains were batch cultured at 30 °C, with orbital agitation (250 rpm), in liquid mineral medium (MM) containing: 0.17% (w/v) yeast nitrogen base (YNB) without amino acids or (NH_4_)_2_SO_4_ (Difco), 2% (v/v) glucose (Merck) and 0.265% (NH_4_)_2_SO_4_ (Merck), at pH 4.0. To assess the transcriptional response to acetic acid or copper in *Z. bailii* IST302 and derived deletion mutant *Zbhaa1***∆** by RNA sequencing (RNA-Seq), extraction and purification of RNA from those strains, cultivated both in the absence of stress (C1 and C2) or exposed to acetic acid stress (Ac1 and Ac2) or copper stress (Cu1 and Cu2) was performed. Cells of the parental and *Zbhaa1***∆** derived mutant strains were cultivated in MM medium until mid-exponential phase was reached (Optical density at 600 nm 0.6 ± 0.05) and subsequently re-inoculated in three flasks for each strain (C1, Ac1, and Cu1 for *Z. bailii* IST302 parental strain and C2, Ac2, and Cu2 for *Zbhaa1***∆** derived mutant) at an initial optical density of 0.2 ± 0.01 in the same unsupplemented media. After 1 hour of growth, *Z. bailii* IST302 (sample C1) and derived deletion mutant *Zbhaa1***∆** (sample C2) cultures were collected and set as the control conditions; at this point, acetic acid (adjusted to pH 4.0) or CuSO_4_ were added to the two remaining flasks of each strain culture to a final concentration of 140 mM or 0.08 mM, respectively. Acetic acid- or copper-stressed cells were harvested 1 hour after the addition of either acetic acid (samples Ac1 and Ac2, for the parental strain and *Zbhaa1***∆** strain, respectively) or copper (samples Cu1 and Cu2 for the parental strain and *Zbhaa1***∆** strain, respectively). Cells were collected by centrifugation (8000 rpm, 10 min) at 4 °C, washed twice with cold water, the pellets frozen in liquid nitrogen and then kept at −80 °C until RNA extraction.

### RNA extraction, library preparation, and sequencing

Three independent experiments were carried out. RNA extraction was performed using a modified hot phenol method^53^. Purification of RNA and DNA digestion with DNAse was performed using the commercial kit *RNA Clean & Concentrator™*-*5* (Zymo Research). Purified RNA samples were subsequently checked for quality on Fragment Analyzer (Advanced Analytical), using High Sensitivity RNA Analysis Kit (Advanced Analytical). The library preparation was performed by the Genomics Unit at Instituto Gulbenkian de Ciência (Oeiras, Portugal) using QuantSeq™ 3′ mRNA-Seq Library Prep Kit for Illumina (FWD) (Lexogen) and sequencing was performed in an Illumina HiSeq. 3000 system at the Centre for Genomic Regulation (Barcelona), obtaining 50 bp reads toward the poly(A) tail corresponding directly to the mRNA sequence.

### Transcriptomic data analysis

The pipeline implemented in this work was based on Lexogen’s recommendations for Quant-Seq. 3′mRNA data analysis. RNA-Seq analysis started with the quality trimming of the sequences using BBDuk (from the BBTools package) and quality analysis with FastQC^54^ of the raw read files obtained. The obtained libraries had an average size of 7.9 million reads, with the smallest having 6.2 million reads and the biggest 10 million. After assuring that there were no problems or relevant biases with the data, the alignment of the raw reads with a reference sequence of *Z. bailii* IST302^5^ was made. For this task, the alignment algorithm Spliced Transcripts Alignment to a Reference (STAR)^55^ was used. This algorithm allows an ultra-fast and highly accurate alignment of RNA-Seq reads to a reference genome. Following mapping of the RNA-Seq raw reads to the reference genome, the number of reads that map to a certain gene or transcript was measured making use of the script HTSeq-count, integrated in the HTSeq package, in the intersection nonempty mode^56^. Only genes achieving at least one count per million (cpm) in at least three samples from the same condition were kept for further analysis. Differential gene expression analysis was performed using the Bioconductor software package edgeR, based on the negative binomial distribution^57^. In order to consider the differences across the samples, the trimmed mean of M-values (TMM) scaling normalization was performed. Selection of the differently expressed genes was made by keeping only the entries with an adjusted p-value or false discovery rate (FDR) below 0.05 and a fold change above 1.5-fold. Posterior Gene Ontology (GO) term enrichment analyses were performed using the Blast2GO software^19^, producing a custom GO annotation for *Z. bailii* IST302 and running the Fisher Exact Test.

### *In silico* prediction of ZbHaa1 DNA-binding motif

The search for a putative ZbHaa1 motif sequence was performed using the Improbizer algorithm, which makes use of a variation of the expectation maximization algorithm^58^. This analysis only considered the promoter sequences of *Z. bailii* genes, whose transcription regulation under acetic acid or copper stress was found in this work to be ZbHaa1-dependent and that are homologues of *S. cerevisiae* genes previously considered to be directly activated by Haa1 or Cup2. Following these criteria, 4 from the 32 *Z. bailii* genes considered to be ZbHaa1-dependent upon exposure to acetic or copper stress were selected for the analysis (ORFs ZBIST_0079, ZBIST_0509, ZBIST_3442 and ZBIST_3713).

To find occurrences of the found motif in the promoters of the 32 genes considered to be ZbHaa1-dependent during the *Z. bailii* response to acetic acid or copper stress, the highest scored motif was used as input in the program ‘Find Individual Motif Occurrences’ (FIMO)^59^.

## Electronic supplementary material

Supplementary Information

## Data Availability

The datasets generated and analysed during the current study are available in NCBI’s Gene Expression Omnibus (GEO) repository, under the accession number GSE113552.

# Supplementary material for: Transcriptional profiling of Zygosaccharomyces bailii early response to acetic acid or copper stress mediated by ZbHaa1
**Source:** Sci Rep. 2018 Sep 20;8:14122. doi: 10.1038/s41598-018-32266-9
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary information

Transcriptional profiling of *Zygosaccharomyces bailii* early response to acetic acid or copper stress mediated by ZbHaa1

Miguel Antunes, Margarida Palma, Isabel Sá-Correia

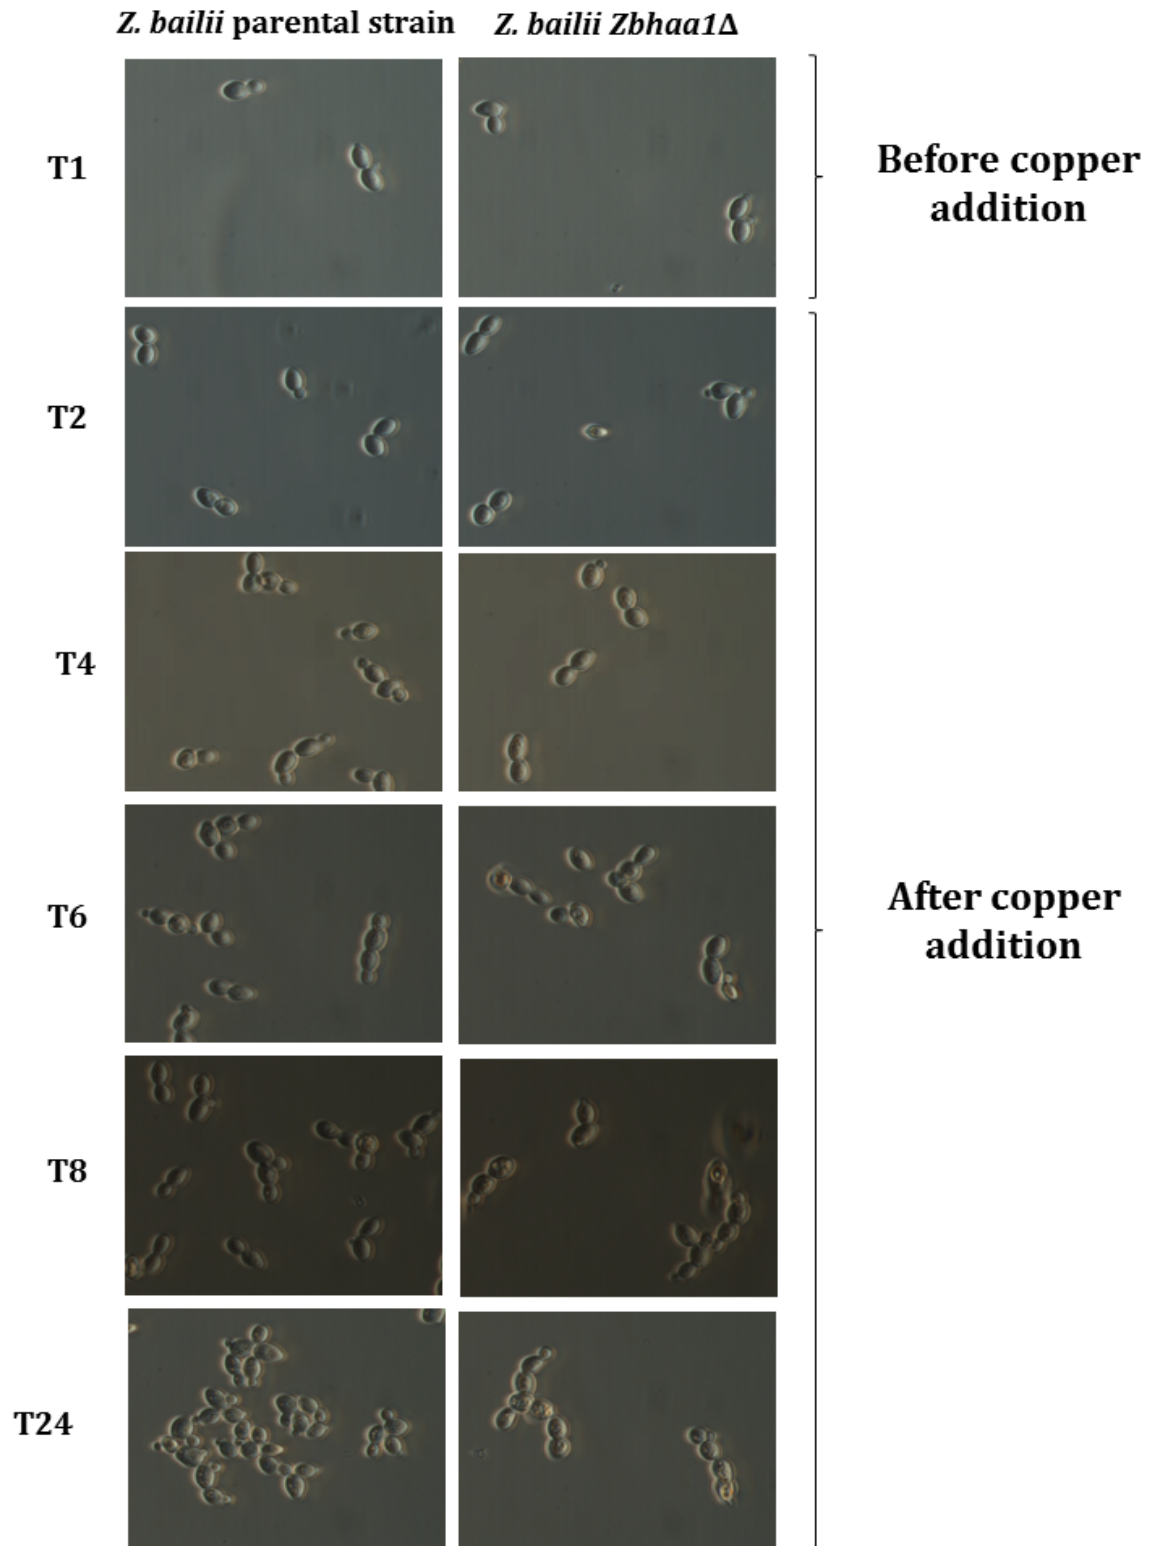

Supplementary Figure S1. Microscopic observation of *Zygosaccharomyces bailii* IST302 parental and derived deletion mutant *Zbhaa1*Δ upon copper stress. Unadapted exponentially growing cells of both strains were grown in MM medium and after 1 hour of cultivation, copper was added to the culture medium. The formation of cell aggregates was periodically observed during 24 hours using a Zeiss R Axioplan microscope ($\times 1000$ magnification). *Z. bailii* IST302 was shown not to aggregate when cultivated in either minimal or rich media ⁵.

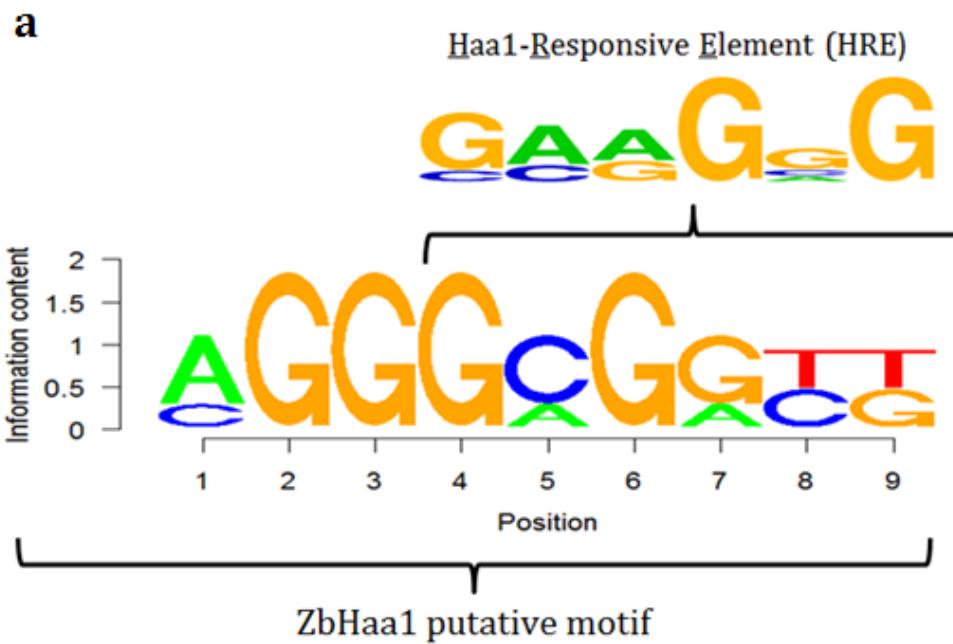

b

Motif	Sequence Name	Strand	Start	End	p-value	Matched Sequence
MGGGMGRYK	ZBIST_0079	+	682	690	9.01E-06	AGGGCGGTT
MGGGMGRYK	ZBIST_3713	+	844	852	1.05E-05	CGGGCGGCG
MGGGMGRYK	ZBIST_0079	+	166	174	1.86E-05	AGGGAGGCG
MGGGMGRYK	ZBIST_5024	-	233	241	1.86E-05	AGGGAGGCG
MGGGMGRYK	ZBIST_3442	+	414	422	3.17E-05	AGGGAGGCT
MGGGMGRYK	ZBIST_0509	+	863	871	3.17E-05	AGGGCGATG
MGGGMGRYK	ZBIST_3490	-	898	906	3.17E-05	AGGGCGACT
MGGGMGRYK	ZBIST_2207	+	813	821	6.57E-05	AGGGAGACT

Supplementary Figure S2. ZbHaa1 predicted motif sequence logo. (a) The sequence logo for the ZbHaa1 DNA binding motif sequence predicted in silico was plotted using the obtained position weight matrix. The Haa1-Responsive Element (HRE) from *S. cerevisiae*, which is contained within the predicted sequence, is also shown. (b) List of ORFs found to contain in their promoter region binding sites for the predicted ZbHaa1 DNA binding motif sequence.

Supplementary Table S1. Genes found to have increased mRNA levels (upregulated) in the *Z. bailii* IST302 parental strain upon sudden exposure to acetic acid stress compared with unstressed cells.

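The 66 genes of this table matched the deposited comparison of acid-treated with unstressed parental cells gene for gene, with a largest difference of 4.9e-07 in log2 fold change.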

<i>Z. bailii</i> ORF	logFC ⁽¹⁾	logCPM ⁽²⁾	PValue	FDR ⁽³⁾	<i>S. cerevisiae</i> Homologue
ZBIST_3442	8.729419	3.0268939	1.79E-35	2.93E-32	<i>HSP26</i>
ZBIST_0079	3.307553	3.1628756	3.98E-18	1.78E-15	<i>HSP26</i>
ZBIST_5024	1.677933	8.2521984	6.94E-11	1.42E-08	<i>N/A</i>
ZBIST_0843	1.398236	4.9853194	1.96E-10	3.33E-08	<i>N/A</i>
ZBIST_4572	1.226386	7.8559731	9.34E-05	0.003703	<i>N/A</i>
ZBIST_3873	1.202736	7.0359948	3.64E-11	7.79E-09	<i>N/A</i>
ZBIST_2207	1.200679	6.3293249	1.61E-11	3.59E-09	<i>SSA3</i>
ZBIST_4116	1.182061	5.3221093	2.97E-08	3.56E-06	<i>HSP42</i>
ZBIST_1688	1.164517	6.9035211	8.09E-11	1.53E-08	<i>HSP104</i>
ZBIST_0509	1.153135	6.8658139	5.16E-08	5.4E-06	<i>YGP1</i>
ZBIST_4169	1.11627	6.7991353	3.4E-08	3.88E-06	<i>LAT1</i>
ZBIST_2654	1.087785	3.7873518	1.36E-05	0.00075	<i>RD11</i>
ZBIST_0021	1.057352	3.8093123	2.66E-05	0.001349	<i>MMF1</i>
ZBIST_0755	1.043538	5.8801265	5.07E-08	5.4E-06	<i>BTN2</i>
ZBIST_2268	1.027389	5.5151288	4.56E-07	3.8E-05	<i>CLB5</i>
ZBIST_0280	1.025602	4.0829154	0.002426	0.045373	<i>AVT3</i>
ZBIST_5041	1.001349	7.6494402	0.00072	0.018543	<i>N/A</i>
ZBIST_2640	0.996961	8.9906119	2.64E-06	0.000183	<i>CYC1</i>
ZBIST_3271	0.980095	6.7445106	1.05E-05	0.000607	<i>ERG11</i>
ZBIST_5112	0.944859	6.3867428	1.73E-07	1.61E-05	<i>ARR3</i>
ZBIST_3929	0.916888	6.6566325	2.86E-07	2.51E-05	<i>LEU1</i>
ZBIST_1752	0.88761	4.3345747	0.000122	0.004585	<i>ATH1</i>
ZBIST_0599	0.840886	10.29752	1.97E-05	0.001032	<i>RPS28b</i>
ZBIST_3490	0.834102	6.1790462	1.39E-05	0.000761	<i>N/A</i>
ZBIST_4760	0.829551	6.3159768	6.65E-06	0.000425	<i>HSP78</i>
ZBIST_0039	0.818394	5.3861568	0.001588	0.033542	<i>N/A</i>
ZBIST_4539	0.81686	5.7265744	6.07E-05	0.002551	<i>SDH2</i>
ZBIST_4248	0.807582	6.6869887	1.91E-06	0.000136	<i>GIS2</i>
ZBIST_3988	0.803459	5.6745293	0.000226	0.007351	<i>N/A</i>
ZBIST_2306	0.795432	8.4106546	1.06E-05	0.000607	<i>MCR1</i>
ZBIST_4465	0.776017	3.8258251	0.001675	0.034611	<i>DHH1</i>
ZBIST_4782	0.773185	3.6617527	0.002187	0.041461	<i>N/A</i>
ZBIST_2636	0.771291	6.2594079	9.43E-05	0.003713	<i>ANP1</i>
ZBIST_1024	0.765359	7.9059548	3.26E-05	0.001558	<i>ADK1</i>
ZBIST_5070	0.764034	6.6432593	0.000573	0.015606	<i>N/A</i>
ZBIST_4902	0.762019	8.689291	9.31E-06	0.000558	<i>MDH1</i>
ZBIST_3414	0.74001	9.9542179	1.63E-05	0.000882	<i>CIT1</i>
ZBIST_1711	0.737264	8.6214773	6.66E-06	0.000425	<i>ACO1</i>
ZBIST_2189	0.724004	5.0919801	0.000198	0.006703	<i>ASE1</i>
ZBIST_1223	0.722157	5.2413274	0.000131	0.00473	<i>POS5</i>
ZBIST_2657	0.720058	8.6982129	1.68E-05	0.000887	<i>ARF2</i>
ZBIST_2201	0.713744	4.2871583	0.001193	0.026911	<i>PRS2</i>
ZBIST_0687	0.691111	4.5390849	0.001913	0.037789	<i>DON1</i>
ZBIST_3893	0.690201	10.218057	0.000119	0.004503	<i>RPL38</i>
ZBIST_1739	0.6785	9.4895931	0.000988	0.023701	<i>TIM9</i>
ZBIST_3292	0.668875	4.3995581	0.002589	0.047513	<i>YOX1</i>
ZBIST_0497	0.667239	6.3444569	4.74E-05	0.002139	<i>N/A</i>

ZBIST_0058	0.657506	6.4361988	0.000638	0.016685	<i>RBD2</i>
ZBIST_0844	0.656394	10.325898	0.000945	0.02291	<i>SHH3</i>
ZBIST_0037	0.656173	8.2460314	0.000338	0.009905	<i>TUF1</i>
ZBIST_0648	0.654284	6.5520389	0.00041	0.011645	<i>KSP1</i>
ZBIST_1316	0.651806	4.9811805	0.001998	0.038996	<i>N/A</i>
ZBIST_4440	0.642268	7.4864419	0.000337	0.009905	<i>HCR1</i>
ZBIST_2552	0.636736	6.5118815	0.000211	0.007055	<i>ARN2</i>
ZBIST_1806	0.630891	8.4979631	0.001151	0.026581	<i>COR1</i>
ZBIST_2846	0.629708	8.7633368	0.000861	0.021277	<i>ECM33</i>
ZBIST_4299	0.627695	6.2527659	0.0006	0.015903	<i>TFS1</i>
ZBIST_2854	0.625334	5.1001294	0.002525	0.046779	<i>TEC1</i>
ZBIST_0453	0.625212	5.858664	0.000372	0.010771	<i>SPE2</i>
ZBIST_2934	0.62392	9.761093	0.00213	0.040918	<i>N/A</i>
ZBIST_2265	0.62074	5.7758618	0.000463	0.012951	<i>N/A</i>
ZBIST_1833	0.612216	5.9665647	0.000286	0.008635	<i>HAL5</i>
ZBIST_1418	0.607828	6.2128303	0.000242	0.007616	<i>N/A</i>
ZBIST_4700	0.598434	7.9560333	0.001386	0.030442	<i>ATP16</i>
ZBIST_5073	0.596166	7.7940335	0.002205	0.041461	<i>PRP2</i>
ZBIST_2464	0.585268	5.4344173	0.001613	0.033542	<i>N/A</i>

⁽¹⁾ logFC - logarithm base 2 of fold change.

⁽²⁾ logCPM - logarithm base 2 of counts per million.

⁽³⁾ FDR - false discovery rate

Supplementary Table S2. Genes found to have decreased mRNA levels (downregulated) in the *Z. bailii* IST302 parental strain upon sudden exposure to acetic acid stress compared with unstressed cells.

<i>Z. bailii</i> ORF	logFC ⁽¹⁾	logCPM ⁽²⁾	PValue	FDR ⁽³⁾	<i>S. cerevisiae</i> Homologue
ZBIST_3145	-5.373223	4.886217	6.02E-52	1.48E-48	N/A
ZBIST_4788	-5.205696	9.238294	1.28E-09	2.1E-07	N/A
ZBIST_2710	-3.729939	3.026704	3.43E-18	2.11E-15	N/A
ZBIST_1449	-3.560708	10.67411	1.85E-11	4.14E-09	N/A
ZBIST_3799	-3.531667	0.519905	0.000192	0.006582	N/A
ZBIST_4935	-3.425719	7.734946	8.11E-56	3.99E-52	N/A
ZBIST_2194	-3.37909	0.947498	1.23E-05	0.000737	N/A
ZBIST_5023	-3.343291	3.674926	6.36E-20	6.26E-17	N/A
ZBIST_3841	-3.016466	4.357228	3.89E-24	4.79E-21	N/A
ZBIST_4974	-2.982861	0.71229	0.000245	0.008016	<i>CSI1</i>
ZBIST_0390	-2.972254	1.053577	2.34E-05	0.001263	<i>STN1</i>
ZBIST_3425	-2.81246	0.612571	0.000717	0.018295	N/A
ZBIST_3419	-2.668223	4.577845	6.24E-08	7.58E-06	<i>ATO2</i>
ZBIST_3097	-2.645348	1.34768	1.53E-05	0.000887	N/A
ZBIST_1850	-2.641491	1.995651	6.96E-08	7.97E-06	N/A
ZBIST_1856	-2.620234	0.829983	0.000402	0.012196	N/A
ZBIST_1885	-2.447767	4.477054	4.83E-19	3.39E-16	<i>GAS3</i>
ZBIST_4184	-2.400827	2.882413	1.42E-10	2.81E-08	<i>QDR2</i>
ZBIST_1551	-2.396118	4.96097	1.76E-11	4.12E-09	<i>PUT4</i>
ZBIST_2981	-2.339635	5.958776	8.41E-15	3.19E-12	<i>POT1</i>
ZBIST_3042	-2.277364	2.985254	4.61E-10	8.1E-08	N/A
ZBIST_0141	-2.272978	3.790102	1.52E-07	1.63E-05	N/A
ZBIST_1828	-2.261918	1.581537	2.53E-05	0.001342	<i>MCD4</i>
ZBIST_5127	-2.233173	1.843512	1.09E-05	0.000675	<i>PEP1</i>
ZBIST_0957	-2.204127	3.97145	1.69E-13	4.63E-11	<i>GAL7</i>
ZBIST_1261	-2.200105	5.123721	1.57E-19	1.28E-16	<i>ECM2</i>
ZBIST_4143	-2.192683	1.547475	5.08E-05	0.002358	<i>RAD10</i>
ZBIST_1185	-2.187226	5.383737	2.88E-17	1.58E-14	<i>PEX21</i>
ZBIST_4904	-2.050485	2.608474	1.79E-07	1.84E-05	<i>GPA1</i>
ZBIST_1396	-2.03056	4.482667	6.28E-14	1.89E-11	<i>KNH1</i>
ZBIST_1805	-1.991687	2.047118	1.51E-05	0.000886	N/A
ZBIST_3609	-1.966204	1.742147	0.000107	0.004166	N/A
ZBIST_2195	-1.941685	4.501432	2.87E-12	7.06E-10	N/A
ZBIST_1321	-1.876545	4.193714	7.05E-11	1.45E-08	<i>STL1</i>
ZBIST_2930	-1.868221	1.776788	0.00027	0.008734	<i>NDT80</i>
ZBIST_4481	-1.857435	1.333012	0.001121	0.025319	<i>MEI5</i>
ZBIST_3734	-1.830015	2.573066	5.46E-06	0.00039	<i>AGP2</i>
ZBIST_3173	-1.782606	2.236093	6.01E-05	0.002639	<i>FLR1</i>
ZBIST_4920	-1.781132	8.47573	0.002606	0.04858	<i>AQY3</i>
ZBIST_1746	-1.700366	6.183792	4.53E-14	1.49E-11	N/A
ZBIST_0429	-1.675642	1.455517	0.002067	0.041862	<i>TDP1</i>
ZBIST_2061	-1.648259	2.120923	0.000141	0.005261	<i>PEX4</i>
ZBIST_4991	-1.637144	5.572378	1.98E-12	5.12E-10	N/A
ZBIST_0044	-1.629572	6.683845	7.99E-17	3.58E-14	<i>MIG2</i>
ZBIST_2523	-1.625685	2.958998	2.27E-05	0.001244	N/A
ZBIST_3426	-1.621862	4.727163	2.75E-11	5.89E-09	N/A
ZBIST_1337	-1.619134	4.98135	1.08E-05	0.000675	<i>YBR238C</i>

ZBIST_4285	-1.60465	3.043639	2.77E-06	0.000207	<i>ISC1</i>
ZBIST_1595	-1.602788	8.309159	4.86E-17	2.39E-14	<i>N/A</i>
ZBIST_1629	-1.60122	6.125561	6.51E-14	1.89E-11	<i>YHL008C</i>
ZBIST_2752	-1.592199	3.108706	3.24E-06	0.000238	<i>N/A</i>
ZBIST_1606	-1.589569	2.748795	1.04E-05	0.000675	<i>SFL1</i>
ZBIST_4666	-1.568212	1.86849	0.000644	0.017137	<i>N/A</i>
ZBIST_3418	-1.551564	7.738106	2.13E-15	8.72E-13	<i>ATO2</i>
ZBIST_1907	-1.550499	9.597124	1.04E-05	0.000675	<i>GAL2</i>
ZBIST_3431	-1.528915	4.230515	2.16E-08	2.87E-06	<i>GLC3</i>
ZBIST_3836	-1.516754	2.65687	4.18E-05	0.002055	<i>N/A</i>
ZBIST_1127	-1.513548	2.947326	1.22E-05	0.000737	<i>UCC1</i>
ZBIST_2740	-1.503142	2.625088	5.31E-05	0.00242	<i>MLH3</i>
ZBIST_5011	-1.492601	3.350009	6.67E-06	0.000469	<i>CAT8</i>
ZBIST_0305	-1.491042	2.628006	6.56E-05	0.002834	<i>HSM3</i>
ZBIST_1911	-1.478456	3.090061	3.19E-05	0.001633	<i>ERC1</i>
ZBIST_1259	-1.464623	2.565955	0.000141	0.005261	<i>RKM1</i>
ZBIST_2819	-1.447439	3.540963	1.51E-06	0.000126	<i>N/A</i>
ZBIST_2744	-1.434357	2.651351	9.26E-05	0.003767	<i>N/A</i>
ZBIST_4235	-1.412946	2.678043	0.000151	0.005509	<i>SLA2</i>
ZBIST_2058	-1.390491	5.889464	2.78E-10	5.27E-08	<i>N/A</i>
ZBIST_2880	-1.37896	4.44645	4.1E-08	5.32E-06	<i>CRC1</i>
ZBIST_0234	-1.376582	3.905643	1.26E-06	0.000109	<i>MMM1</i>
ZBIST_4547	-1.374872	7.047709	1.36E-09	2.16E-07	<i>SKS1</i>
ZBIST_4112	-1.372011	3.126631	2.66E-05	0.001394	<i>ECM3</i>
ZBIST_4723	-1.364539	2.240303	0.00086	0.021071	<i>APC11</i>
ZBIST_2713	-1.352071	3.930398	1.07E-05	0.000675	<i>PXA1</i>
ZBIST_2974	-1.349863	2.541072	0.000357	0.01105	<i>IMP2'</i>
ZBIST_2659	-1.341895	4.682113	6.32E-08	7.58E-06	<i>SNF3</i>
ZBIST_4949	-1.335254	3.536306	1.1E-05	0.000675	<i>YLL058W</i>
ZBIST_1552	-1.33483	4.927694	8.72E-08	9.75E-06	<i>CIN1</i>
ZBIST_2206	-1.313318	2.682692	0.000246	0.008016	<i>AAR2</i>
ZBIST_4030	-1.309809	2.253075	0.001909	0.039472	<i>N/A</i>
ZBIST_4344	-1.304387	2.246199	0.002407	0.045747	<i>KAR4</i>
ZBIST_2551	-1.302087	2.834477	0.000415	0.012445	<i>FRE2</i>
ZBIST_1422	-1.289184	6.420208	2.79E-09	4.17E-07	<i>TDA1</i>
ZBIST_4973	-1.287846	3.523018	3.62E-05	0.001819	<i>PEX12</i>
ZBIST_2077	-1.286747	4.942531	1.31E-07	1.43E-05	<i>MCH4</i>
ZBIST_5139	-1.276982	2.603835	0.00051	0.014507	<i>N/A</i>
ZBIST_2564	-1.26458	4.261981	1.3E-06	0.00011	<i>GUT1</i>
ZBIST_2297	-1.260108	2.789398	0.000354	0.011043	<i>NAS2</i>
ZBIST_2987	-1.257333	3.510968	4.61E-05	0.002205	<i>N/A</i>
ZBIST_0863	-1.25674	2.852568	0.00033	0.010403	<i>N/A</i>
ZBIST_5098	-1.254316	6.144829	8.04E-09	1.13E-06	<i>MATALPHA1</i>
ZBIST_5050	-1.243828	2.736153	0.000621	0.016804	<i>YRM1</i>
ZBIST_0196	-1.235542	3.62091	9.17E-05	0.003762	<i>N/A</i>
ZBIST_3176	-1.23243	3.14424	0.000231	0.00762	<i>FLR1</i>
ZBIST_1400	-1.230067	7.140869	9.73E-10	1.65E-07	<i>FBP1</i>
ZBIST_2797	-1.216271	4.060134	4.49E-06	0.000325	<i>YIA6</i>
ZBIST_4186	-1.215402	2.703042	0.001046	0.024513	<i>MTQ1</i>
ZBIST_1271	-1.202393	3.257945	0.000154	0.005542	<i>PUS6</i>

ZBIST_0249	-1.192371	3.670021	8.05E-05	0.003387	<i>SAG1</i>
ZBIST_1438	-1.18076	2.450833	0.002144	0.043081	<i>DYN3</i>
ZBIST_1980	-1.17323	7.486322	3.29E-10	6E-08	<i>PFK27</i>
ZBIST_3187	-1.169479	2.787445	0.002185	0.043192	<i>BRR6</i>
ZBIST_2614	-1.164479	4.010677	1.91E-05	0.001081	<i>ICL2</i>
ZBIST_1388	-1.158371	6.725694	3.62E-09	5.24E-07	<i>ADR1</i>
ZBIST_5123	-1.157317	3.316526	0.000157	0.005589	<i>PDR12</i>
ZBIST_4740	-1.15609	3.798472	4.15E-05	0.002055	<i>THI20</i>
ZBIST_3772	-1.137732	4.255028	2.09E-05	0.001158	<i>N/A</i>
ZBIST_2975	-1.132551	7.389992	2.43E-09	3.74E-07	<i>GUT2</i>
ZBIST_3381	-1.12813	4.515656	1.5E-05	0.000886	<i>IRC20</i>
ZBIST_4123	-1.124209	2.593371	0.002001	0.041046	<i>THI72</i>
ZBIST_1685	-1.1125	5.569081	2.62E-06	0.000198	<i>TPO1</i>
ZBIST_1910	-1.105377	5.367317	7.92E-07	6.96E-05	<i>YNG2</i>
ZBIST_2958	-1.104073	3.97569	7.02E-05	0.003006	<i>WHI5</i>
ZBIST_5015	-1.103556	2.893322	0.00111	0.025319	<i>YKU70</i>
ZBIST_0773	-1.093583	4.026025	4.55E-05	0.002196	<i>VBA1</i>
ZBIST_4634	-1.092293	3.58997	0.000337	0.010559	<i>N/A</i>
ZBIST_0049	-1.087484	5.400479	0.000457	0.013383	<i>POX1</i>
ZBIST_5101	-1.085602	3.232213	0.0007	0.018026	<i>FET4</i>
ZBIST_4799	-1.08144	4.663632	1.05E-05	0.000675	<i>RCH1</i>
ZBIST_2040	-1.081219	8.14084	2.41E-06	0.000189	<i>GAP1</i>
ZBIST_1394	-1.078675	6.549173	2.16E-06	0.000175	<i>STP3</i>
ZBIST_4266	-1.077257	3.14277	0.000918	0.022031	<i>IST1</i>
ZBIST_3364	-1.072594	6.010875	2.04E-07	2.05E-05	<i>GSY1</i>
ZBIST_1840	-1.072122	3.678651	0.000298	0.009523	<i>HNM1</i>
ZBIST_2284	-1.068352	3.975013	0.000104	0.004136	<i>HFI1</i>
ZBIST_4988	-1.064246	3.428691	0.000367	0.011298	<i>OPT1</i>
ZBIST_2243	-1.060219	6.114534	4.1E-07	3.74E-05	<i>MEP3</i>
ZBIST_3686	-1.057112	2.844484	0.002028	0.041412	<i>N/A</i>
ZBIST_2448	-1.048028	4.544286	1.74E-05	0.000996	<i>N/A</i>
ZBIST_2891	-1.045865	4.341476	0.000293	0.00944	<i>RGS2</i>
ZBIST_4639	-1.043397	7.758469	1.27E-08	1.74E-06	<i>ZRT1</i>
ZBIST_4152	-1.025813	4.886935	2.7E-05	0.001398	<i>RPM2</i>
ZBIST_0993	-1.024498	6.301795	5.54E-07	4.96E-05	<i>IZH1</i>
ZBIST_0531	-1.016864	7.100088	6.52E-08	7.65E-06	<i>GSF2</i>
ZBIST_3259	-1.011368	4.616629	5.82E-05	0.002602	<i>MCM5</i>
ZBIST_3690	-1.010656	3.771024	0.001038	0.024443	<i>ROX1</i>
ZBIST_0205	-1.007296	4.962904	4.93E-05	0.002332	<i>OKP1</i>
ZBIST_3700	-1.000503	3.138521	0.002337	0.044902	<i>HOS1</i>
ZBIST_4345	-0.99382	4.473062	8.31E-05	0.003466	<i>N/A</i>
ZBIST_0587	-0.993598	4.366849	0.000188	0.006504	<i>N/A</i>
ZBIST_1764	-0.990282	7.006688	2.31E-07	2.23E-05	<i>BNA2</i>
ZBIST_2590	-0.98904	4.615534	5.41E-05	0.002441	<i>TAF3</i>
ZBIST_3061	-0.984693	4.712448	7.78E-05	0.003302	<i>HYM1</i>
ZBIST_3890	-0.983736	4.41725	0.000131	0.004994	<i>N/A</i>
ZBIST_2726	-0.982211	3.458344	0.000982	0.023468	<i>RRD2</i>
ZBIST_3170	-0.981015	9.325083	3.08E-07	2.92E-05	<i>TPO1</i>
ZBIST_0757	-0.980286	4.210295	0.000139	0.005247	<i>CBF2</i>
ZBIST_1360	-0.975837	5.752163	0.00023	0.00762	<i>GSM1</i>

ZBIST_3812	-0.974895	4.050521	0.000177	0.006167	<i>ARH1</i>
ZBIST_4810	-0.972153	4.052412	0.000445	0.013104	<i>ATG1</i>
ZBIST_1215	-0.965062	4.898877	0.000109	0.004225	<i>N/A</i>
ZBIST_4985	-0.964013	5.242555	3.35E-05	0.0017	<i>SOK2</i>
ZBIST_0909	-0.962675	3.737883	0.001112	0.025319	<i>FUR4</i>
ZBIST_1617	-0.961788	4.170672	0.000492	0.014184	<i>TOK1</i>
ZBIST_4167	-0.95185	4.817542	5.87E-05	0.002602	<i>FRE3</i>
ZBIST_3689	-0.948696	6.856372	2.42E-06	0.000189	<i>VID24</i>
ZBIST_3520	-0.943834	6.588125	1.69E-06	0.000139	<i>ZRT1</i>
ZBIST_0955	-0.941926	4.472573	0.000229	0.00762	<i>GAL1</i>
ZBIST_2632	-0.939707	3.709725	0.001458	0.031471	<i>BUL1</i>
ZBIST_3586	-0.937245	4.055684	0.000729	0.018457	<i>CST6</i>
ZBIST_3717	-0.936937	4.38503	0.000321	0.010191	<i>MUD1</i>
ZBIST_4159	-0.93227	4.288449	0.000616	0.016764	<i>PHO84</i>
ZBIST_2436	-0.922975	3.451433	0.00218	0.043192	<i>N/A</i>
ZBIST_0692	-0.914953	3.458969	0.002513	0.047395	<i>MGA1</i>
ZBIST_3824	-0.913485	4.304791	0.000644	0.017137	<i>UGA4</i>
ZBIST_0204	-0.908792	3.76721	0.002261	0.044508	<i>N/A</i>
ZBIST_2830	-0.906264	5.477164	9.02E-05	0.003729	<i>BAP3</i>
ZBIST_3830	-0.901412	4.233196	0.000404	0.012196	<i>N/A</i>
ZBIST_3017	-0.887844	3.882841	0.00106	0.024618	<i>ECM7</i>
ZBIST_2328	-0.886087	5.980855	1.96E-05	0.001096	<i>SSU1</i>
ZBIST_2554	-0.884118	4.369622	0.000712	0.018246	<i>N/A</i>
ZBIST_4506	-0.879828	5.087505	0.000158	0.005604	<i>N/A</i>
ZBIST_2101	-0.876685	4.076415	0.000643	0.017137	<i>N/A</i>
ZBIST_0753	-0.87504	4.436474	0.000424	0.012615	<i>KRE6</i>
ZBIST_5065	-0.8742	3.976025	0.00118	0.026281	<i>YIL166C</i>
ZBIST_4244	-0.862513	5.323964	0.000152	0.005509	<i>NRD1</i>
ZBIST_1927	-0.858034	4.452908	0.000865	0.021085	<i>SSH4</i>
ZBIST_1053	-0.855396	4.4703	0.00113	0.0254	<i>SKP2</i>
ZBIST_0711	-0.847131	9.046632	0.000666	0.017527	<i>OYE2</i>
ZBIST_2919	-0.839233	4.398767	0.001146	0.025643	<i>NAF1</i>
ZBIST_2764	-0.838279	4.348644	0.000693	0.018026	<i>MET32</i>
ZBIST_3880	-0.828361	4.579213	0.000741	0.018504	<i>SGE1</i>
ZBIST_1556	-0.827635	4.901722	0.000735	0.018457	<i>SOG2</i>
ZBIST_4879	-0.824776	3.993322	0.001724	0.036102	<i>MRPL23</i>
ZBIST_1300	-0.824417	4.248971	0.001194	0.026464	<i>IPK1</i>
ZBIST_4923	-0.818485	4.840383	0.001586	0.033801	<i>YPL088W</i>
ZBIST_4270	-0.814468	4.029662	0.002164	0.043192	<i>CAN1</i>
ZBIST_4592	-0.811815	5.834574	0.001211	0.026613	<i>N/A</i>
ZBIST_3870	-0.806563	4.49349	0.00123	0.026902	<i>TNA1</i>
ZBIST_2124	-0.802251	4.052478	0.002293	0.044734	<i>RIM20</i>
ZBIST_0834	-0.799288	4.757361	0.000995	0.023665	<i>ZAP1</i>
ZBIST_4789	-0.797214	6.159633	9.94E-05	0.003976	<i>N/A</i>
ZBIST_1133	-0.79634	8.308164	9.37E-06	0.000641	<i>HTA2</i>
ZBIST_4441	-0.791404	5.580065	0.000783	0.01926	<i>N/A</i>
ZBIST_3428	-0.789438	6.004834	0.000161	0.005677	<i>SNF3</i>
ZBIST_1158	-0.77562	4.367331	0.002042	0.041541	<i>UGA4</i>
ZBIST_4132	-0.771156	6.944543	6.37E-05	0.002776	<i>DLD3</i>
ZBIST_1994	-0.768761	4.605125	0.002582	0.048512	<i>SPO71</i>

ZBIST_2605	-0.767559	5.534644	0.000464	0.013504	<i>CIT3</i>
ZBIST_4996	-0.750765	5.907459	0.001028	0.024317	<i>PDR15</i>
ZBIST_3582	-0.749517	4.833635	0.001601	0.033967	<i>N/A</i>
ZBIST_4119	-0.748069	4.649896	0.002319	0.044902	<i>DIA1</i>
ZBIST_1389	-0.742365	7.004017	0.000125	0.004788	<i>MDM30</i>
ZBIST_4874	-0.737918	5.63421	0.00121	0.026613	<i>PDR15</i>
ZBIST_2279	-0.734841	4.908438	0.001932	0.039792	<i>N/A</i>
ZBIST_4756	-0.72818	4.937891	0.001625	0.034197	<i>BUB3</i>
ZBIST_3358	-0.726269	5.482432	0.001883	0.039101	<i>N/A</i>
ZBIST_2565	-0.702103	5.412359	0.002297	0.044734	<i>GAT1</i>
ZBIST_1262	-0.700105	6.203408	0.000397	0.012123	<i>NRG2</i>
ZBIST_5021	-0.695006	7.256035	0.000227	0.00762	<i>IMP4</i>
ZBIST_4205	-0.692531	5.368271	0.001741	0.036309	<i>PFK26</i>
ZBIST_2623	-0.69059	7.621075	0.000193	0.006582	<i>SUT1</i>
ZBIST_3577	-0.686648	5.0088	0.002592	0.048512	<i>N/A</i>
ZBIST_3521	-0.684191	9.960386	0.000659	0.017434	<i>PDR15</i>
ZBIST_2477	-0.682826	7.715425	0.000609	0.016764	<i>FCY2</i>
ZBIST_2358	-0.672698	6.704153	0.000425	0.012615	<i>SSU72</i>
ZBIST_2991	-0.672271	8.095375	0.000194	0.00659	<i>N/A</i>
ZBIST_1559	-0.664141	6.987775	0.000697	0.018026	<i>CLN3</i>
ZBIST_2872	-0.664031	6.837614	0.000616	0.016764	<i>ECM3</i>
ZBIST_4074	-0.664009	9.320715	0.000152	0.005509	<i>N/A</i>
ZBIST_3546	-0.65478	8.16517	0.000524	0.014837	<i>N/A</i>
ZBIST_0334	-0.650755	5.486822	0.002299	0.044734	<i>CIN4</i>
ZBIST_3549	-0.647506	6.012916	0.001626	0.034197	<i>N/A</i>
ZBIST_4458	-0.647052	5.879633	0.002331	0.044902	<i>HMX1</i>
ZBIST_1618	-0.642919	7.681505	0.000672	0.017588	<i>ATO3</i>
ZBIST_1748	-0.636364	6.339195	0.001078	0.024909	<i>BNA4</i>
ZBIST_2175	-0.630019	6.709264	0.001415	0.030691	<i>MTH1</i>
ZBIST_1448	-0.619602	6.674728	0.001472	0.031643	<i>PXR1</i>
ZBIST_1982	-0.603813	7.598643	0.001088	0.025019	<i>HRT1</i>
ZBIST_4580	-0.602355	6.232129	0.002486	0.047063	<i>FAP1</i>
ZBIST_2592	-0.596323	6.518064	0.002364	0.045092	<i>MRPS16</i>
ZBIST_2255	-0.594847	6.144583	0.0021	0.042363	<i>ANT1</i>

⁽¹⁾ logFC - logarithm base 2 of fold change.

⁽²⁾ logCPM - logarithm base 2 of counts per million.

⁽³⁾ FDR - false discovery rate

Supplementary Table S3. Genes found to have increased mRNA levels (upregulated) in the *Z. bailii* IST302 parental strain upon sudden exposure to copper stress compared with unstressed cells.

<i>Z. bailii</i> ORF	logFC ⁽¹⁾	logCPM ⁽²⁾	PValue	FDR ⁽³⁾	<i>S. cerevisiae</i> Homologue
ZBIST_3442	7.823515	2.205778	8.42E-09	5.2E-06	<i>HSP26</i>
ZBIST_1696	4.496473	7.11577	2.5E-18	1.23E-14	<i>N/A</i>
ZBIST_4636	4.310379	8.510022	2.39E-15	5.89E-12	<i>N/A</i>
ZBIST_3714	4.130869	3.159119	6.58E-11	6.5E-08	<i>N/A</i>
ZBIST_3713	2.799856	13.89999	1.07E-11	1.33E-08	<i>N/A</i>
ZBIST_4639	2.668715	9.990065	4.93E-14	8.11E-11	<i>ZRT1</i>
ZBIST_0079	2.476618	2.452213	1.51E-05	0.002763	<i>HSP26</i>
ZBIST_1985	2.090656	3.62308	6.22E-08	2.92E-05	<i>TMT1</i>
ZBIST_1233	2.014263	2.464921	0.000105	0.008361	<i>N/A</i>
ZBIST_2634	1.760227	9.243613	6.52E-09	5.2E-06	<i>N/A</i>
ZBIST_0576	1.618519	2.989571	0.000694	0.024632	<i>FLR1</i>
ZBIST_2107	1.607063	5.023772	2.03E-07	8.36E-05	<i>FRE3</i>
ZBIST_4635	1.45051	3.585837	1.22E-05	0.002319	<i>N/A</i>
ZBIST_4946	1.37821	7.350101	8.03E-09	5.2E-06	<i>N/A</i>
ZBIST_2207	1.369144	6.439242	1.51E-08	8.31E-06	<i>SSA3</i>
ZBIST_2536	1.297456	3.593518	0.000246	0.013531	<i>ARC1</i>
ZBIST_1600	1.259201	4.426722	1.74E-05	0.002917	<i>N/A</i>
ZBIST_1314	1.233493	10.00152	6.5E-08	2.92E-05	<i>FET3</i>
ZBIST_4824	1.192651	3.745682	0.000126	0.009341	<i>N/A</i>
ZBIST_1232	1.160372	4.582199	3.69E-05	0.004788	<i>N/A</i>
ZBIST_4305	1.070926	6.69427	0.000442	0.018501	<i>FRM2</i>
ZBIST_3873	1.067237	6.934981	4.29E-07	0.000163	<i>N/A</i>
ZBIST_4223	1.058935	7.061125	0.000529	0.020873	<i>SHP1</i>
ZBIST_1191	1.056463	3.766288	0.000672	0.024197	<i>MUP1</i>
ZBIST_2552	1.020678	6.747364	7.64E-07	0.000251	<i>ARN2</i>
ZBIST_1797	1.009705	11.3934	8.57E-06	0.002045	<i>SOD1</i>
ZBIST_0755	0.977263	5.832341	0.00012	0.009225	<i>BTN2</i>
ZBIST_1305	0.963121	4.585489	0.000101	0.008329	<i>PCL5</i>
ZBIST_1140	0.959655	4.911337	3.98E-05	0.005024	<i>MGT1</i>
ZBIST_2654	0.952244	3.683578	0.001944	0.047825	<i>RDI1</i>
ZBIST_3049	0.941975	4.068444	0.000262	0.013632	<i>SDS22</i>
ZBIST_2714	0.939463	7.122859	4.19E-06	0.001201	<i>N/A</i>
ZBIST_4116	0.939401	5.154194	6.65E-05	0.006519	<i>HSP42</i>
ZBIST_4133	0.935641	6.390907	6.67E-06	0.001733	<i>THI3</i>
ZBIST_2242	0.933551	4.141259	0.000982	0.031487	<i>N/A</i>
ZBIST_2268	0.92442	5.440316	1.94E-05	0.003082	<i>CLB5</i>
ZBIST_2715	0.917719	5.751994	8.81E-05	0.00763	<i>SPT10</i>
ZBIST_2632	0.914867	4.512804	0.000422	0.018298	<i>BUL1</i>
ZBIST_3053	0.900299	7.24382	4.46E-05	0.005236	<i>RPN13</i>
ZBIST_4866	0.898882	7.627759	3.53E-05	0.004761	<i>PUP1</i>
ZBIST_3560	0.898491	6.39031	1.12E-05	0.002319	<i>FCY2</i>
ZBIST_2210	0.882232	4.934524	0.000734	0.025529	<i>ATG8</i>
ZBIST_2340	0.861153	8.478076	2.59E-05	0.003877	<i>ZWF1</i>
ZBIST_4042	0.85785	5.429936	0.000331	0.015878	<i>N/A</i>
ZBIST_4766	0.847741	4.541763	0.000249	0.013531	<i>SIT1</i>
ZBIST_2671	0.842599	4.38836	0.000494	0.020002	<i>RNY1</i>
ZBIST_4814	0.83226	5.469439	0.000173	0.011315	<i>STR3</i>

ZBIST_1801	0.830583	8.488864	6.69E-05	0.006519	<i>PRE7</i>
ZBIST_1594	0.828167	11.08737	8.62E-05	0.0076	<i>GDH3</i>
ZBIST_2267	0.827287	4.586817	0.000768	0.026321	<i>N/A</i>
ZBIST_4135	0.827084	8.340171	6.74E-05	0.006519	<i>ARN2</i>
ZBIST_1083	0.825434	6.037323	6.12E-05	0.006428	<i>CDD1</i>
ZBIST_1003	0.824576	8.567065	9.37E-05	0.007973	<i>HCH1</i>
ZBIST_0347	0.824071	4.631579	0.000873	0.028912	<i>N/A</i>
ZBIST_0903	0.819982	8.676166	1.73E-05	0.002917	<i>ADH3</i>
ZBIST_1688	0.818083	6.66825	5.24E-05	0.005795	<i>HSP104</i>
ZBIST_2835	0.812063	5.863223	7.48E-05	0.006837	<i>N/A</i>
ZBIST_0500	0.810568	7.506169	3.37E-05	0.004756	<i>N/A</i>
ZBIST_4280	0.809392	10.65634	4.07E-05	0.005024	<i>GOR1</i>
ZBIST_2141	0.808058	6.655521	0.000199	0.011968	<i>SEM1</i>
ZBIST_0943	0.804957	5.209092	0.001866	0.04699	<i>ADH1</i>
ZBIST_1918	0.800097	8.008719	0.000269	0.01371	<i>N/A</i>
ZBIST_1958	0.777009	5.510824	0.000218	0.012988	<i>PSF3</i>
ZBIST_4542	0.775763	7.90324	4.25E-05	0.005113	<i>UBI4</i>
ZBIST_3475	0.771447	5.031716	0.000635	0.023633	<i>N/A</i>
ZBIST_0295	0.76842	4.641455	0.001347	0.03734	<i>N/A</i>
ZBIST_3008	0.76298	4.590647	0.00186	0.04699	<i>HXK1</i>
ZBIST_4165	0.754371	4.440518	0.001149	0.033948	<i>FRE3</i>
ZBIST_0926	0.751239	7.110071	3.57E-05	0.004761	<i>PDX3</i>
ZBIST_4081	0.750102	12.99739	0.000322	0.015566	<i>CPR1</i>
ZBIST_1575	0.749683	9.079261	0.000196	0.011968	<i>PRE10</i>
ZBIST_0799	0.739506	4.402658	0.001884	0.047212	<i>N/A</i>
ZBIST_3252	0.737964	5.621591	0.000449	0.018639	<i>ECI1</i>
ZBIST_0877	0.737952	9.522299	0.000307	0.01514	<i>SBA1</i>
ZBIST_2148	0.736103	7.377317	0.000233	0.013376	<i>GCY1</i>
ZBIST_2153	0.732489	9.519747	0.000148	0.009976	<i>PFY1</i>
ZBIST_1433	0.725766	8.624018	0.001779	0.046218	<i>PRC1</i>
ZBIST_2142	0.722691	9.028687	0.000198	0.011968	<i>RPT5</i>
ZBIST_2935	0.722658	4.706475	0.001174	0.0345	<i>YNL134C</i>
ZBIST_4299	0.720262	6.299524	0.000248	0.013531	<i>TFS1</i>
ZBIST_4317	0.716791	9.003771	0.000107	0.008361	<i>GRX2</i>
ZBIST_3796	0.715539	6.907702	6.94E-05	0.006587	<i>PRE6</i>
ZBIST_3438	0.712698	6.325419	0.002079	0.049819	<i>RHB1</i>
ZBIST_5004	0.705806	9.236707	0.000174	0.011315	<i>DSK2</i>
ZBIST_3926	0.70553	8.560767	0.000198	0.011968	<i>SCL1</i>
ZBIST_4217	0.705326	7.882935	0.000259	0.013606	<i>PUP3</i>
ZBIST_0705	0.703475	7.415334	0.000128	0.009341	<i>PUP2</i>
ZBIST_3759	0.702956	7.850502	0.00071	0.024847	<i>RPN7</i>
ZBIST_3640	0.700191	8.539127	0.000197	0.011968	<i>TPM1</i>
ZBIST_2066	0.695669	7.217684	0.000183	0.011745	<i>PRE9</i>
ZBIST_0497	0.690589	6.350673	9.93E-05	0.008307	<i>N/A</i>
ZBIST_1694	0.688209	4.951063	0.000938	0.030654	<i>HIF1</i>
ZBIST_3545	0.680506	7.858802	0.000272	0.013711	<i>TRX3</i>
ZBIST_2312	0.679552	6.146251	0.000236	0.013376	<i>UMP1</i>
ZBIST_1116	0.676529	8.895813	0.001087	0.032709	<i>AHA1</i>
ZBIST_3835	0.675367	8.737428	0.000314	0.015351	<i>UBP6</i>
ZBIST_1054	0.668558	5.606677	0.000642	0.023633	<i>GAS4</i>

ZBIST_0166	0.662294	11.99097	0.000748	0.025804	<i>TAL1</i>
ZBIST_0917	0.651275	6.852576	0.000511	0.020351	<i>ETR1</i>
ZBIST_0240	0.647446	9.626318	0.000344	0.016051	<i>PRE3</i>
ZBIST_3184	0.645743	8.423683	0.000267	0.01371	<i>PRE4</i>
ZBIST_4146	0.644681	9.073926	0.000358	0.016051	<i>PRE8</i>
ZBIST_1042	0.64225	7.650646	0.00023	0.013376	<i>MDH2</i>
ZBIST_4561	0.6406	6.68176	0.000297	0.01482	<i>PBI2</i>
ZBIST_1401	0.637887	5.649649	0.00158	0.042627	<i>PBP4</i>
ZBIST_4136	0.62917	6.562976	0.001517	0.041147	<i>N/A</i>
ZBIST_1788	0.627305	6.842054	0.000347	0.016051	<i>SFC1</i>
ZBIST_0627	0.627006	7.48968	0.000442	0.018501	<i>PRE5</i>
ZBIST_2425	0.620848	8.833115	0.001839	0.04699	<i>INH1</i>
ZBIST_3289	0.62016	10.5511	0.000976	0.031477	<i>TSA1</i>
ZBIST_3398	0.618903	7.833489	0.000796	0.027062	<i>LEU2</i>
ZBIST_4458	0.618714	6.421148	0.00108	0.032709	<i>HMX1</i>
ZBIST_4777	0.618666	6.922905	0.0009	0.029604	<i>PCM1</i>
ZBIST_2729	0.617689	8.604434	0.0008	0.027062	<i>PEP4</i>
ZBIST_1306	0.614915	7.002255	0.001056	0.03257	<i>N/A</i>
ZBIST_1863	0.61462	7.279318	0.001025	0.032513	<i>DDP1</i>
ZBIST_3754	0.614468	8.299375	0.00051	0.020351	<i>PRE2</i>
ZBIST_4845	0.608561	6.890721	0.001108	0.032955	<i>GDB1</i>
ZBIST_3414	0.605542	9.865249	0.001282	0.036157	<i>CIT1</i>
ZBIST_4751	0.600567	7.646325	0.000567	0.021698	<i>N/A</i>
ZBIST_4004	0.592148	7.666518	0.00124	0.035793	<i>N/A</i>

⁽¹⁾ logFC - logarithm base 2 of fold change.

⁽²⁾ logCPM - logarithm base 2 of counts per million.

⁽³⁾ FDR - false discovery rate

Supplementary Table S4. Genes found to have decreased mRNA levels (downregulated) in the *Z. bailii* IST302 parental strain upon sudden exposure to copper stress compared with unstressed cells.

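The 69 genes of this table matched the deposited comparison of copper-treated with unstressed parental cells, with a median difference of 1.9e-07 in log2 fold change.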

<i>Z. bailii</i> ORF	logFC ⁽¹⁾	logCPM ⁽²⁾	PValue	FDR ⁽³⁾	<i>S. cerevisiae</i><br>Homologue
ZBIST_3690	-2.491078	3.404912	1.91E-06	0.00059	<i>ROX1</i>
ZBIST_0760	-1.539179	4.234835	0.000129	0.009341	<i>CWP1</i>
ZBIST_1699	-1.378345	2.754248	0.001047	0.032513	<i>N/A</i>
ZBIST_5023	-1.310158	3.935439	0.000638	0.023633	<i>N/A</i>
ZBIST_0460	-1.272329	4.349126	1.77E-05	0.002917	<i>YMR244W</i>
ZBIST_5106	-1.239531	5.754167	0.001738	0.045633	<i>FLO9</i>
ZBIST_4159	-1.190152	4.142995	8.38E-05	0.007517	<i>PHO84</i>
ZBIST_2058	-1.170935	5.869702	4.38E-06	0.001201	<i>N/A</i>
ZBIST_1804	-1.104149	3.886852	0.000478	0.019652	<i>ECM13</i>
ZBIST_4949	-1.096918	3.546996	0.000437	0.018501	<i>YLL058W</i>
ZBIST_1548	-1.09359	7.448134	7.52E-07	0.000251	<i>TYE7</i>
ZBIST_1422	-1.084702	6.401513	1.22E-05	0.002319	<i>TDA1</i>
ZBIST_1685	-0.992336	5.529813	0.000234	0.013376	<i>TPO1</i>
ZBIST_4879	-0.98178	3.883733	0.000423	0.018298	<i>MRPL23</i>
ZBIST_2308	-0.934719	7.816854	9.39E-06	0.002107	<i>YJL045W</i>
ZBIST_1185	-0.919892	5.629663	5.4E-05	0.005795	<i>PEX21</i>
ZBIST_0761	-0.918171	8.937998	0.000356	0.016051	<i>CWP1</i>
ZBIST_4547	-0.90965	7.1162	0.000153	0.010192	<i>SKS1</i>
ZBIST_0027	-0.886174	7.347084	8.7E-06	0.002045	<i>NCE103</i>
ZBIST_3315	-0.834658	4.331684	0.001186	0.034646	<i>PPM1</i>
ZBIST_0029	-0.831651	7.127222	1.14E-05	0.002319	<i>SGA1</i>
ZBIST_0957	-0.82429	4.262432	0.001403	0.038687	<i>GAL7</i>
ZBIST_2218	-0.817296	9.519184	2.41E-05	0.003715	<i>KAP123</i>
ZBIST_1394	-0.803572	6.559423	0.000133	0.009341	<i>STP3</i>
ZBIST_4152	-0.803144	4.891417	0.000537	0.02104	<i>RPM2</i>
ZBIST_1069	-0.797099	8.260316	0.000354	0.016051	<i>SHH4</i>
ZBIST_0039	-0.789851	4.594112	0.001993	0.04865	<i>N/A</i>
ZBIST_4518	-0.7897	10.01796	0.000145	0.00992	<i>MET5</i>
ZBIST_1711	-0.770768	7.868875	2.79E-05	0.004057	<i>ACO1</i>
ZBIST_3347	-0.7505	7.443105	6.69E-05	0.006519	<i>CLU1</i>
ZBIST_4345	-0.749022	4.490567	0.001257	0.036081	<i>N/A</i>
ZBIST_1471	-0.742067	8.546849	0.000134	0.009341	<i>MDN1</i>
ZBIST_0055	-0.740137	7.092795	0.000132	0.009341	<i>GCV2</i>
ZBIST_1359	-0.738042	4.886553	0.001851	0.04699	<i>DBP7</i>
ZBIST_5037	-0.730073	5.078289	0.001641	0.043776	<i>N/A</i>
ZBIST_0936	-0.726868	6.970738	4.59E-05	0.005268	<i>GCV1</i>
ZBIST_4702	-0.725025	6.257481	0.000105	0.008361	<i>UTP20</i>
ZBIST_3766	-0.72494	6.831222	5.39E-05	0.005795	<i>ACO1</i>
ZBIST_1164	-0.724331	8.522606	7.34E-05	0.006837	<i>ILV3</i>
ZBIST_3642	-0.719353	5.446743	0.000601	0.022808	<i>SWS2</i>
ZBIST_0397	-0.718796	6.887659	0.000254	0.013606	<i>N/A</i>
ZBIST_3001	-0.708622	9.439257	0.000258	0.013606	<i>FPR3</i>
ZBIST_0026	-0.702354	5.50702	0.000564	0.021698	<i>XPB1</i>
ZBIST_1148	-0.693706	9.743493	0.000247	0.013531	<i>LYS4</i>
ZBIST_1684	-0.690151	5.763054	0.00127	0.036157	<i>TPO1</i>
ZBIST_1883	-0.685681	10.62679	0.000626	0.023575	<i>GUA1</i>
ZBIST_3654	-0.677551	7.758127	0.000132	0.009341	<i>N/A</i>

ZBIST_3170	-0.666471	9.358127	0.000701	0.024722	<i>TPO1</i>
ZBIST_1815	-0.665541	9.324729	0.000438	0.018501	<i>CPA2</i>
ZBIST_1991	-0.660934	6.987743	0.000346	0.016051	<i>ARX1</i>
ZBIST_2019	-0.658772	8.962631	0.000849	0.028322	<i>URA2</i>
ZBIST_1562	-0.652377	7.237595	0.000367	0.016304	<i>CIR2</i>
ZBIST_0428	-0.651012	6.121197	0.000656	0.023826	<i>MET13</i>
ZBIST_2506	-0.648278	9.437488	0.000976	0.031477	<i>N/A</i>
ZBIST_3751	-0.647538	6.055744	0.000351	0.016051	<i>MRP13</i>
ZBIST_1323	-0.636426	5.260239	0.00183	0.04699	<i>DHR2</i>
ZBIST_3800	-0.631899	7.93665	0.000488	0.019905	<i>MDM38</i>
ZBIST_1793	-0.631475	5.762242	0.00081	0.027206	<i>RSM26</i>
ZBIST_4657	-0.628015	6.353684	0.000409	0.018006	<i>MEF1</i>
ZBIST_5089	-0.625066	7.936915	0.001043	0.032513	<i>YJL218W</i>
ZBIST_1629	-0.62465	6.352916	0.000564	0.021698	<i>YHL008C</i>
ZBIST_1593	-0.624037	6.193681	0.000647	0.023658	<i>BDH1</i>
ZBIST_3576	-0.619107	5.893617	0.001046	0.032513	<i>N/A</i>
ZBIST_2900	-0.618512	9.93386	0.00068	0.024314	<i>DBP2</i>
ZBIST_0152	-0.615632	6.064982	0.001044	0.032513	<i>MOT1</i>
ZBIST_3294	-0.599634	6.258729	0.001679	0.044553	<i>YML6</i>
ZBIST_0960	-0.58869	6.711126	0.001201	0.03488	<i>MAK5</i>
ZBIST_1211	-0.587005	5.980751	0.001279	0.036157	<i>WSC4</i>
ZBIST_0399	-0.585196	5.680414	0.001933	0.047825	<i>OXA1</i>

⁽¹⁾ logFC - logarithm base 2 of fold change.

⁽²⁾ logCPM - logarithm base 2 of counts per million.

⁽³⁾ FDR - false discovery rate

Supplementary Table S5. Genes found to be differently transcribed in the *Z. bailii* IST302 *Zbhaa1*Δ deletion mutant strain upon sudden exposure to acetic acid stress compared with unstressed cells.

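The 56 genes of this table matched the deposited comparison of the mutant with the parental strain, both in acetic acid, with a median difference of 2.4e-07 in log2 fold change.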

<i>Z. bailii</i><br>ORF	logFC ⁽¹⁾	logCPM ⁽²⁾	PValue	FDR ⁽³⁾	<i>S. cerevisiae</i><br>Homologue
**Upregulated**					
ZBIST_0204	1.476705	4.153203	1.9E-07	3.86E-05	N/A
**Downregulated**					
ZBIST_5080	-7.986856	2.263865	1E-21	1.63E-18	N/A
ZBIST_3442	-3.263627	3.121905	5.2E-16	4.23E-13	<i>HSP26</i>
ZBIST_0079	-2.870891	3.168154	1.42E-14	8.64E-12	<i>HSP26</i>
ZBIST_2178	-2.478658	3.336569	6.06E-13	3.29E-10	<i>RSB1</i>
ZBIST_5053	-2.469447	2.664852	5E-10	1.75E-07	<i>HNMI</i>
ZBIST_0509	-2.458453	6.524974	2.59E-20	3.16E-17	<i>YGP1</i>
ZBIST_5112	-2.331458	5.98819	4.6E-29	2.25E-25	<i>ARR3</i>
ZBIST_5070	-2.18158	6.221575	1.11E-16	1.09E-13	N/A
ZBIST_5079	-2.086189	5.950721	4.45E-26	1.09E-22	<i>GCN4</i>
ZBIST_0039	-1.969667	5.016251	6.79E-11	3.02E-08	N/A
ZBIST_0882	-1.787714	4.372702	1.42E-09	4.61E-07	<i>YPS1</i>
ZBIST_0021	-1.712602	3.564914	2.8E-09	7.59E-07	<i>MMF1</i>
ZBIST_3849	-1.686646	1.643488	0.000338	0.031168	<i>PES4</i>
ZBIST_0876	-1.668071	8.781414	1.13E-10	4.6E-08	N/A
ZBIST_3445	-1.654336	4.503259	6.24E-07	0.000113	<i>FDH1</i>
ZBIST_4572	-1.541931	7.712364	1.24E-05	0.00163	N/A
ZBIST_3873	-1.53614	6.883699	2.41E-15	1.68E-12	N/A
ZBIST_5088	-1.524608	3.906084	2.99E-08	7.31E-06	<i>LDH1</i>
ZBIST_4502	-1.505274	2.412688	5.12E-05	0.006255	N/A
ZBIST_2471	-1.404556	3.748578	2.34E-06	0.000346	<i>ICL1</i>
ZBIST_4629	-1.257344	5.806797	1.8E-09	5.51E-07	<i>GRE2</i>
ZBIST_2207	-1.243973	6.261368	1.28E-10	4.82E-08	<i>SSA3</i>
ZBIST_0952	-1.226176	7.454023	1.09E-11	5.31E-09	N/A
ZBIST_4116	-1.223841	5.253957	3.69E-08	8.2E-06	<i>HSP42</i>
ZBIST_3490	-1.189855	6.005717	1.83E-08	4.7E-06	N/A
ZBIST_5024	-1.169729	8.349976	0.000247	0.024618	N/A
ZBIST_5037	-1.169383	4.712592	6.66E-08	1.41E-05	N/A
ZBIST_0459	-1.155203	3.768179	0.00013	0.015445	<i>HSP30</i>
ZBIST_1688	-1.139639	6.860312	2.51E-09	7.22E-07	<i>HSP104</i>
ZBIST_2833	-1.081446	9.795639	0.000349	0.031534	<i>TPI1</i>
ZBIST_0421	-1.048565	6.037377	3.19E-08	7.41E-06	N/A
ZBIST_2933	-1.014917	7.809033	6.7E-07	0.000117	N/A
ZBIST_4738	-0.997875	3.54495	0.000324	0.030438	<i>YAT1</i>
ZBIST_2514	-0.994742	8.350185	4.81E-06	0.000671	<i>PLB1</i>
ZBIST_0481	-0.98036	5.805412	5.68E-07	0.000107	<i>HRK1</i>
ZBIST_0124	-0.970684	6.87176	1.74E-06	0.000273	N/A
ZBIST_4323	-0.934356	5.886604	3.03E-06	0.000436	<i>GLK1</i>
ZBIST_4280	-0.927754	10.10438	4.93E-07	9.64E-05	<i>GOR1</i>
ZBIST_0507	-0.921902	5.768434	8.15E-07	0.000137	<i>YHR138C</i>
ZBIST_1394	-0.881956	5.540432	0.000154	0.017942	<i>STP3</i>
ZBIST_2094	-0.875952	4.180935	0.000198	0.021059	<i>TDA10</i>
ZBIST_4760	-0.870058	6.255107	2.38E-05	0.003062	<i>HSP78</i>
ZBIST_4004	-0.841489	7.296186	8.89E-07	0.000145	N/A
ZBIST_4902	-0.839228	8.604444	1.79E-06	0.000274	<i>MDH1</i>

ZBIST_2390	-0.82831	4.329719	0.000393	0.03485	<i>N/A</i>
ZBIST_0953	-0.812309	8.628359	9.51E-06	0.00129	<i>YRO2</i>
ZBIST_4813	-0.803163	5.223046	0.000164	0.018578	<i>N/A</i>
ZBIST_2306	-0.76455	8.368161	4.01E-05	0.005021	<i>MCR1</i>
ZBIST_3338	-0.760548	5.80843	0.000168	0.018595	<i>GIS4</i>
ZBIST_5106	-0.710354	6.061615	0.000471	0.041091	<i>FLO9</i>
ZBIST_4164	-0.67082	7.645535	0.000282	0.027512	<i>MSK1</i>
ZBIST_2304	-0.667887	9.629546	0.00024	0.024409	<i>GPM1</i>
ZBIST_5089	-0.652107	7.780816	0.000195	0.021059	<i>YJL218W</i>
ZBIST_1061	-0.631945	6.954371	0.000203	0.021135	<i>N/A</i>
ZBIST_3423	-0.614624	10.10594	0.000322	0.030438	<i>PGK1</i>

⁽¹⁾ logFC - logarithm base 2 of fold change.

⁽²⁾ logCPM - logarithm base 2 of counts per million.

⁽³⁾ FDR - false discovery rate

Supplementary Table S6. Genes found to have increased mRNA levels (upregulated) in the *Z. bailii* IST302 *Zbhaa1Δ* deletion mutant strain upon sudden exposure to copper stress compared with unstressed cells.

**Z. bailii ORF**	**logFC ⁽¹⁾**	**logCPM ⁽²⁾**	**PValue**	**FDR ⁽³⁾**	**S. cerevisiae Homologue**
ZBIST_2394	4.735609	3.441181	3.68E-08	6.72E-06	N/A
ZBIST_3442	4.537616	6.742882	0.00203	0.01206	HSP26
ZBIST_2207	4.497837	10.55207	4.32E-08	7.15E-06	SSA3
ZBIST_4116	3.833779	8.497837	2.6E-11	4.28E-08	HSP42
ZBIST_2632	3.793412	7.795285	2.46E-12	6.06E-09	BUL1
ZBIST_1688	3.396051	9.570637	6.33E-11	5.72E-08	HSP104
ZBIST_0755	3.232027	8.638836	4.99E-10	2.46E-07	BTN2
ZBIST_2935	3.152912	7.329704	1.21E-10	7.89E-08	YNL134C
ZBIST_4760	3.123977	8.028222	1.65E-10	9.07E-08	HSP78
ZBIST_3334	3.099709	3.090993	4.65E-06	0.000144	HSP26
ZBIST_1117	2.913124	8.002648	5.21E-11	5.72E-08	N/A
ZBIST_0711	2.805683	11.78763	7.6E-10	3.12E-07	OYE2
ZBIST_3403	2.734361	7.828423	1.28E-10	7.89E-08	SIS1
ZBIST_1918	2.67154	10.25961	4.62E-09	1.56E-06	N/A
ZBIST_0079	2.630277	5.010635	9.04E-09	2.25E-06	HSP26
ZBIST_1232	2.435391	6.740498	9.11E-09	2.25E-06	N/A
ZBIST_4078	2.40922	7.50622	4.84E-09	1.56E-06	OYE2
ZBIST_0817	2.180154	7.770947	1.44E-07	1.62E-05	N/A
ZBIST_2864	2.154132	10.75971	1.82E-08	3.46E-06	N/A
ZBIST_5024	2.127518	8.782049	5.38E-09	1.56E-06	N/A
ZBIST_4542	2.115575	9.680142	5.1E-09	1.56E-06	UBI4
ZBIST_2242	2.094771	5.933502	1.17E-07	1.51E-05	N/A
ZBIST_0127	2.032733	4.043427	2.71E-05	0.000441	MUM2
ZBIST_2860	2.005756	2.592707	0.000354	0.003079	N/A
ZBIST_2575	1.997149	10.56222	3.51E-07	2.88E-05	HSP12
ZBIST_2002	1.98423	9.547046	1.67E-08	3.46E-06	YDR109C
ZBIST_1116	1.956792	10.50766	3.77E-07	3.01E-05	AHA1
ZBIST_1072	1.947218	2.006689	0.006934	0.029608	PUS5
ZBIST_3841	1.916712	5.951889	3.78E-06	0.000128	N/A
ZBIST_1181	1.915002	2.620495	0.005524	0.02518	N/A
ZBIST_0204	1.909467	5.008929	1.44E-06	7.02E-05	N/A
ZBIST_1951	1.908882	2.22794	0.004322	0.021169	TPP1
ZBIST_2663	1.848951	8.393176	4.49E-08	7.15E-06	CPR6
ZBIST_1495	1.840406	5.773221	2.06E-06	8.54E-05	N/A
ZBIST_4758	1.836568	8.561062	1.35E-07	1.55E-05	STI1
ZBIST_1475	1.83255	5.806349	8.37E-07	4.86E-05	N/A
ZBIST_3175	1.81305	7.889067	1.28E-06	6.33E-05	FLR1
ZBIST_5055	1.7869	1.783326	0.00883	0.036109	N/A
ZBIST_2634	1.765765	11.03445	1.5E-06	7.24E-05	N/A
ZBIST_2658	1.756144	4.392325	2.77E-05	0.000445	NUS1
ZBIST_2103	1.753879	3.986236	2.14E-05	0.000379	REC102
ZBIST_4640	1.750958	9.426502	3.82E-08	6.74E-06	YML131W
ZBIST_4140	1.747704	10.14622	4.36E-07	3.21E-05	ERO1
ZBIST_0065	1.742768	13.55171	1.24E-06	6.33E-05	HSP82
ZBIST_0577	1.735395	3.703421	0.001284	0.008252	OYE2
ZBIST_4946	1.72891	9.013596	1.01E-07	1.38E-05	N/A
ZBIST_1233	1.722248	4.213365	0.00013	0.001394	N/A

ZBIST_0460	1.715782	4.663749	0.004269	0.021052	<i>YMR244W</i>
ZBIST_2184	1.715101	8.192608	1.23E-07	1.51E-05	<i>N/A</i>
ZBIST_1119	1.708425	5.010376	1.98E-06	8.49E-05	<i>ADR1</i>
ZBIST_1003	1.702689	10.03546	2.82E-06	0.000111	<i>HCH1</i>
ZBIST_3678	1.672121	7.06437	2.74E-07	2.42E-05	<i>FES1</i>
ZBIST_1666	1.66931	5.59481	3.63E-06	0.000128	<i>BYE1</i>
ZBIST_1305	1.668094	6.064781	3.24E-06	0.000124	<i>PCL5</i>
ZBIST_4767	1.654308	5.352608	5.62E-06	0.000164	<i>JLP1</i>
ZBIST_0459	1.653936	4.391759	3.08E-05	0.000481	<i>HSP30</i>
ZBIST_3637	1.650548	5.83325	0.000266	0.002445	<i>APJ1</i>
ZBIST_3176	1.650545	4.23245	3.19E-05	0.000492	<i>FLR1</i>
ZBIST_4186	1.649317	3.76751	6.58E-05	0.000822	<i>MTQ1</i>
ZBIST_3458	1.648551	2.523064	0.011746	0.044946	<i>N/A</i>
ZBIST_0694	1.633097	4.383257	6.04E-05	0.00077	<i>DNA2</i>
ZBIST_2390	1.626307	5.265923	3.63E-06	0.000128	<i>N/A</i>
ZBIST_4106	1.608251	6.89913	3.59E-06	0.000128	<i>CDC37</i>
ZBIST_4472	1.607641	5.671176	3.03E-05	0.000478	<i>ATG9</i>
ZBIST_0230	1.5943	8.382521	1.06E-07	1.41E-05	<i>CYR1</i>
ZBIST_3646	1.579006	4.115607	2.5E-05	0.000414	<i>MCH2</i>
ZBIST_1476	1.5649	14.37514	5.97E-05	0.000763	<i>AHP1</i>
ZBIST_1073	1.557004	6.096352	2.04E-07	2.1E-05	<i>SCC2</i>
ZBIST_0452	1.552373	6.337516	6.58E-06	0.000175	<i>GAD1</i>
ZBIST_0843	1.552229	5.730943	4.07E-06	0.000134	<i>N/A</i>
ZBIST_0988	1.524586	3.077792	0.001652	0.010167	<i>PAC11</i>
ZBIST_1692	1.521454	13.61661	1.13E-05	0.000251	<i>SSA1</i>
ZBIST_4493	1.516639	6.33768	7.37E-07	4.49E-05	<i>MCA1</i>
ZBIST_4131	1.510053	4.365167	0.000138	0.001447	<i>YPL088W</i>
ZBIST_2751	1.506605	6.116743	7.32E-07	4.49E-05	<i>N/A</i>
ZBIST_3260	1.491718	3.058978	0.000957	0.006625	<i>GAC1</i>
ZBIST_0142	1.486281	5.336822	1.59E-05	0.000319	<i>YPC1</i>
ZBIST_1150	1.482558	5.025415	1.39E-05	0.000293	<i>PRP42</i>
ZBIST_2033	1.475516	3.966686	0.00015	0.001541	<i>N/A</i>
ZBIST_0634	1.475443	9.555684	5.88E-06	0.000168	<i>MBF1</i>
ZBIST_3835	1.471328	9.977299	2.21E-06	9.08E-05	<i>UBP6</i>
ZBIST_1108	1.469838	5.741905	5.44E-06	0.000161	<i>UME6</i>
ZBIST_1180	1.469425	2.401819	0.005929	0.026437	<i>N/A</i>
ZBIST_4185	1.45297	10.37058	8.71E-07	5E-05	<i>YDJ1</i>
ZBIST_1997	1.446515	4.300905	0.000128	0.001379	<i>ISC10</i>
ZBIST_4379	1.444531	6.770743	7.77E-06	0.000195	<i>N/A</i>
ZBIST_1704	1.442053	4.868824	9.17E-06	0.000218	<i>SUA7</i>
ZBIST_1446	1.441756	3.138624	0.001887	0.01136	<i>FKS3</i>
ZBIST_4332	1.440385	5.705745	0.000117	0.001272	<i>SPS1</i>
ZBIST_5063	1.432575	7.113773	5.26E-06	0.000158	<i>PDC1</i>
ZBIST_0500	1.424096	8.761389	1.13E-06	5.96E-05	<i>N/A</i>
ZBIST_4708	1.421512	7.125672	1.02E-06	5.56E-05	<i>NTH2</i>
ZBIST_4305	1.42139	8.032455	0.000178	0.001792	<i>FRM2</i>
ZBIST_1891	1.413	7.300234	3.41E-07	2.88E-05	<i>GRE3</i>
ZBIST_1670	1.405639	6.312882	3.29E-06	0.000125	<i>HSE1</i>
ZBIST_3965	1.404185	6.615267	2.47E-05	0.000413	<i>AHC1</i>
ZBIST_0764	1.403883	6.280386	1.03E-06	5.56E-05	<i>N/A</i>

ZBIST_2054	1.403227	5.026433	1.9E-05	0.000353	<i>BTS1</i>
ZBIST_1817	1.402183	4.162136	0.000169	0.001714	<i>CCP1</i>
ZBIST_4636	1.396004	10.32645	5.44E-05	0.000714	<i>N/A</i>
ZBIST_1805	1.391039	2.633413	0.010111	0.040216	<i>N/A</i>
ZBIST_0375	1.386236	5.725822	1.69E-06	7.79E-05	<i>UBC13</i>
ZBIST_5069	1.380892	4.327524	9.56E-05	0.001092	<i>IMA2</i>
ZBIST_0891	1.372781	4.219426	0.000217	0.002066	<i>SLD2</i>
ZBIST_0650	1.368679	6.509912	1.84E-06	8.35E-05	<i>UBX5</i>
ZBIST_0264	1.363887	7.19578	2.85E-06	0.000112	<i>SNX4</i>
ZBIST_2108	1.362448	6.531756	3.81E-05	0.000559	<i>COS111</i>
ZBIST_1978	1.359489	7.684441	2.57E-06	0.000103	<i>N/A</i>
ZBIST_1936	1.358765	4.931003	8.34E-05	0.000973	<i>PAH1</i>
ZBIST_0877	1.349623	10.69806	4.66E-06	0.000144	<i>SBA1</i>
ZBIST_2729	1.349586	9.733275	7.77E-07	4.68E-05	<i>PEP4</i>
ZBIST_2537	1.342507	6.132603	1.12E-05	0.000251	<i>N/A</i>
ZBIST_4925	1.341111	6.316044	4.48E-06	0.000143	<i>YPL088W</i>
ZBIST_2791	1.323654	3.362079	0.003627	0.018707	<i>LGE1</i>
ZBIST_2107	1.323048	6.452252	0.000242	0.002267	<i>FRE3</i>
ZBIST_2787	1.322455	2.971705	0.007528	0.03168	<i>N/A</i>
ZBIST_4652	1.316835	5.956081	6.15E-06	0.000171	<i>OTU1</i>
ZBIST_3336	1.307014	6.789588	0.000395	0.003317	<i>YAP1</i>
ZBIST_4196	1.306751	3.839731	0.000881	0.006275	<i>VAC7</i>
ZBIST_3014	1.305183	3.332671	0.002883	0.015708	<i>N/A</i>
ZBIST_2309	1.303938	6.256014	4.84E-06	0.000147	<i>NPL4</i>
ZBIST_3199	1.300126	3.29903	0.00309	0.016615	<i>HAP2</i>
ZBIST_0712	1.299036	4.511308	0.000291	0.002612	<i>OYE2</i>
ZBIST_1789	1.297468	5.328571	3.22E-05	0.000495	<i>YJR096W</i>
ZBIST_2434	1.295249	7.78691	1.51E-06	7.24E-05	<i>YDL124W</i>
ZBIST_5084	1.292767	5.210335	0.000137	0.001436	<i>DUR1,2</i>
ZBIST_2788	1.286729	3.974309	0.002857	0.01558	<i>N/A</i>
ZBIST_1619	1.286628	2.876789	0.012504	0.047064	<i>N/A</i>
ZBIST_2340	1.285568	9.652606	1.98E-06	8.49E-05	<i>ZWF1</i>
ZBIST_3697	1.28504	4.749232	0.000112	0.001238	<i>N/A</i>
ZBIST_3256	1.284666	5.563958	1.04E-05	0.000236	<i>YLR278C</i>
ZBIST_2486	1.28449	10.44328	2.57E-05	0.000422	<i>PRB1</i>
ZBIST_2971	1.280368	4.371121	0.000217	0.002066	<i>N/A</i>
ZBIST_2609	1.279749	7.864173	9.09E-07	5.16E-05	<i>RPN11</i>
ZBIST_1699	1.270303	2.668113	0.012271	0.046448	<i>N/A</i>
ZBIST_4777	1.264556	7.989449	6.27E-06	0.000171	<i>PCM1</i>
ZBIST_3423	1.263141	11.64225	1.98E-05	0.000366	<i>PGK1</i>
ZBIST_2752	1.258318	4.099779	0.002571	0.014522	<i>N/A</i>
ZBIST_4751	1.25697	8.701161	1.12E-06	5.93E-05	<i>N/A</i>
ZBIST_2191	1.252929	8.387995	1.28E-06	6.33E-05	<i>ROG1</i>
ZBIST_3584	1.24204	4.492477	0.000425	0.003497	<i>N/A</i>
ZBIST_4541	1.240726	6.911572	2.27E-06	9.17E-05	<i>ECM29</i>
ZBIST_2985	1.238917	3.943014	0.000861	0.006186	<i>FLR1</i>
ZBIST_3283	1.230826	5.11188	3.61E-05	0.00054	<i>RAD52</i>
ZBIST_0087	1.228989	6.138748	1.87E-05	0.000351	<i>N/A</i>
ZBIST_4570	1.226286	5.347086	0.000829	0.005998	<i>SDS3</i>
ZBIST_0569	1.223297	6.459152	4.56E-06	0.000144	<i>DOA1</i>

ZBIST_0454	1.220134	7.577184	2.12E-05	0.000379	N/A
ZBIST_2142	1.215675	10.10385	1.66E-05	0.000325	RPT5
ZBIST_0267	1.214353	10.70896	6.08E-05	0.000771	KAR2
ZBIST_4339	1.212713	6.726943	4.44E-06	0.000143	APA1
ZBIST_5004	1.20861	10.30016	4.65E-05	0.000641	DSK2
ZBIST_1183	1.206055	5.355433	4.22E-05	0.000597	KEL1
ZBIST_3052	1.204935	3.018179	0.006153	0.027142	N/A
ZBIST_4108	1.203111	2.850921	0.006014	0.026671	STB3
ZBIST_4198	1.201236	5.309339	3.84E-05	0.000561	N/A
ZBIST_3181	1.198382	3.86134	0.000631	0.004834	HFM1
ZBIST_0507	1.198249	7.008277	0.000112	0.001238	YHR138C
ZBIST_3859	1.196542	5.21854	6.3E-05	0.000793	N/A
ZBIST_3431	1.19592	5.468244	4.91E-05	0.000665	GLC3
ZBIST_4846	1.19528	3.775312	0.00205	0.012133	ATG13
ZBIST_0049	1.195158	6.498732	2.5E-05	0.000414	POX1
ZBIST_4205	1.193766	6.056358	7.61E-06	0.000193	PFK26
ZBIST_3182	1.193506	5.063442	0.000201	0.001951	N/A
ZBIST_3355	1.190595	4.343592	0.000191	0.001872	N/A
ZBIST_0114	1.1869	5.58621	2.67E-05	0.000434	N/A
ZBIST_1608	1.185624	5.526653	4.02E-05	0.00058	SIA1
ZBIST_0648	1.185276	7.001119	4.04E-06	0.000134	KSP1
ZBIST_0056	1.184813	6.857343	1.96E-05	0.000364	N/A
ZBIST_0362	1.181762	4.762845	0.000219	0.002078	N/A
ZBIST_4903	1.181172	6.032266	1.42E-05	0.000294	SRX1
ZBIST_1322	1.179541	6.081734	1.82E-05	0.000343	STL1
ZBIST_3337	1.178453	4.719807	0.000166	0.001692	SIP1
ZBIST_3582	1.177949	6.049472	4.12E-05	0.000586	N/A
ZBIST_4876	1.174896	6.113995	0.000322	0.002856	N/A
ZBIST_3729	1.173835	3.95561	0.001021	0.006943	N/A
ZBIST_5008	1.165315	6.58597	8.57E-06	0.000206	SAM4
ZBIST_0412	1.164152	7.922005	7.77E-06	0.000195	YGL114W
ZBIST_1680	1.162192	4.004882	0.001237	0.008003	YJU2
ZBIST_3272	1.160149	5.145334	2.87E-05	0.000459	SPP41
ZBIST_3486	1.158008	5.537106	4.68E-05	0.000642	DDI1
ZBIST_1368	1.158001	4.359342	0.0009	0.006373	STU2
ZBIST_4970	1.147932	5.41582	6.33E-05	0.000796	MPE1
ZBIST_2573	1.145123	6.780664	5.37E-06	0.00016	MDJ1
ZBIST_0486	1.141895	7.696326	6.07E-06	0.00017	RPN8
ZBIST_1661	1.141628	7.77617	3.78E-06	0.000128	VPS1
ZBIST_2290	1.138336	4.352519	0.00062	0.004764	RAD14
ZBIST_4845	1.138305	7.863744	4.63E-05	0.00064	GDB1
ZBIST_1683	1.136788	6.710411	1.35E-05	0.000288	N/A
ZBIST_4919	1.132252	6.487513	5.12E-05	0.000685	GTT1
ZBIST_2069	1.132017	9.604032	2.09E-05	0.000379	N/A
ZBIST_2083	1.12826	6.007552	6.94E-05	0.000844	N/A
ZBIST_4031	1.127286	9.039378	1.33E-05	0.000283	APE2
ZBIST_0956	1.127183	5.666557	9.03E-05	0.001044	GAL10
ZBIST_0699	1.127125	5.268499	0.000248	0.002312	MTG2
ZBIST_4107	1.122534	6.365548	2.11E-05	0.000379	N/A
ZBIST_1285	1.122333	6.762762	3.36E-05	0.000508	YDR306C

ZBIST_0962	1.118139	5.500752	0.000129	0.001388	N/A
ZBIST_3801	1.117283	4.078986	0.001615	0.009979	YAP5
ZBIST_2844	1.1169	6.198641	6.81E-05	0.00084	CDC34
ZBIST_1507	1.116212	3.240276	0.005261	0.024361	PEX15
ZBIST_0091	1.114098	4.099397	0.003403	0.017832	HOT1
ZBIST_1823	1.109452	9.426093	3.82E-05	0.000559	HSP150
ZBIST_0485	1.109194	5.20705	0.000281	0.002544	GPN3
ZBIST_4534	1.108018	7.029402	9.67E-06	0.000226	YML082W
ZBIST_3444	1.10694	5.863529	1.57E-05	0.000317	ROX3
ZBIST_3817	1.105527	6.387537	1.74E-05	0.000332	CAT5
ZBIST_2608	1.103639	5.911858	0.000211	0.002032	YPI1
ZBIST_0944	1.100737	4.218058	0.000938	0.006538	N/A
ZBIST_3270	1.096293	6.179137	9.99E-05	0.001139	PDR8
ZBIST_1995	1.09391	3.626032	0.011625	0.044603	DMC1
ZBIST_4041	1.09155	8.784983	0.000106	0.001192	INM2
ZBIST_0357	1.090669	10.30564	2.37E-05	0.000408	YIM1
ZBIST_2423	1.090586	5.592835	6.3E-05	0.000793	CDC53
ZBIST_1556	1.089337	5.496913	7E-05	0.000845	SOG2
ZBIST_2065	1.088423	5.404241	5.4E-05	0.000711	N/A
ZBIST_2338	1.087847	7.067163	6.32E-06	0.000171	ATG2
ZBIST_4550	1.08778	6.196545	2.12E-05	0.000379	SUV3
ZBIST_4448	1.086365	4.423066	0.000906	0.006378	N/A
ZBIST_4973	1.080349	4.107527	0.001731	0.010547	PEX12
ZBIST_4420	1.077925	8.520287	1.16E-05	0.000257	RPN3
ZBIST_3791	1.076942	3.575547	0.005569	0.02531	IST3
ZBIST_0489	1.07686	8.116464	1.17E-05	0.000257	RPT4
ZBIST_0564	1.074802	7.256318	6.32E-06	0.000171	MOG1
ZBIST_1952	1.070525	8.66532	1.41E-05	0.000293	RPN6
ZBIST_3157	1.070061	7.263754	1.54E-05	0.000313	ARE2
ZBIST_3367	1.067938	3.040889	0.011171	0.043317	N/A
ZBIST_3432	1.066734	5.960729	2.62E-05	0.000428	UBC8
ZBIST_4772	1.066101	5.557969	5.5E-05	0.000719	MDL2
ZBIST_3063	1.065862	5.425103	0.000137	0.001436	PXA2
ZBIST_4150	1.065362	7.261306	1.88E-05	0.000351	MSC1
ZBIST_4566	1.065322	4.707913	0.000303	0.002721	CAB2
ZBIST_4875	1.065003	4.890746	0.000887	0.006303	PDR15
ZBIST_3598	1.063415	5.122393	6.83E-05	0.000841	N/A
ZBIST_0281	1.063016	11.09958	4.04E-05	0.000581	SSE1
ZBIST_0451	1.061713	11.05682	0.0007	0.005264	N/A
ZBIST_4731	1.06036	3.600235	0.006883	0.029488	ERP3
ZBIST_0197	1.049057	4.768983	0.001621	0.00999	MID2
ZBIST_0189	1.046522	6.500741	0.000181	0.001812	ERV1
ZBIST_0090	1.042073	9.796364	0.000248	0.002312	DDR48
ZBIST_3328	1.034221	7.107578	4.48E-05	0.000623	RPN9
ZBIST_0381	1.034122	5.067324	0.001086	0.007295	RAD4
ZBIST_2302	1.032868	6.805768	0.000142	0.00148	MHP1
ZBIST_0626	1.032835	5.353757	0.000207	0.002005	TGL3
ZBIST_0046	1.031596	5.890801	0.000724	0.005401	AYR1
ZBIST_2702	1.029577	7.984296	0.00013	0.001396	WTM2
ZBIST_2768	1.028129	4.973052	0.004231	0.020999	SSN3

ZBIST_4890	1.027394	5.710165	0.000163	0.001671	<i>SHE9</i>
ZBIST_3830	1.025942	5.165765	0.000485	0.003922	<i>N/A</i>
ZBIST_3891	1.025886	3.373336	0.013141	0.04899	<i>PRP18</i>
ZBIST_4899	1.025036	5.248077	0.000136	0.001436	<i>N/A</i>
ZBIST_0958	1.022628	7.187338	0.000131	0.001402	<i>RPT2</i>
ZBIST_2628	1.021657	10.18311	3.67E-05	0.000545	<i>SSC1</i>
ZBIST_2674	1.014535	4.327088	0.001692	0.010376	<i>PTP2</i>
ZBIST_3914	1.013292	6.668583	5E-05	0.000673	<i>RFA1</i>
ZBIST_0576	1.011021	4.179004	0.005052	0.023773	<i>FLR1</i>
ZBIST_1973	1.008021	5.429654	0.005194	0.024251	<i>N/A</i>
ZBIST_4264	1.007063	4.548944	0.002695	0.01498	<i>UFD1</i>
ZBIST_3967	1.00664	6.715181	0.000182	0.001812	<i>MAM3</i>
ZBIST_4923	1.00634	5.602741	0.000134	0.001421	<i>YPL088W</i>
ZBIST_3633	1.005674	8.686517	3.53E-05	0.00053	<i>PRE1</i>
ZBIST_1895	1.00532	4.877416	0.000481	0.003903	<i>KIC1</i>
ZBIST_0943	1.004866	6.173568	0.002818	0.015456	<i>ADH1</i>
ZBIST_3566	1.004587	3.35119	0.010907	0.04249	<i>GIP2</i>
ZBIST_1622	1.002605	7.511763	1.28E-05	0.000275	<i>YEA6</i>
ZBIST_0081	1.000765	6.902877	2.29E-05	0.000398	<i>CET1</i>
ZBIST_2865	1.000375	5.777794	4.67E-05	0.000642	<i>STU1</i>
ZBIST_0907	0.999901	4.895078	0.000914	0.006427	<i>TCO89</i>
ZBIST_3806	0.99861	4.356094	0.000933	0.006513	<i>ARO10</i>
ZBIST_2473	0.9979	7.838835	3.81E-05	0.000559	<i>N/A</i>
ZBIST_4223	0.99512	8.104422	0.000688	0.005193	<i>SHP1</i>
ZBIST_4980	0.994264	6.460523	6.96E-05	0.000844	<i>UBC7</i>
ZBIST_0320	0.993592	7.493613	2.24E-05	0.000392	<i>SMF2</i>
ZBIST_0502	0.99294	4.692785	0.004744	0.022736	<i>YPL088W</i>
ZBIST_2280	0.981474	6.722636	0.000226	0.002146	<i>N/A</i>
ZBIST_4795	0.978728	5.334658	0.000751	0.005573	<i>MSN4</i>
ZBIST_0971	0.977088	3.96282	0.010095	0.040186	<i>SPP381</i>
ZBIST_3043	0.976549	7.014565	3.03E-05	0.000478	<i>YKT6</i>
ZBIST_1085	0.976535	8.280456	2.39E-05	0.000409	<i>CCT6</i>
ZBIST_4184	0.973408	4.12423	0.002832	0.015514	<i>QDR2</i>
ZBIST_2445	0.973315	8.192977	3.82E-05	0.000559	<i>RPN2</i>
ZBIST_2158	0.972644	6.864717	6.68E-05	0.000831	<i>YPS1</i>
ZBIST_2289	0.972394	6.790971	2.46E-05	0.000413	<i>VPS27</i>
ZBIST_1684	0.972056	5.958256	0.000362	0.003113	<i>TPO1</i>
ZBIST_2431	0.971596	11.87561	0.000238	0.002232	<i>CDC48</i>
ZBIST_1043	0.971201	7.880966	4.53E-05	0.000628	<i>N/A</i>
ZBIST_3702	0.968965	5.457538	0.00011	0.001226	<i>MED1</i>
ZBIST_4370	0.967627	7.794746	3.15E-05	0.000488	<i>RPT6</i>
ZBIST_4146	0.967215	9.949836	5.2E-05	0.00069	<i>PRE8</i>
ZBIST_4715	0.967007	5.219621	0.000231	0.002177	<i>RAD57</i>
ZBIST_2833	0.961232	10.63748	0.000199	0.001936	<i>TPI1</i>
ZBIST_0214	0.958479	6.123439	4.72E-05	0.000646	<i>UBR2</i>
ZBIST_3659	0.956693	4.164258	0.006676	0.028993	<i>N/A</i>
ZBIST_3754	0.956634	9.156187	3.93E-05	0.000572	<i>PRE2</i>
ZBIST_0126	0.956316	7.867352	0.000146	0.00151	<i>UBP14</i>
ZBIST_2512	0.956203	6.4297	4.32E-05	0.000606	<i>TAF4</i>
ZBIST_2650	0.952364	4.091195	0.003575	0.018518	<i>ROG1</i>

How the deposited data were processed for this re-analysis (not part of the article)

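RNA of 18 cultures was sequenced, with 3 libraries for each of 6 groups: the parental strain and the Zbhaa1 deletion mutant, unstressed, with 140 mM acetic acid or with 0.08 mM copper for 1 hour at pH 4.0. The authors aligned the reads with STAR 2.5.2a, counted them per gene with HTSeq, kept genes above a minimum CPM, and compared groups with edgeR after TMM scaling. The log2 fold changes and the average log2 CPM are the values that the authors deposited from those comparisons. The FDR values were also made by the authors with edgeR and deposited with the same tables. The 6 tables hold genes with an FDR below 0.05 and a fold change of at least 1.5 and no other genes.

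From these tables, genes were counted per direction and per gene list, and overlaps of lists were tested with a one-sided Fisher's exact test. The number of genes tested was recovered from the p-values of the supplementary tables and the authors' FDR, for the first 3 genes whose FDR values are distinct. The level of each group was recovered from the log2 fold change and the average log2 CPM of a gene, with equal weight for both groups. Sums of log2 fold changes over 2 comparisons give the mutant under stress against unstressed parental cells. Differences between log2 fold changes were tested with an approximate z test, with standard errors implied by the FDR taken as a p-value, which makes them larger than the true ones. Comparisons that share libraries were simulated 1000 times with no effect, and, chosen after the results had been seen, at the stricter thresholds too. Each simulated list held as many genes as the real one, all of them noise. The 27 gene lists come from general knowledge of S. cerevisiae genes without a database release, 2 of them from the paper's results, and hold only ORFs named in the paper's tables. The direction of these lists was tested with a two-sided Fisher's exact test against the other listed genes, for lists with at least 5 listed members, and 54 tests were adjusted together with the Benjamini-Hochberg method.

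Gene names are those of S. cerevisiae homologues in the paper's tables. The genes named are the 12 largest changes with a named homologue in each direction and comparison, the 5 largest whatever their name, each gene the paper names, and 2 to 4 members of each gene list. The values of the supplementary tables had been seen when this rule was written. The comparison of acid-treated with unstressed mutant cells was taken from its table's name. The reference annotation was used to find which genes share a contig, and 296 of 297, 189 of 190, 55 of 56, 1298 of 1301, 268 of 268 and 13 of 14 listed genes were found in it.

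The calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. They were tested on simulated data. Of 2000 pairs of random lists of the sizes of the acetic acid and copper overlaps among 4900 genes, 4.0% and 3.3% had p below 0.05. Of 7080 simulated genes with no difference between the strains' acid responses, 3.64% had an unadjusted p below 0.05 in the z test. Of 6549 with a log2 fold change 2.5 times larger in 1 strain, and above 1 in size in the other, 98.9% did. These shares are before adjustment, so they do not give the power of the adjusted test or that for smaller differences. The simulation also gave an effect to a larger share of genes than was listed here. Taking FDR as p thus enlarged its standard errors less than those of the deposited comparisons, and the shares do not carry over to them. The depth of single libraries was not used here, so no interval from counting error can be given, and no values per library were analysed here.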

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

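The tests on short contigs, levels and same signs, the simulations at stricter thresholds, and those of the mutant's difference from the parental strain between conditions, were chosen after the results had been seen. For the mutant in acetic acid against unstressed mutant cells, a comparison known by its table's name, the authors' deposited table lists 268 genes, 63 higher and 205 lower, on which the paper does not report. Of 76 cytosolic ribosomal protein ORFs named in the paper's tables, 21 were higher and 0 were lower (adjusted p = 5.80e-14, Fisher's exact test), with RPS28b at 1.04 and RPL37a at 0.79 in the authors' deposited table, and with a fold change above 2 too few were listed for a test. The parental strain shared 115 of the lower genes, where 9.62 would be shared by chance. In both strains the comparison also spans the hour of growth between the harvests, which was not separated from the acid. For 124 genes listed in both strains, 0 differed between the strains in an approximate z test after adjustment and 3 had an unadjusted p below 0.05. These genes were selected by passing in both strains, which leaves out genes listed in 1 strain alone, the 17 ZbHaa1-dependent genes among those.

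In unstressed mutant against unstressed parental cells, on which the paper does not report either, 14 genes were listed, 2 higher and 12 lower. Of the 12 lower genes, 10 were also lower in the mutant in acetic acid and 6 in copper. GCN4 (ZBIST_5079), a regulator gene of amino acid synthesis, stood at -1.85 and LDH1 at -1.90 in the authors' deposited table. Of 11 lower genes found in the annotation, 5 lie on contigs of at most 10 genes, against 2.2% of all genes (exact hypergeometric p = 1.95e-06). The test takes genes as independent, which neighbours on a contig may not be. A candidate explanation is that the strains' genomes differ near short contigs. A loss of these 5 genes as a set is argued against by their median level of 4.6 log2 CPM in the unstressed mutant, with 4 of 5 above 1 CPM. The fifth, ZBIST_5080, read -2.0 log2 CPM there against 2.98 in the parental strain, as a loss of that gene would give, so its loss stays open. Which difference in the genomes this would be stays open, and no biological explanation was tested.

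The mutant's difference from the parental strain depended on the condition for some genes in the approximate z test, whose normal approximation rests on 3 libraries per group and whose errors come from the authors' edgeR FDR. Between acetic acid and no stress, 3 of 11 genes differed: YGP1, ARR3 and ZBIST_5080. For ZBIST_5080, with levels in the mutant of -2.0 log2 CPM without stress and -4.73 in acetic acid, the difference depends on the prior count and shows no effect of the condition. Between copper and no stress, 1 of 9 differed, ZBIST_2787, with a difference of 2.87. Between copper and acetic acid, 16 of 30 differed, 14 of them higher in copper, among them HSP26 (ZBIST_0079) by 5.50 and HSP78 by 3.99. Of these 16, ZBIST_3442 alone had an implied level below 1 CPM in any comparison.

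The mutant and the parental strain differed in 1301 genes in copper. Noise of the copper-treated parental libraries, which both comparisons share, would make genes listed in both move apart, but 81.9% of 105 such genes had the same sign. The noise is thus argued against for the 86 genes with the same sign, while the 19 with opposite signs moved as noise would make them. The count of same signs (two-sided exact binomial p = 2.30e-11, over genes that are not independent replicates) only restates that most of the 105 moved further in the mutant. The other 1196 genes were not listed for the parental strain in copper, so a response carried further and a separate one cannot be told apart for the 1301 genes.

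The 15 genes higher in copper in the parental strain and lower in the mutant are as many as lists of these sizes share by chance (p = 0.614, one-sided Fisher's exact test). With a fold change above 2, 5 genes were shared (p = 0.0297, the same exact test), and with an FDR below 0.01, 9 were (p = 0.0229). The exact test leaves out the copper-treated parental libraries that both lists share, and these alone gave 12.4 (8 to 17) and 23.9 (17 to 31) shared genes in simulations with no effect. The simulations take every listed gene as noise, though an FDR below 0.05 allows few such genes, and so leave out real effects. At the main thresholds they gave 0.6 genes (0 to 2) higher in both lists, where 57 were. Neither the exact test nor the simulations thus decide whether these overlaps are real. These tests concern the list and not single genes, so an effect of ZbHaa1 on single genes of the 15 stays open here. Each of the 15 passed the authors' thresholds in both comparisons, which share the copper-treated parental libraries. For CRS5, the paper states that activation by ZbHaa1 had been reported earlier and was found again.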

How the results depend on the processing

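Alternatives were set before the deposited data were examined, with the same values of 4 comparisons at hand in the supplementary tables. Those on short contigs and the simulations at stricter thresholds were chosen after seeing the data. The Methods describe the 3 flasks of a strain as re-inoculated from the same culture, so libraries may be paired by experiment. No paired analysis was possible because the tables of comparisons carry no values per sample, and the simulations left such pairing out. For the same reason leave-one-out fits, another scaling, no filter on low counts and other splits of the samples were not run. No result reversed. With a fold change above 2, the parental strain had 17 higher and 137 lower genes in acetic acid and 26 and 12 in copper. The mutant then had 32 lower genes than the parental strain in acetic acid, 267 higher and 339 lower in copper, and 1 higher and 102 lower in acetic acid against unstressed mutant cells. The ZbHaa1-dependent genes were 10 in acetic acid and 5 in copper, where the exact test, which leaves out the shared libraries, then passed (12.4 in the simulation with no effect). Both stresses shared 4 higher and 5 lower genes, both strains shared 0 higher (no longer past the test) and 60 lower genes in acetic acid, and 10 list directions passed. With an FDR below 0.01, the parental strain had 42 higher and 138 lower genes in acetic acid and 50 and 23 in copper. The mutant then had 383 higher and 418 lower genes than the parental strain in copper, 1 higher gene without stress, and 32 higher and 124 lower genes in acetic acid against unstressed mutant cells. The ZbHaa1-dependent genes in copper were 9, past the same test (23.9 in the simulation), both stresses shared 4 lower genes, both strains shared 5 higher and 73 lower genes in acetic acid, and 13 list directions passed. With an average log2 CPM of at least 4, 144 genes were lower in acid in the parental strain and 119 in the mutant, 7 were lower in the unstressed mutant, and both strains shared 74 lower genes. Smaller counts under stricter thresholds follow from their construction. Counts and overlaps stayed near their value or on their side of the threshold in the other 49 cases, single lists and genes did so in 104 cases, and in 10 cases a single list lost its call, 9 of them named at their claims and 1 for the paper's homologues of Haa1 targets in the parental strain in acetic acid (adjusted p = 0.0563, exact binomial test). In a further 13 cases a list called otherwise had fewer than 5 listed members and was not tested: 9 with a fold change above 2 and 3 with an FDR below 0.01, named at their claims, and that of Haa1 targets with a log2 CPM of at least 4. The overlap in acetic acid passed the test under each alternative run, and without genes on short contigs it held 15 genes (p = 5.72e-18, Fisher's exact test). The depth of single libraries, unknown here, limits the smallest change that could be listed.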

Differences from the paper's values

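Each count set beside the paper's lay within 1.5 times of it, and each log2 fold change of Tables 1 and 2 had the same sign and lay within the standard error implied by the authors' FDR, which is larger than the true one. Smaller differences in Table 1 are given last, and the following concern statements. The paper describes Supplementary Tables S5 to S7 as stressed against unstressed mutant cells. The implied levels are those of the mutant against the parental strain under the same stress: the reference lay a median -0.05 (SD across genes 0.017) from acid-treated and 0.03 (SD 0.025) from copper-treated parental cells. The paper's account of how the ZbHaa1-dependent genes were selected names that same comparison. The paper states that most of the ZbHaa1-dependent genes in acetic acid are chaperones or co-chaperones, where 6 of 17 were in the list of chaperones used here, with genes lacking a named homologue counted as outside it. For the genes shared by both stresses it states the same, where 6 of 13 were. The paper lists HSP150 among genes higher in acetic acid, and no ORF with that homologue was listed there, while the other 3 genes it names for the cell wall were. The paper's count of transcription factors that fell is larger by 1 than the 14 it names, all of which were listed as lower. The values of Table 1 differ from the authors' deposited table by a median of -0.02 in the parental strain and -0.06 in the mutant, in 17 of 17 genes beyond rounding, and those of Table 2 in 0 of 15.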

Other observations

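The tests on ranks, levels and short contigs in this part were chosen after the results had been seen. Of 11 ORFs of glycolysis and alcoholic fermentation, 4 were lower in the mutant than in the parental strain in acetic acid and 7 were not listed, while in copper 8 were higher and 1 was lower, which did not pass (adjusted p = 0.0909, Fisher's exact test). GLK1, a glucokinase gene, stood at -0.93 and PGK1 at -0.61 in acetic acid in the authors' deposited table. Among the largest decreases of the mutant in copper were HNM1 at -4.29, DAL5 at -4.08 and TPO3 at -3.83 in the authors' deposited table, the first 2 with implied levels below 1 CPM in the mutant (-0.77 and -0.81 log2 CPM), but nutrient permeases had 7 higher and 8 lower ORFs and drug transporters 7 and 4 (adjusted p = 0.881 and 0.698, Fisher's exact test).

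The listed genes of the parental strain in acetic acid have FDR values that do not rank as 1 list. Over the supplementary tables of higher and lower genes combined, the rank implied by p and FDR lies below the gene's place in the list for 266 of 297 genes, which 1 ranking does not allow. It lies below the place for 0 genes in either table alone, where higher implied ranks leave room for genes of the other direction. For the higher genes, the implied unstressed level of the copper comparison lay a median -0.01 (SD 0.024, 15 genes) from that of the acetic acid comparison. For the lower genes this was -0.08 (SD 0.019, 19 genes).

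Of the genes lower in the mutant in acetic acid, 8 of 54 lay on contigs of at most 10 genes (exact hypergeometric p = 1.90e-05), but 5 of these 8 are the genes already counted without stress, and in copper 12 of 636 (p = 0.758). With contigs of at most 5 genes, 2 of the genes lower in the unstressed mutant lay on them (exact hypergeometric p = 0.0109).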
